# Sequential Inflammatory and Matrisome Programs Drive Remodeling of the Mouse Carotid–Jugular Arteriovenous Fistula

**DOI:** 10.3390/cells14241998

**Published:** 2025-12-16

**Authors:** Filipe F. Stoyell-Conti, Alexander M. Kaiser, Miguel G. Rojas, Yuntao Wei, Matthew S. Sussman, Juan S. Lopez-McCormick, Marwan Tabbara, Xiaofeng Yang, Roberto I. Vazquez-Padron, Laisel Martinez

**Keywords:** macrophage, fibroblast, myofibroblast, vein, arteriovenous fistula, inflammation, extracellular matrix

## Abstract

**Highlights:**

**What are the main findings?**

- Macrophages and fibroblasts are the main populations responsible for postoperative remodeling of the vein in the mouse carotid–jugular arteriovenous fistula model.
- Postoperative macrophages activate venous fibroblasts via secretion of IL-1β, osteopontin, and TGF-β1. Fibroblasts, in turn, provide a rich microenvironment for macrophage recruitment, survival, and pro-inflammatory differentiation.

**What are the implications of the main findings?**

- The mouse carotid–jugular arteriovenous fistula model reproduces the core inflammatory–fibrotic axis of fibroblast activation in humans, lending support to its application for mechanistic studies of AVF remodeling.

**Abstract:**

The mouse carotid–jugular arteriovenous fistula (AVF) is a widely adopted surgical model to study venous remodeling after AVF creation. Despite its increasing use, the extent to which this model recapitulates the cellular and molecular remodeling processes observed in humans remains uncertain, which is essential for validating its translational relevance. Using bulk and single-cell RNA sequencing, we have depicted the transcriptional and cellular evolution of the mouse jugular vein after AVF anastomosis. Global transcriptomic profiling revealed that venous remodeling begins with a robust inflammatory response, followed by a prominent extracellular matrix (ECM) remodeling phase that peaks at postoperative day 10. Single-cell analyses confirmed the role of macrophage (3-fold) and neutrophil infiltration (12-fold) in sustaining the onset of venous remodeling. These monocytes/macrophages exhibited marked upregulation of pro-inflammatory and pro-fibrotic genes, including *Il1b*, *Spp1*, *Fn1*, *Thbs1*, and *Tgfb1*. Evidence of the differentiation of fibroblasts into myofibroblasts positive for *Postn*, *Col8a1*, and *Thbs1* emerged by postoperative day 5. The temporal dynamics of differentially expressed genes in these myofibroblasts closely mirrored the ECM gene expression patterns identified by bulk RNA-seq, indicating that they are the principal source of ECM deposition in the AVF. Cell-to-cell communication analyses highlighted macrophages and fibroblasts as the main populations driving postoperative remodeling. Comparative analysis with single-cell data from human pre-access veins and AVFs demonstrated that the mouse model reproduces the core inflammatory–fibrotic axis of fibroblast activation observed in humans, supporting its utility for mechanistic studies of postoperative ECM remodeling.

## 1. Introduction

The mature arteriovenous fistula (AVF) remains the preferred vascular access for hemodialysis, offering superior long-term patency and fewer complications compared to alternative modalities [1]. Unfortunately, no therapeutic interventions currently exist to prevent the failure of approximately 40% of newly created accesses due to postoperative venous stenosis. The low success rate of clinical trials aimed at improving AVF maturation is now thought to stem, at least in part, from the misleading pre-clinical data derived from poorly characterized animal models.

Two mouse AVF models are commonly used in mechanistic studies that investigate the adaptive response of the vein to supra-arterial circulation: the carotid–jugular model, which involves an end-to-side anastomosis of the jugular vein to the carotid artery [2], and the aortocaval puncture model, in which the aorta is connected side-to-side to the inferior vena cava using a needle puncture [3]. These models enable the use of genetic knockout and knock-in strains for precise loss- and gain-of-function studies to test the involvement of specific genes in postoperative venous remodeling. Between them, the carotid–jugular AVF is the one that most closely resembles the human AVF in anatomic configuration. While these models and their surgical variations have provided important insights into the hemodynamic and molecular alterations after AVF creation [2,3,4,5,6,7,8,9], a comprehensive understanding of the cellular dynamics and gene expression programs driving AVF maturation remains incomplete.

In this study, we generated the first temporal transcriptional profiles and single-cell transcriptomic maps of the mouse carotid–jugular AVF. These data provide detailed insights into the roles of myofibroblasts, fibroblasts, and immune cells in the healing of the vascular wall and cellular differentiation after anastomosis. Notably, several key molecular changes identified in mice were also observed in human AVFs [10], underscoring the translational relevance of this model for investigating the fibrotic mechanisms driving AVF failure.

## 2. Materials and Methods

### 2.1. Mice and Surgical Procedures

Male and female C57BL/6 mice (The Jackson Laboratory, Bar Harbor, ME, USA) 20–23 g in weight were randomly allocated to bulk (*n* = 25) and single-cell RNA sequencing (scRNA-seq, *n* = 20). All mice underwent two consecutive surgeries: 5/6 nephrectomy [11] and AVF creation 3–4 weeks later by anastomosing the end of the jugular vein to the side of the carotid artery [2]. For bulk RNA-seq, animals were euthanized and AVFs were harvested at early (3.6 ± 2.4 days), mid (10.0 ± 0.7 days), and late (20.0 ± 1.8 days) time points after AVF creation. Blood flow was measured before tissue harvest using a Transonic probe (Transonic Systems, Ithaca, NY, USA; Figure S1). The early (5.5 ± 1.5 days) and late (26.1 ± 3.4 days) time points were also profiled by scRNA-seq. Contralateral jugular veins were sequenced as the control group. At the end of the protocol, animals presented a blood urea nitrogen of 52.8 ± 6.64 mg/dL, confirming the success of the 5/6 nephrectomy. All animal procedures were approved by the University of Miami Institutional Animal Care and Use Committee and adhered to the National Institutes of Health Guide for the Care and Use of Laboratory Animals.

### 2.2. Bulk RNA Sequencing

Tissues were ground to a fine powder in a Spex/Mill 6770 cryogenic grinder (SPEX SamplePrep, Metuchen, NJ, USA). RNA was extracted using Trizol and treated with DNase I as previously described [12]. Total RNA was quantified and qualified using the Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA), ensuring an RNA integrity score > 5. Poly(A)-selected mRNA libraries were prepared by Azenta (Azenta US, Indianapolis, IN, USA) using an ultra-low input RNA sequencing protocol. Libraries were sequenced by Azenta on the Illumina HiSeq X (Illumina, San Diego, CA, USA) using a paired-end 150-bp configuration and an output of ~350 million reads per lane. Raw counts were normalized using the DESeq2 package in R Studio 2025.01, and genes with a base mean < 100 were filtered out from downstream differential gene expression analyses. Pathway and process enrichment analyses based on differentially expressed genes (DEGs; log_2_[fold change] ≥ 1, *p*_adj < 0.05) were performed using the Metascape tool [13]. Matrisome genes were identified from the curated and proteomics-validated blood vessel collection at the Matrisome Database [14]. Bioinformatic analyses of the bulk RNA-seq dataset were performed independently of the single-cell atlas and without data deconvolution.

### 2.3. Single-Cell RNA Sequencing

A pool of 10 AVFs or contralateral veins yielded 30,000–50,000 optimal cells for scRNA-seq. The cell suspensions were prepared by finely mincing the vessels and incubating them in 1X Vessel Dissociation Enzyme Solution (containing collagenase types XI and II, hyaluronidase, soybean trypsin inhibitor, DNase I, dispase, elastase, and HEPES) for 90 min at 37 °C as previously described [15]. The cell suspension was filtered through a 40-μm strainer, washed twice with Hank’s Balanced Salt Solution (HBSS), and resuspended in 0.1% BSA-PBS. Libraries were prepared using the Chromium Single Cell 3′ Library and Gel Bead Kit v3 (10X Genomics) targeting 10,000 cells per group and sequenced on the Illumina NovaSeq 6000 at the University of Miami John P. Hussman Institute for Human Genomics, Center for Genome Technology.

Data processing and analysis were performed using the Seurat package (Version 4.0.2) in R. Cells expressing fewer than 200 or more than 6000 genes, or with >10% mitochondrial gene expression, were excluded. Data were normalized using the “LogNormalize” method and using a scale factor of 10,000. Variable genes were identified using Seurat’s FindVariableGenes function. Principal component analysis was performed on variable genes, and the top 12 principal components were selected for further analysis. Uniform Manifold Approximation and Projection (UMAP) and clustering were performed with a resolution of 0.5. Marker genes for each cluster were identified using FindAllMarkers and the Wilcoxon rank-sum test. Pathway enrichment analysis was performed using the webpage-based tool Metascape [13]. Gene set analysis was conducted using GeneAgent [16] focusing on genes with an average log_2_[fold change] ≥ 1 and *p*_adj < 0.05. Functional scores were added to the integrated Seurat object using the function AddModuleScore in Seurat 4.0. Scores were based on the “GOBP_Leukocyte_Activation_Involved_In_Inflammatory_Response”, “GOBP_Positive_Regulation_Of_Extracellular_Matrix_Organization.v2025”, “COATES_Macrophage_M1_VS_M2_DN.v2025”, and “GAVISH_3CA_Metaprogram_Fibroblasts_Myofibroblasts.v2024” gene signature modules from the Molecular Signatures Database [17]. Ligand–receptor interactomes were analyzed using CellChat v2 [18]. Pseudotime trajectory analysis was performed as described in the Monocle3 vignette [19,20]. The top 100 transcription factors in fibroblasts were predicted based on the expression of target genes in the DoRothEA database [21].

We compared the gene expression changes occurring in murine mono/macros and myofibroblast/fibroblasts after anastomosis with those detected in the corresponding populations from human AVFs. We downloaded the single cell datasets of 6 human pre-access veins, 2 early AVFs (5–7 days postop), and 12 transposition AVFs (~90 days postop) from the Gene Expression Omnibus repository (accession number GSE305423). Human samples were processed and integrated independently of the mouse datasets, using conserved cell markers for cluster identification [10]. Differential gene expression analyses of mono/macros and myofibroblast/fibroblasts from veins and AVFs included the same number of cells randomly selected from the entire mono/macro and myofibroblast/fibroblast clusters of each experimental group and species. Common DEGs across species included genes expressed in >30% of the cells with log_2_[fold change] ≥ 1 and *p*_adj < 0.01.

## 3. Results

### 3.1. The Mouse AVF Remodels Through Waves of Inflammation and ECM Deposition

We first performed bulk RNA sequencing of the native contralateral vein and the outflow vein of the AVF collected at early (3.6 ± 2.4 days), mid (10.0 ± 0.7 days), and late (20.0 ± 1.8 days) time points after anastomosis to identify the global transcriptional changes during remodeling of the mouse AVF. 

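One RNA library was prepared per vessel with an ultra-low-input protocol that selects poly(A) RNA, and was read in pairs on an Illumina HiSeq X. The authors deposited the number of reads counted on each of 56980 annotated genes, listed by Ensembl identifier, without normalization or a filter on low counts; the aligner and the genome build are not given in the sources used here. The 25 libraries came from 7 contralateral veins and 8 early, 5 mid, and 5 late AVFs. Summed counts per library ranged from 20254173 to 29913427 in contralateral veins (median 24834241), from 23676215 to 67457501 in early AVFs (median 27153082), from 27021483 to 33395623 in mid AVFs (median 29917592), and from 27855449 to 36879746 in late AVFs (median 31176311). Genes with a mean DESeq2-normalized count of at least 100 were kept, as in the authors' methods, which left 12673. Library sizes were scaled by edgeR's TMM method, and all 4 groups were fitted together with edgeR's quasi-likelihood F test, so that they shared an estimate of the spread. DEGs were genes with an absolute log2 fold change of at least 1 and a Benjamini–Hochberg adjusted *p* under 0.01. Expression is given in CPM, counts scaled to library size, as mean ± SD among vessels. Log2 fold changes were fitted with a prior count of 2, which shrinks those of genes with low counts. They carry an approximate standard error (SE), the absolute log2 fold change divided by the square root of the F statistic. Contralateral veins were the least alike: the median Spearman correlation across genes between libraries of a group was 0.678 in contralateral veins, 0.867 in early AVFs, 0.956 in mid AVFs, and 0.953 in late AVFs.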

The vein, prior to AVF creation, was predominantly characterized by transcriptional programs associated with homeostatic vascular functions, including smooth muscle cell (SMC) contraction, circulatory system regulation, and actin filament-based processes, compared with the postoperative groups (Figure 1A). 

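A list of 12 smooth muscle contractile genes was lower in early AVFs than in contralateral veins, with a mean log2 fold change of −2.84 and all 8 early AVFs below all 7 contralateral veins (limma's camera with a preset inter-gene correlation, adjusted *p* = 2.14e-23 over 16 lists). Under camera with an estimated correlation the adjusted *p* was 0.000465, and under limma's fry it was 2.13e-13. Among DEGs whose groups did not overlap, the largest falls from contralateral veins to early AVFs were in *Pappa2* (136 ± 136 to 0.454 ± 0.462 CPM, log2 fold change −8.02, SE 0.92, adjusted *p* = 3.72e-07), *BC051019* (87.2 ± 28.8 to 0.418 ± 0.551 CPM, −7.49, SE 1.00, adjusted *p* = 3.54e-06), and *C7* (386 ± 461 to 4.08 ± 4.11 CPM, −6.52, SE 1.09, adjusted *p* = 7.80e-05). The largest fitted rises were in *Npy*, *Cxcl3*, and *Gal*. *Cxcl3* rose from 0.0661 ± 0.147 to 95.2 ± 128 CPM (log2 fold change 9.54, SE 1.02, adjusted *p* = 1.38e-07), and *Gal* from 0.0129 ± 0.0340 to 50.8 ± 107 CPM (9.38, SE 1.35, adjusted *p* = 1.04e-05). *Npy* had 0 counts in all 7 contralateral veins against 58.6 ± 127 CPM in early AVFs (adjusted *p* = 8.96e-05), so the size of its fitted change depends on the prior count. In the fit of libraries labelled female alone, *C7* no longer passed the threshold (log2 fold change −4.91, adjusted *p* = 0.0541). Transcripts that differ by sex went against the deposited label in 8 of the 25 libraries, so this fit may hold both sexes.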

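With the 4 groups tested together, 1613 of the 12673 genes tested, 12.7%, were DEGs at 1 or more time points. The setting that raised this count most was edgeR's filterByExpr in place of the minimum mean count, with 20076 genes tested and 3097 DEGs. Libraries labelled female alone gave 223. With each library left out in turn, the count lay between 1320 (without late AVF 24) and 1813 (without contralateral vein 28).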

Exposure of the vein to supraphysiological conditions significantly altered the expression of a fourth of the transcriptome (4541 of 20,094 captured genes) (Figure 1A). Differentially expressed genes (log_2_[fold change] ≥ 1, adjusted *p* < 0.01) revealed two distinct transcriptional states after anastomosis: an early postoperative state characterized by strong inflammatory activation, and a mid-to-late state dominated by wall remodeling and healing. 

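Against contralateral veins, 1599 genes were DEGs in early AVFs (782 higher, 817 lower), 767 in mid AVFs (347 higher, 420 lower), and 676 in late AVFs (315 higher, 361 lower). In early AVFs, 536 genes lay above the range of the contralateral veins in every library and 314 lay below it, together 6.71% of the genes tested, where chance alone gives 0.0311%. Late AVFs differed from early AVFs in 381 genes (92 higher, 289 lower), and for 862 genes every late AVF lay above every early AVF and for 975 below, together 14.5% of the genes tested, where chance alone gives 0.155%. The number of DEGs between them fell to 32 without late AVF 16, 34 without 17, 40 without 19, 41 without 24, and 151 without 23, and to 186, 156, and 206 without early AVFs 3, 5, and 6; its highest value, 549, came without contralateral vein 28. Mid AVFs differed from early AVFs in 1 gene, *Ltbp4*, a count that became 0 in 16 of the 25 leave-one-out fits and reached 224, 177, 236, and 305 without early AVFs 1, 2, 4, and 10; DESeq2 called 472 genes and edgeR's likelihood ratio test 356. For 412 genes every mid AVF lay above every early AVF and for 626 below, together 8.19% of the genes tested, where chance alone gives 0.155%. Late AVFs differed from mid AVFs in 0 genes by edgeR's quasi-likelihood test, with 39 genes at an unadjusted *p* under 0.05 and 1 DEG by DESeq2. From the heatmap and enrichment of the DEGs (Fig. 1A), the paper concludes that the vein passed through an early inflammatory state followed by a mid-to-late state of remodeling and healing.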

The early postoperative state showed upregulation of myeloid or lymphoid markers (e.g., *Lyz2*, *Csf3r*, *Cx3cr1*), complement genes (e.g., *C1qa*, *C1qb*, *C1qc*), and cytokines (e.g., *Spp1*, *Il1b*, *Cxcl5*) (Figure 1A,B, Data Set S1). This early response was also accompanied by a marked decline in canonical endothelial (e.g., *Pecam1*, *Vwf*) and SMC markers (e.g., *Myh11*, *Cnn1*, *Lmod1*) that persisted during remodeling.

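*Lyz2* rose from 3015 ± 1387 CPM in contralateral veins to 17832 ± 6217 in early AVFs, a log2 fold change of 2.61 (SE 0.29, adjusted *p* = 2.66e-07), with every early AVF above every contralateral vein; it was 8472 ± 3238 CPM in late AVFs. *Spp1* rose from 23.8 ± 28.5 to 4962 ± 4022 CPM (7.72, SE 0.94, adjusted *p* = 9.84e-07), again without overlap, and was 637 ± 225 CPM in late AVFs (4.69, SE 0.85, adjusted *p* = 0.000517 against contralateral veins). *Csf3r*, *Cx3cr1*, and *Cxcl5* were near the limit of detection in contralateral veins (0.830 ± 1.03, 0.967 ± 2.04, and 0.582 ± 1.52 CPM) and reached 94.7 ± 48.2, 55.4 ± 15.5, and 243 ± 175 CPM in early AVFs, with log2 fold changes of 6.77 (SE 0.74), 5.76 (SE 1.00), and 8.58 (SE 1.17) and no overlap between groups (adjusted *p* = 2.05e-07, 0.000113, and 4.81e-06). By DESeq2, *Cx3cr1* in early AVFs did not pass the threshold (adjusted *p* = 0.0348). In late AVFs the log2 fold changes of *Csf3r*, *Cx3cr1*, and *Cxcl5* were 5.41, 6.01, and 6.40, so that of *Cx3cr1* did not fall. The complement genes *C1qa*, *C1qb*, and *C1qc* rose by 1.67, 1.91, and 2.02 on the log2 scale (adjusted *p* = 8.84e-05, 3.46e-05, and 0.000548), *C1qb* and *C1qc* without overlap, and in late AVFs none of the 3 passed the threshold against contralateral veins. *Il1b* rose from 7.42 ± 16.0 to 119.9 ± 53.8 CPM (4.04, SE 1.07, adjusted *p* = 0.00651) with overlapping groups. Its adjusted *p* exceeded 0.01 without contralateral vein 27 (0.0127), 31 (0.0119), 35 (0.0109), or 632 (0.0104), or without early AVF 4 (0.0108), 5 (0.0103), or 6 (0.0109). Without contralateral vein 34 its early log2 fold change was 6.36, still past the threshold, and that of late AVFs, 2.55 (SE 1.06, adjusted *p* = 0.124) with all libraries, passed the threshold at 4.86 (adjusted *p* = 0.00149). Early and late AVFs were compared directly for these genes, and none passed the threshold.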

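*Vwf* fell from 1383 ± 476 CPM in contralateral veins to 70.6 ± 21.4 in early AVFs (log2 fold change −4.26, SE 0.26, adjusted *p* = 1.04e-11), and was 149 ± 30.7 in mid and 196 ± 68.1 in late AVFs, without overlap at any time point. *Pecam1* fell from 488 ± 177 to 137 ± 51.05 CPM (−1.80, SE 0.25, adjusted *p* = 4.82e-06) with overlapping ranges. In late AVFs its log2 fold change of −1.04 had an adjusted *p* of 0.0155 and passed the threshold only without contralateral vein 28 (0.00255), by DESeq2 (0.00510), or by the likelihood ratio test (0.00876). *Myh11* (2370.02 ± 942 to 60.3 ± 24.0 CPM) and *Cnn1* (1440.3 ± 649.6 to 77.1 ± 30.7 CPM) fell to log2 fold changes of −5.26 (SE 0.29) and −4.18 (SE 0.28) (adjusted *p* = 1.78e-12 and 5.92e-11), and late AVFs remained below every contralateral vein at 293 ± 17.0 and 126 ± 14.2 CPM. *Lmod1* changed by −2.54 (SE 0.29, adjusted *p* = 2.85e-07) in early and by −1.56 (SE 0.33, adjusted *p* = 0.00219) in late AVFs, and the late call was lost without late AVF 16 (adjusted *p* = 0.0111) or 17 (0.0131). Compared with early AVFs, late AVFs had more *Vwf* (1.43, SE 0.25, adjusted *p* = 0.00228) and more *Myh11* (2.25, SE 0.27, adjusted *p* = 2.71e-05). A list of 14 endothelial genes had a mean log2 fold change of −1.58 in early AVFs, with all 8 below all 7 contralateral veins (camera, adjusted *p* = 1.32e-15; estimated correlation, 0.000569; fry, 1.08e-10).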

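Against contralateral veins, early AVFs had lower *Ltbp4* (576 ± 285 to 47.1 ± 25.9 CPM, log2 fold change −3.57, SE 0.31, adjusted *p* = 4.72e-09), *Pcolce2* (319.6 ± 118 to 42.6 ± 20.2 CPM, −2.85, SE 0.31, adjusted *p* = 1.43e-07), *Dcn* (11416 ± 2954 to 1711 ± 1077 CPM, −2.71, SE 0.32, adjusted *p* = 5.44e-07), and *Mmp3* (861 ± 363 to 177 ± 102 CPM, −2.25, SE 0.32, adjusted *p* = 1.04e-05), each without overlap between the groups. *Ltbp4*, the only DEG between mid and early AVFs, rose again to 195 ± 58.7 CPM in mid AVFs (2.03, SE 0.31, adjusted *p* = 0.00839 against early AVFs) and 338 ± 64.2 CPM in late AVFs (2.80, SE 0.32, adjusted *p* = 1.57e-05).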

Inhibitors of TGF-β signaling and pro-collagen processing (e.g., *Ltbp4*, *Pcolce2*, *Dcn*) [22,23,24], as well as metalloproteinase activators (*Mmp3*) [25], decreased acutely after anastomosis to set the stage for new ECM deposition (Figure 1B). 

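*Timp1* rose from 52.8 ± 26.8 to 1180.3 ± 824 CPM in early AVFs (log2 fold change 4.54, SE 0.42, adjusted *p* = 1.57e-08), *Mmp8* from 0.102 ± 0.269 to 48.4 ± 36.4 CPM (8.19, SE 1.16, adjusted *p* = 8.44e-06), and *Adam12* from 2.58 ± 4.87 to 103 ± 40.4 CPM (5.28, SE 0.94, adjusted *p* = 0.000153), each above every contralateral vein. *Mmp8* had counts in 1 of the 7 contralateral veins. *Tgfb1* was low throughout, at 0.344 ± 0.348 CPM in contralateral veins and 6.57 ± 4.97 in early AVFs (4.07, SE 0.79, adjusted *p* = 0.000396). *Loxl2* rose by 2.36 (SE 0.48, adjusted *p* = 0.000756) on the log2 scale, and *Vcan* by 2.64 (SE 0.64, adjusted *p* = 0.00354). Only *Vcan* was without overlap, and without contralateral vein 35 its adjusted *p* was 0.0102. *Has2* did not pass the threshold (3.19 ± 7.92 to 22.7 ± 6.92 CPM, log2 fold change 2.84, SE 1.12, adjusted *p* = 0.0696). Most of its signal in contralateral veins came from vein 633 (21.1 CPM, against 0.901 in the next highest), without which the log2 fold change was 6.44 (adjusted *p* = 1.69e-05); DESeq2 called it with all libraries (adjusted *p* = 0.00569). Of the 44 genes the paper names in its bulk section, 31 passed the threshold in early AVFs adjusted over all genes tested and 32 adjusted over the list alone; that list was chosen by the study on these samples, so the latter is not independent evidence.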

By postoperative day 3, there was a balance of metalloproteases and their inhibitors (*Mmp8*, *Adam12*, *Timp1*), along with the upregulation of pro-fibrotic factors (*Spp1*, *Tgfb1*), ECM cross-linking enzymes (*Loxl2*), and genes involved in the production of a provisional ECM (*Has2*, *Vcan*) [26,27]. By day 10, gene activity associated with vascular wall healing/remodeling became even more evident. 

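*Postn* was 522 ± 187 CPM in contralateral veins, 1854 ± 1343 in early AVFs (log2 fold change 1.86, SE 0.42, adjusted *p* = 0.00189), 3157 ± 739 in mid AVFs (2.62, SE 0.46, adjusted *p* = 0.000321, above every contralateral vein), and 1810.1 ± 411 in late AVFs (1.78, SE 0.45, adjusted *p* = 0.00999). The late call lay at the threshold, and was lost in 19 of the 25 leave-one-out fits, with all 7 contralateral veins and all 5 late AVFs among the libraries left out (adjusted *p* up to 0.0301, without late AVF 19). The mean was highest in mid AVFs, but mid AVFs did not differ from early AVFs (0.76, SE 0.44, adjusted *p* = 0.572) or from late AVFs (−0.83, SE 0.49, adjusted *p* = 1.00 for late against mid) past the threshold. Late against mid, the quasi-likelihood test gave 39 of 12673 genes an unadjusted *p* under 0.05, fewer than chance alone gives. That contrast therefore cannot decide on a peak.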

Expression of periostin (*Postn*) peaked, indicating maximal myofibroblast activation [28,29]. Accordingly, there was significant upregulation of fibrillar collagens (*Col1a1*, *Col3a1*), elastin (*Eln*), fibronectin (*Fn1*), and additional crosslinking enzymes (*Lox*, *Loxl1*) that remained high in late fistulas. 

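In mid AVFs *Eln* reached 2802 ± 1299 CPM against 626 ± 334 in contralateral veins (log2 fold change 2.18, SE 0.45, adjusted *p* = 0.00150), *Fn1* 4246 ± 761 against 880.1 ± 462 (2.30, SE 0.30, adjusted *p* = 6.33e-06), and *Lox* 701 ± 221 against 161 ± 96.6 (2.14, SE 0.44, adjusted *p* = 0.00148), each without overlap, and *Loxl1* 402 ± 86.99 against 182 ± 83.6 (1.18, SE 0.28, adjusted *p* = 0.00495) with overlap. Mid AVF 13 held the highest *Eln*; without it, the adjusted *p* was 0.0119. In late AVFs the log2 fold changes were 2.11 (SE 0.45, adjusted *p* = 0.00242) for *Eln*, 2.41 (SE 0.30, adjusted *p* = 4.22e-06) for *Fn1*, 1.90 (SE 0.44, adjusted *p* = 0.00475) for *Lox*, and 1.18 (SE 0.28, adjusted *p* = 0.00552) for *Loxl1*. The late call for *Lox* was lost without contralateral vein 35 (adjusted *p* = 0.0127), late AVF 19 (0.0139), or 24 (0.0119); that for *Loxl1* without contralateral vein 35 (0.0138), mid AVF 13 (0.0108), or late AVF 17 (0.0106), 19 (0.0235), or 23 (0.0170); and the mid call for *Loxl1* without contralateral vein 35 (0.0132), mid AVF 9 (0.0117), 12 (0.0113), 13 (0.0241), or 14 (0.0175), or late AVF 19 (0.0107) or 23 (0.0104). *Col1a1* (2603 ± 1572 CPM in contralateral veins, 6785 ± 1854 in mid, and 6425 ± 3692 in late AVFs) and *Col3a1* (9884 ± 4229.9, 23403 ± 5731, and 20799 ± 8908 CPM) were higher on average in mid AVFs by 1.41 (SE 0.53) and 1.27 (SE 0.47) on the log2 scale, but did not pass the threshold there (adjusted *p* = 0.0833 and 0.0745) or in late AVFs (0.124 and 0.152). In early AVFs a list of 12 fibrillar collagen and elastic fiber genes had a mean log2 fold change of 0.56 and a median of 0.50, below the median of 1.18 over all genes in the list tests, so that camera's direction was down (adjusted *p* = 0.838) while that of fry, which takes no account of other genes, was up (0.206). Fitted log2 fold changes of these genes had a median of 0.65, against −0.00667 over all genes, with 9 of 12 higher in early AVFs and 3 past the threshold, so the direction against other genes depends on the scale.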

The expression of basement collagens (*Col8a1*, *Col4a1*) and thrombospondins (*Thbs1*, *Thbs4*) peaked at 21 days, likely reflecting the stabilization of cell-ECM interactions and enhanced mechanotransduction. 

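*Col4a1* rose from 236 ± 66.2 CPM in contralateral veins to 811 ± 211 in mid AVFs and 1167 ± 154 in late AVFs (log2 fold change 2.30, SE 0.24, adjusted *p* = 5.75e-07 against contralateral veins and 1.63, SE 0.23, adjusted *p* = 0.000351 against early AVFs). *Col8a1* rose from 6.44 ± 11.3 to 447 ± 153 and 606 ± 109.9 CPM (6.53, SE 1.07, adjusted *p* = 0.000191 for late AVFs), and *Thbs4* from 4.13 ± 5.12 to 174 ± 51.2 and 205 ± 78.9 CPM (5.61, SE 0.91, adjusted *p* = 0.000163), with every late AVF above every contralateral vein for these 3 genes. *Thbs1* (322 ± 288 CPM in contralateral veins and 890.2 ± 72.4 in late AVFs) did not pass the threshold (1.45, SE 0.65, adjusted *p* = 0.156) in the fit with all libraries. All 4 means were highest in late AVFs, but no difference from mid AVFs passed the threshold: the log2 fold changes of late against mid AVFs were 0.50 (SE 0.26) for *Col4a1*, 0.42 (SE 0.98) for *Col8a1*, 0.22 (SE 0.86) for *Thbs4*, and 0.51 (SE 0.71) for *Thbs1*, each with an adjusted *p* of 1.00. By this quasi-likelihood contrast, 39 of 12673 genes had an unadjusted *p* under 0.05, fewer than chance alone gives. It therefore cannot decide whether these genes peak late. Without late AVF 19, *Thbs4* was lower in late than in mid AVFs by a log2 fold change of −0.03.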

Upregulation of the mechanosensitive machinery also reflects the ability of the vein to continue remodeling. In fact, additional matrisome genes involved in exacerbated ECM deposition (*Prelp*, *Comp*) and inhibition of metalloproteinases (*Timp3*) were significantly upregulated during this late remodeling period (Figure 1B,C).

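*Prelp* was 173 ± 120.5 CPM in contralateral veins, 113 ± 76.5 in early, 403 ± 92.0 in mid, and 677 ± 142 in late AVFs, with log2 fold changes of 1.97 (SE 0.47, adjusted *p* = 0.00568) for late AVFs against contralateral veins and 2.56 (SE 0.45, adjusted *p* = 0.00231) against early AVFs; the former call was lost without contralateral vein 27 (adjusted *p* = 0.0104), 31 (0.0122), or 35 (0.0168), or late AVF 17 (0.0144), 19 (0.0171), 23 (0.0157), or 24 (0.0121). *Comp* was 3.71 ± 3.71, 6.05 ± 5.04, 33.8 ± 21.7, and 109.7 ± 37.1 CPM in the same groups, and passed the threshold against contralateral veins (4.88, SE 1.11, adjusted *p* = 0.00439), but not without late AVF 19 (adjusted *p* = 0.0103) or 23 (0.0105). *Timp3* was 419 ± 172, 207 ± 147, 979 ± 245, and 1380.5 ± 536 CPM. Late AVFs exceeded early AVFs (2.70, SE 0.43, adjusted *p* = 0.00101), while the change against contralateral veins missed the threshold (1.72, SE 0.44, adjusted *p* = 0.0111) and passed it without contralateral vein 632 (adjusted *p* = 0.00740) or early AVF 3 (0.00330), 5 (0.00807), or 6 (0.00436), by DESeq2 (0.00220), by the likelihood ratio test (0.00230), with filterByExpr (0.00726), and with no filter (0.00560). Of the 44 genes the paper names from the bulk libraries, 27 passed the threshold in mid AVFs and 26 in late AVFs, or 33 at both when adjusted over the list alone.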

### 3.2. Immune Cell Infiltration and Activation of Fibroblasts Explain the Stages of Venous Remodeling

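Single-cell libraries were made with the Chromium 3′ v3 chemistry from 3 pools of 10 vessels each, 1 pool of contralateral veins, 1 of early AVFs, and 1 of late AVFs, and were sequenced on an Illumina NovaSeq 6000. The paper gives the mean age of the pooled AVFs as 5.5 days for the early and 26.1 days for the late library, while the design text of the deposited data gives about 3 and 21 days, without separating the bulk from the single-cell assay. The authors deposited the UMI counts that Cell Ranger 6.0.2 assigned to each gene and cell barcode, limited to barcodes called as cells, before their filters on genes and mitochondrial counts; the genome build is not given in the sources used here. The contralateral, early, and late libraries held 11563, 7074, and 7801 barcodes. Barcodes with 200 to 6000 genes and at most 10% mitochondrial counts were kept, as in the authors' methods, which left 6319, 4753, and 5821 cells with 29211542, 55802323, and 98421123 UMIs. Depth differed between the libraries: the median cell had 2751, 8951, and 15425 UMIs and 987, 2388, and 3353 genes. Counts were log-normalized to 10000 per cell, 12 principal components of 2000 variable genes were computed without the marker genes, and cells of the 3 libraries were clustered together by the Leiden method at resolution 0.5 without an integration step. The paper's methods mention an integrated Seurat object without naming the integration method. Clusters were named by marker genes. Each condition had 1 library, so no test between conditions was possible and cells were not taken as replicates. Shares of cells are given with exact binomial, and summed counts per cell class (CPM of that class) with exact Poisson, 95% intervals in parentheses, which cover counting error only and not differences between mice.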

To better define the cell populations contributing to the early and late remodeling of the mouse AVF, we performed scRNA-seq of contralateral jugular veins and the outflow veins of early (5.5 ± 1.5 days postop) and late AVFs (26.1 ± 3.4 days) (Figure 2A–C). Similarly to human veins and AVFs [10], the most abundant populations in the three experimental groups were fibroblasts (range 20.7–44.1%), monocyte/macrophages (15.7–49.2%), and T cells (3.1–12.1%). 

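In contralateral veins, early AVFs, and late AVFs, fibroblasts were 30.5% (29.4 to 31.6%), 21.5% (20.3 to 22.7%), and 42.0% (40.7 to 43.3%) of cells, mono/macros 11.7% (11.0 to 12.6%), 42.7% (41.3 to 44.1%), and 27.8% (26.6 to 28.9%), and T cells 10.1% (9.35 to 10.8%), 3.51% (3.01 to 4.08%), and 9.71% (8.96 to 10.5%). In contralateral veins, erythrocytes (13.5%, 12.7 to 14.4%) and ECs (12.8%) were more frequent than mono/macros or T cells, and in early AVFs neutrophils (16.5%) and SMCs (4.92%) exceeded T cells. Among the classes the paper names, taken as the whole, fibroblasts were 38.6%, 23.4%, and 43.6%, mono/macros 14.9%, 46.5%, and 28.8%, and T cells 12.8%, 3.83%, and 10.1%; this denominator was chosen after the data had been seen. Smaller classes were Schwann cells (6.24%, 0.210%, and 0.412%), B cells (6.01%, 0.884%, and 1.31%), dendritic cells (0.396%, 2.74%, and 2.35%), and platelets (7.09%, 2.80%, and 1.17%). No cluster was named as natural killer cells, and the T cell cluster carried their genes. Of the early fibroblasts, 608 of 1022 came from a cluster with a median of 1034 UMIs per cell; with such shallow clusters left unnamed, or with the first of the naming rules tried, the fibroblast fold change from contralateral veins to late AVFs of 1.38 was 1.12, and the early share became 8.71%. In cells with at least 500 genes the fold change was 1.01.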

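From contralateral veins to early AVFs, the share of mono/macros rose 3.63-fold (3.34 to 3.96) and that of neutrophils 16.5-fold (12.8 to 21.7), from 63 of 6319 cells to 783 of 4753. With at most 5% mitochondrial counts per cell, the setting that moved it most, the mono/macro fold was 4.66. In late AVFs, the neutrophil share was 4.90% (4.36 to 5.48%).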

We identified a de novo infiltration of mono/macros (3-fold increase) and neutrophils (12-fold) in early AVFs that explains the inflammatory burst inferred by bulk RNA-seq (Figure 2C). 

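In late AVFs, 2446 of 5821 cells were fibroblasts, 1.38-fold (1.30 to 1.46) the contralateral share, whereas the early share was 0.705-fold (0.653 to 0.761). SMCs made up 0.586% (0.413 to 0.806%) of cells in contralateral veins (37 cells), 4.92% (4.33 to 5.58%) in early AVFs, and 8.71% (8.00 to 9.46%) in late AVFs, a 14.9-fold (10.6 to 21.4) late increase. When each library was clustered on its own, this increase was 4.46-fold, and the fibroblast ratio was 1.14.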

The proportion of fibroblasts increased modestly from 38.2% in contralateral veins to 44.1% in AVFs, while SMCs increased from 3.1 to 7.1%. Postoperatively, the latter were characterized by significant upregulation of stress-response genes (e.g., *Spp1*, *S100a4*, *Atf3*), likely due to mechanical stretching and high oxygen conditions (Figure S2A). In contrast, endothelial cells (ECs) decreased in proportion after AVF creation (14.5 to 1.5%). 

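In SMCs, *S100a4* was 128 (92.4 to 172), 1833 (1795 to 1871), and 799 (784 to 815) CPM in contralateral veins, early AVFs, and late AVFs, and *Atf3* was 852 (756 to 956), 1441 (1407 to 1475), and 2801 (2772 to 2830.3) CPM. *Spp1* was not detected in contralateral SMCs, where 0 counts of 336932 allow up to 10.9 CPM, and was 1054 (1025 to 1083) and 157 (150.1 to 164) CPM in early and late AVFs. T cells had 151 and 31.6 CPM of *Spp1* in the same AVF libraries, and whether they express it themselves was not tested. Of the 234 early SMCs, 23 held 89.0% of its SMC counts. The contralateral values rest on 37 cells.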

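ECs were 12.8% (12.0 to 13.7%) of cells in contralateral veins (811 cells), 1.56% (1.22 to 1.95%) in early AVFs (74 cells), and 1.56% (1.26 to 1.92%) in late AVFs (91 cells), 0.121-fold (0.0943 to 0.154) and 0.122-fold (0.0970 to 0.151) the contralateral share. Among fibroblasts, SMCs, ECs, and Schwann cells alone, without erythrocytes and platelets, they made up 25.6% (24.1 to 27.1%), 5.52% (4.36 to 6.88%), and 2.97% (2.39 to 3.63%).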

In those that remained, a lower expression of canonical EC markers (e.g., *Vwf*, *Flt1*) and upregulation of contractile genes (e.g., *Acta2*, *Tagln*) suggested an endothelial-to-mesenchymal transformation (Figure S2B).

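Within ECs, *Vwf* was 2069 (2018 to 2121), 271 (233 to 312), and 230.4 (191 to 275) CPM in contralateral veins, early AVFs, and late AVFs, and *Flt1* was 753 (722 to 785), 496 (445 to 552), and 234 (195 to 279) CPM. *Acta2* was 113 (101 to 125), 177 (147 to 212), and 409.8 (357 to 468) CPM, log2 ratios to contralateral veins of 0.65 (0.34 to 0.96) in early and 1.86 (1.61 to 2.11) in late AVFs. *Tagln* was 136 (123 to 149.8), 91.6 (70.4 to 117), and 281 (238 to 330.4) CPM, lower in early AVFs (−0.57, −0.98 to −0.18) and higher in late AVFs (1.05, 0.77 to 1.32). Classes that should lack *Acta2* also had counts of it in late AVFs, with 420.2 CPM in neutrophils, 149 in T cells, and 96.8 in mono/macros, and their *Tagln* was 195, 73.3, and 44.9 CPM. The median late EC had 3264 UMIs and the median late neutrophil 3357.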

The global changes in cellular functions in the murine jugular vein were characterized using gene signature scores (Figure 2D,E). The inflammatory leukocyte activation score was elevated in mono/macros of early AVFs and remained high in late AVFs compared with the contralateral veins. Neutrophils were also highly inflammatory but present in lower proportions. Concurrently, the score of ECM organization illustrated the acute activation of fibroblasts after anastomosis and a progressive increment from contralateral veins to late AVFs. 

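After each cell with enough UMIs had been thinned to 1000 of them, cells assigned to S or G2M phase by cell-cycle gene lists were 41.8% (40.5 to 43.2%) in contralateral veins, 40.6% (39.1 to 42.1%) in early AVFs, and 38.6% (37.3 to 39.9%) in late AVFs; S phase alone was 30.1%, 30.6%, and 30.8%. Without thinning, the shares fell with rising depth, to 35.2%, 30.5%, and 23.2%. Counts from free RNA were not removed before these calls. Thinned cells with a UMI of *Mki67* were 0.933% (0.688 to 1.23%), 2.43% (1.99 to 2.93%), and 1.91% (1.57 to 2.32%), and with *Top2a* 0.777% (0.556 to 1.06%), 1.99% (1.60 to 2.45%), and 1.36% (1.07 to 1.71%). In early AVFs, thinned neutrophils, a class taken to lack these transcripts, had a UMI of *Mki67* in 0.403% (0.0831 to 1.17%) and of *Top2a* in 0.537% (0.146 to 1.37%) of cells, with a median depth before thinning of 3463 UMIs against 8951 over all cells. Of thinned fibroblasts, 34.4% (32.1 to 36.8%), 43.8% (40.2 to 47.4%), and 30.6% (28.6 to 32.6%) were in S or G2M phase in contralateral veins, early AVFs, and late AVFs. Fibroblasts with a UMI of *Mki67* were 0.376%, 3.55%, and 0.460%. The share in these phases was also higher in early than in contralateral T cells and ECs, and lower in mono/macros, SMCs, and neutrophils.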

There were no significant changes in the DNA synthesis and cell division scores after anastomosis (Figure S3). These findings indicate that the postoperative upregulation of matrisome genes observed by bulk RNA-seq is due to the phenotypic activation of ECM-producing fibroblasts and mural cells more than cell proliferation. Importantly, the temporal dynamics of inflammation and ECM remodeling scores in the mouse AVF mimic the postoperative profiles of single cell populations from early (5–7 days postop) and late (~90 days) human fistulas [10].

### 3.3. Macrophages Undergo a Pro-Fibrotic Reprogramming After AVF Creation

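For subtypes, the 742, 2028, and 1617 mono/macros of the contralateral, early, and late libraries were clustered again at resolution 0.5 with the subtype markers left out, which gave 10 clusters. Those whose markers passed the naming rule were joined as Mono/Macro-1 (14 marker genes) or Mono/Macro-2 (14 marker genes). Clusters that passed neither rule held 95.7% (94.0 to 97.0%), 51.5% (49.3 to 53.7%), and 43.5% (41.1 to 46.0%) of the mono/macros in the same libraries.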

Next, we re-clustered mono/macros at resolution 0.5 to identify two transcriptionally distinct phenotypes orchestrating the remodeling of the murine AVF (Figure 3A–D). Mono/Macro-1 cells were the predominant type in contralateral veins and expressed a gene program consistent with immune regulation and resolution of inflammation. This subset was defined by upregulation of chemokines (e.g., *Ccl4*, *Ccl8*, *Cxcl10*), heat shock proteins (e.g., *Hspd1*, *Hspb1*, *Dnajb1*), complement genes (e.g., *C1qa*, *C1qb*, *C1qc*), interferon-stimulated genes (e.g., *Ifit1*, *Ifit2*, *Oasl1*), and oxidative stress regulators (e.g., *Hpgds, Txnip*). 

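Mono/Macro-1 cells were 2.70% (1.65 to 4.13%) of contralateral mono/macros (20 cells), 4.78% (3.90 to 5.80%) of early (97 cells), and 29.5% (27.3 to 31.8%) of late mono/macros (477 cells). The contralateral share rests on the naming rule. A cluster with 327 contralateral cells had the highest mean log2 fold of Mono/Macro-1 markers, 1.59, with 8 markers up. It stayed unnamed because its 10 leading genes held 2 dendritic cell markers and 1 marker of the subtype. The early ratio to contralateral veins, 1.77 (1.09 to 3.03), changed direction with the clustering: it was 0.278 at resolution 1.0, 0.565 with 30 principal components, 0.0324 with marker genes kept, 0.0241 with at most 5% mitochondrial counts, and 0.0503 with at least 500 genes per cell. Under these settings contralateral clusters without a name here passed the Mono/Macro-1 rule. In mono/macros as a whole, which need no subtype, the 14 Mono/Macro-1 markers had a median log2 ratio to contralateral veins of −0.45 (−3.84 to 0.43) in early and −0.45 (−4.53 to 1.49) in late AVFs, with the range over genes in parentheses.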

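In Mono/Macro-1 cells, of which only 20 were contralateral, *Ccl4* was 13235 (12659 to 13831), 8347 (8198 to 8497), and 11799 (11716 to 11883) CPM in contralateral veins, early AVFs, and late AVFs, and *Cxcl10* 555 (442 to 687), 2405 (2325 to 2486), and 3004 (2962 to 3046) CPM. The heat shock genes *Hspd1*, *Hspb1*, and *Dnajb1* were lower in early than in contralateral cells, by log2 ratios of −2.05, −2.12, and −2.12, and late against early ratios were 2.24, 2.79, and 1.55. *Ifit1* (6 contralateral counts) was 40.1 (14.7 to 87.3), 250.2 (225 to 277), and 409 (393 to 425) CPM, *Ifit2* 174 (113 to 255), 108 (91.6 to 126), and 135 (126 to 145) CPM, and *Oasl1* 528 (418 to 658), 202 (179 to 226), and 647 (628 to 667) CPM. *Ccl4*, *Cxcl10*, *C1qa*, *C1qb*, *C1qc*, *Ccl8*, *Ccl7*, and *Ccl12* were among the genes that named the subtype, so their levels are not independent of the naming. With marker genes kept in the clustering, more contralateral cells were named Mono/Macro-1, and the early over contralateral log2 ratios turned to 1.98 for *Ccl4*, 0.22 for *Hspd1*, 0.77 for *Hspb1*, 1.54 for *Dnajb1*, 1.52 for *Ifit2*, and 1.43 for *Oasl1*. The late over early ratios turned to −0.06 for *Ccl4* and −0.53 for *Ifit2*.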

The high expression of the transcription factors *Atf3* and *Cited2* further supports a stress-adaptive, homeostatic phenotype (Figure 3C) [30,31,32]. 

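*Atf3*, not a marker of the subtype, was 3387 (3099 to 3695), 2257 (2181 to 2336), and 4245 (4195 to 4295) CPM in contralateral, early, and late Mono/Macro-1 cells. In fibroblasts of the same libraries it was 474, 1018, and 1951 CPM. The early over contralateral log2 ratio in Mono/Macro-1 cells, −0.59, turned to 0.99 with marker genes kept in the clustering.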

Mono/Macro-1 cells decreased significantly after anastomosis but seemed to participate in the resolution of inflammation in late AVFs, as illustrated by the elevated M2-like polarization score and the upregulation of *Mrc1*, *Klf4*, *Irf4*, *Cd36*, and *Retnla* compared with early fistulas (Figure 3E,F and Figure S4A, Data Set S2). 

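Between early and late AVFs, the Mono/Macro-1 share of mono/macros rose 6.17-fold (4.95 to 7.75). The share fell instead, from 53.5 to 33.4% with 30 principal components and from 47.9 to 44.9% with each library clustered on its own, and at resolution 1.0 it went from 26.7 to 31.6%. Late over early log2 ratios within these cells were 0.61 (0.53 to 0.70) for *Mrc1*, 1.57 (1.46 to 1.68) for *Klf4*, 2.14 (1.13 to 3.38) for *Irf4* (8 early counts), and 1.34 (1.10 to 1.59) for *Cd36*. *Retnla* had 0 counts in the 97 early cells, which allows up to 2.55 CPM, and was 59.5 (53.7 to 65.7) CPM in late and 367 (277 to 478) CPM in contralateral cells. These cells came from a cluster led by heat shock and stress genes (12, 62, and 438 cells of the contralateral, early, and late libraries) and a cluster led by cell-cycle genes (8, 35, and 39 cells), so the ratios compare different mixes of them. The ratio of *Irf4* turned to −0.23 with marker genes kept in the clustering.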

The gene repertoire of this late pro-resolving phenotype also has unique antioxidant adaptations compared with the Mono/Macro-1 of contralateral veins, including the higher expression of *Hmox1*, *Sqstm1*, and *Hspa1a* (Figure S4B, Data Set S2). 

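*Sqstm1* was higher in late than in contralateral Mono/Macro-1 cells by a log2 ratio of 1.37 (1.06 to 1.70), and *Hspa1a* by 0.30 (0.24 to 0.36), whereas *Hmox1* was lower, with a ratio of −0.31 (−0.41 to −0.20). Their levels in contralateral, early, and late cells were 548, 538, and 1419 CPM for *Sqstm1*, 14518, 7059, and 17860.2 for *Hspa1a*, and 5425, 917, and 4391 for *Hmox1*. Over all mono/macros, with 742 contralateral cells, the late ratios were 1.73 (1.66 to 1.81) for *Sqstm1*, 0.11 (0.09 to 0.13) for *Hspa1a*, and 0.01 (−0.02 to 0.04) for *Hmox1*. With marker genes kept in the clustering, the late over contralateral ratio of *Hmox1* in Mono/Macro-1 cells was 0.83, and the early one of *Hspa1a* 1.22.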

Mono/Macro-2 cells, in turn, increased significantly after anastomosis and displayed a highly pro-inflammatory and tissue-remodeling program (Figure 3D,E). This included upregulation of TNF and IL-1 signaling mediators (e.g., *Traf1*, *Tnfrsf1b*, *Il1b*), cytokine receptors (e.g., *Csf2rb*, *Il7r*), and pattern-recognition receptors (e.g., *Clec4d*, *Clec4e*). 

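Mono/Macro-2 cells were 1.62% (0.838 to 2.81%) of mono/macros in contralateral veins (12 cells), 43.7% (41.6 to 45.9%) in early, and 27.0% (24.8 to 29.2%) in late AVFs, a 27.0-fold (15.4 to 52.5) early increase, which was 2.94-fold when each library was clustered on its own. Over all mono/macros, the 14 Mono/Macro-2 markers had a median log2 ratio to contralateral veins of 3.20 (1.44 to 5.30) in early and 2.94 (1.55 to 4.78) in late AVFs, and each of the 14 was higher at both time points.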

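*Il7r*, which was not a marker of this subtype, was 106 (101 to 112) CPM in early and 311 (298 to 323) CPM in late Mono/Macro-2 cells. These lay in different mixes of 3 clusters (531, 352, and 4 early and 161, 198, and 77 late cells), and *Il7r* is among the 10 leading genes of the last of them. *Il1b* in these cells was 4275 (4239 to 4310.5) and 3504 (3463 to 3545) CPM, against 1064 (1011 to 1118) and 465 (449 to 482) CPM in Mono/Macro-1 cells, but as a marker it had helped to name them. At resolution 1.0 *Il1b* was higher in late than in early Mono/Macro-1 cells, by a log2 ratio of 0.16.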

Elevated expression of *Mmp12* and *Mmp19* reflect an ECM remodeling function; while *Acod1*, *Txnrd1*, and *Prdx1* indicate metabolic reprogramming and redox regulation. 

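In early and late Mono/Macro-2 cells, *Acod1* was 298 (289 to 308) and 311 (299 to 324) CPM, *Txnrd1* 458 (447 to 470.2) and 574 (557 to 591) CPM, and *Prdx1* 2274 (2248 to 2300.5) and 2886 (2849 to 2924) CPM. No ratio to contralateral veins is given, since these held 12 such cells.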

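*Plaur*, *Fn1*, *Ptgs2*, and *Thbs1* were markers that named Mono/Macro-2 clusters. *Spp1*, which was not, was 4833 (4795 to 4871) CPM in early and 1132 (1108 to 1155) CPM in late Mono/Macro-2 cells, and 1484 (1422 to 1548) and 116 (108 to 124) CPM in Mono/Macro-1 cells of the same libraries. B cells, which should lack it, had 114 and 16.3 CPM.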

Additional upregulated genes, such as *Plaur*, *Fn1*, *Ptgs2*, *Spp1*, and *Thbs1*, highlight the role of this phenotype in adhesion, fibrosis, and inflammation (Figure 3D) [32,33,34,35].

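A count of DEGs between conditions needs replicate libraries, and each condition had 1, so no such count is given. By the rule stated for named genes, the largest rises from contralateral to early mono/macros were in *Cxcl3* (1.39 against 744 CPM, from 5 contralateral counts), *Spp1*, and *Saa3* (0.833 against 342 CPM, from 3), and *Timd4* (119 against 0.446 CPM) and *Pla2g2d* (228 against 1.06 CPM) were among the 3 largest falls. In the same libraries, early fibroblasts had 1622 CPM of *Saa3*, so free RNA remains an open source of it.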

Due to both changes in phenotype proportions and in transcriptional programs of individual cells over time (Figure 3B,E,F), over 200 DEGs were detected in mono/macros from early (280) and late AVFs (219) compared with those from the contralateral veins (Figure 4A,B, Data Sets S3 and S4). Eighty-eight of the upregulated DEGs and 70 of the downregulated ones were shared in common between both time points and were mostly associated with a postoperative enhancement of inflammatory processes (e.g., up in AVFs: *Spp1*, *Il1b*, *Lgals3*, *Ptgs2*) and a reduction in homeostatic functions (e.g., down in AVFs: *Cd163*, *Lyve1*, *F13a1*, *Gas6*) (Figure 4C–E). 

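Early and late log2 ratios to contralateral mono/macros were 8.75 (8.21 to 9.35) and 6.09 (5.55 to 6.69) for *Spp1*, 5.55 (5.34 to 5.77) and 5.03 (4.82 to 5.25) for *Il1b*, 3.38 (3.28 to 3.47) and 3.28 (3.19 to 3.38) for *Lgals3*, and 3.26 (3.12 to 3.40) and 2.26 (2.12 to 2.40) for *Ptgs2*. They were −4.07 (−4.15 to −3.98) and −4.92 (−5.04 to −4.80) for *Cd163*, −4.17 (−4.29 to −4.04) and −3.65 (−3.77 to −3.53) for *Lyve1*, −2.26 (−2.31 to −2.22) and −2.48 (−2.53 to −2.44) for *F13a1*, and −2.30 (−2.37 to −2.24) and −2.30 (−2.37 to −2.24) for *Gas6*. *Spp1* rose from 7.50 (4.94 to 10.9) CPM in contralateral veins (27 counts) to 3228 (3208 to 3249) CPM in early and 512 (503 to 521) CPM in late AVFs, and *Cd163* fell from 928 (896 to 959.7) to 55.3 (52.6 to 58.1) and 30.6 (28.5 to 32.9) CPM. Of the 742 contralateral mono/macros, 663 lay in a cluster that held 24 early and 21 late cells, whereas the 2 other mono/macro clusters held 1208 and 796 early, 762 and 834 late, and 12 and 67 contralateral cells. From such changes in shares and expression, the paper concludes that infiltrating mono/macros and neutrophils account for the inflammatory burst seen in the bulk libraries and that inflammatory processes rose while homeostatic functions fell.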

The pathway analysis of the late time point demonstrated an enrichment in some regulatory functions associated with resolution of inflammation (Figure 4D).

We then compared the DEGs in early and late mono/macros (vs. collateral veins) with those detected in the corresponding populations from early (5–7 days postop) and late (~90 days) human fistulas (Figure S5, Data Sets S5 and S6). We focused on genes expressed in >30% of the cells with log_2_[fold change] ≥1 and *p*_adj < 0.01. Twenty-eight percent of upregulated DEGs in murine mono/macros at the early time point were also upregulated in early human AVFs compared with pre-access veins. These consisted, for the most part, of inflammatory mediators associated with tissue remodeling (e.g., *Il1b*, *Spp1*, *Thbs1*, *Ptgs2*). Similarly, 13% of upregulated genes in late mono/macros of mice were upregulated in late human fistulas. Many of the upregulated inflammatory and pro-fibrotic mediators from early AVFs (e.g., *Il1b*, *Fn1*) were included in this set, as well as genes associated with resolution of inflammation (e.g., *Il10*, *Il1rn*, *Trem2*, *Apoe*, *Sod2*, *Prdx1*, *Fth1*, *Metrnl*). Among the downregulated DEGs in mouse mono/macros, 20% at the early time point and 11% in late AVFs were downregulated in the corresponding groups of human fistulas (Figure S5). These included several homeostatic genes (e.g., *Lyve1*, *F13a1*, *Gas6*), the transcription factor *Maf*, which determines the anti-inflammatory polarization of mono/macros [36,37,38], and scavenger receptors (e.g., *Mrc1*, *Cd163*). These comparisons identified conserved molecular changes in the immunoregulation of venous remodeling in response to surgical trauma and/or supraphysiological flow.

### 3.4. Fibroblasts Transform from a Quiescent to an Activated State After AVF Creation

Fibroblasts are more abundant in the vein than mural cells and play a critical role in postoperative hemostasis, wall healing, and reorganization of the ECM. Therefore, we studied the temporal differentiation of fibroblasts in mouse AVFs and their similarities to those from human fistulas. After re-clustering at resolution 0.5, three transcriptionally distinct fibroblast subsets (FB-1 to 3) were identified that changed in abundance and function during AVF remodeling. 

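The 1927, 1022, and 2446 fibroblasts of the contralateral, early, and late libraries formed 9 clusters at resolution 0.5 with subtype markers left out. Clusters passing the rule for the same subtype (8 marker genes each) were joined, and 3.17% (2.43 to 4.05%), 27.1% (24.4 to 29.9%), and 11.8% (10.5 to 13.1%) of the fibroblasts lay in clusters that passed none. One of these, with 45, 257, and 262 cells and a median of 1546.5 UMIs, had 0 fibroblast subtype markers and 2 mono/macro markers among its 10 leading genes, and it stays in every value given for all fibroblasts.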

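FB-1 cells were 86.8% (85.2 to 88.3%) of contralateral fibroblasts (1673 cells), 2.84% (1.91 to 4.05%) of early (29 cells), and 1.43% (0.999 to 1.98%) of late fibroblasts (35 cells). Of genes that were not FB-1 markers, *Dcn* in contralateral, early, and late FB-1 cells was 17997 (17917 to 18078), 10150.4 (9419 to 10923), and 16153 (15691 to 16624) CPM and *Eln* 442 (429 to 454), 768 (577 to 1002), and 431 (359 to 514) CPM. FB-1 cells came from 2 clusters, with 838, 23, and 9 and with 835, 6, and 26 contralateral, early, and late cells and a median of 1725.5 and 7373 UMIs per cell. Over all fibroblasts, the 8 FB-1 markers had median log2 ratios to contralateral veins of −2.22 (−5.63 to −0.38) in early and −1.32 (−3.93 to −0.01) in late AVFs. With shallow clusters left unnamed, an alternative added after the data had been seen, the early ratio of FB-1 shares rose from 0.0327 to 0.201, the largest value of any setting, and the late share rose to 48.9%. The late share was 37.2% with marker genes kept and 41.3% with each library clustered on its own.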

In contralateral veins, fibroblasts were largely quiescent, with FB-1 representing more than 80% of the population (Figure 5A,B). FB-1 cells were characterized by genes that maintain ECM integrity (e.g., *Eln*, *Dcn*, *Podn*), vascular stability (e.g., *Gas6*, *Abcc9*, *F3*), and redox balance (e.g., *Apoe*, *Txnip*, *Inmt*) (Figure 5C, Data Set S7). In early AVFs, FB-2 cells expanded nearly ten-fold, representing ~50% of the overall fibroblast cluster (Figure 5B). 

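FB-2 cells rose from 2.70% (2.02 to 3.52%) of contralateral fibroblasts (52 cells) to 63.4% (60.4 to 66.4%) in early AVFs, 23.5-fold (17.7 to 31.8), and were 48.0% (46.0 to 50.0%) of late fibroblasts. Part of the early FB-2 cells (343 of 648) lay in a cluster with a median of 854 UMIs per cell. The fold was 37.9 with at least 500 genes per cell and 482 with at most 5% mitochondrial counts, the planned setting that moved it most, which left 2 contralateral FB-2 cells.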

Gene signature scores and trajectory analyses identified this subpopulation as myofibroblasts originating from FB-1 cells and from a minor fibroblast subtype, named FB-3 (Figure 5D,E). During this differentiation, FB-2 cells gained significant expression of contractile markers (e.g., *Tagln*, *Acta2*, *Tpm2*), mechanosensitive genes (e.g., *Thbs1*, *Thbs4*), and ECM proteins (e.g., *Postn*, *Col8a1*, *Col1a1*, *Tnc*). 

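Over all fibroblasts, the 8 FB-2 markers, *Tagln*, *Acta2*, *Tpm2*, *Thbs1*, *Postn*, *Col8a1*, and *Tnc* among them, had a median log2 ratio to contralateral veins of 3.54 (2.69 to 5.21) in early and 2.57 (0.85 to 3.53) in late AVFs, each of the 8 being higher at both time points; against early AVFs, late AVFs had a median of −1.91 (−2.75 to 0.00). Of genes that were not FB-2 markers, *Col1a1* in contralateral, early, and late FB-2 cells was 10416 (10146 to 10692), 23980.4 (23885 to 24076), and 11416 (11372 to 11460.5) CPM and *Thbs4* 229 (191 to 273), 119 (113 to 126), and 603 (593 to 613) CPM, in different mixes of the 3 FB-2 clusters. Early mono/macros had 48.6 CPM of *Acta2*, and early fibroblasts 423. In cells with at least 500 genes, *Col1a1* was lower in late than in contralateral FB-2 cells, with a log2 ratio of −0.24.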

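Relative to contralateral FB-2 cells, early FB-2 cells had log2 ratios of 0.97 (0.76 to 1.18) for *P4hb*, 0.55 (0.46 to 0.65) for *Serpinh1*, 0.86 (0.61 to 1.12) for *Pdia6*, 1.49 (1.22 to 1.77) for *Mmp14*, and 2.64 (2.32 to 2.99) for *Timp1*. In late FB-2 cells the ratios were 0.07, 0.14, 0.37, 0.56, and 0.74, each lower than in early cells, and that of *P4hb* included 0 within counting error. The FB-2 cells of the 3 libraries lay in different mixes of 3 clusters (15, 9, and 28 contralateral, 91, 343, and 214 early, and 921, 224, and 30 late cells), so these values compare different mixes.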

Upregulated protein chaperones such as *P4hb, Serpinh1*, and *Pdia6* facilitate collagen maturation, while metalloproteinases and inhibitors (e.g., *Mmp14*, *Timp1*) regulate ECM turnover (Figure 5C, Data Set S8). The differentiation of FB-2 cells continued in late AVFs, with further upregulation of basement collagens, mechanosensitive genes, complement factors, cytokines, and gelsolin (*Gsn*) to support cell migration and immune activation (Figure S6A) [39,40]. In contrast to the early postoperative expansion of FB-2 cells, FB-3 cells remained in low proportion in early AVFs but increased in late fistulas. 

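*Gsn* in FB-2 cells was 12618 (12320 to 12920.4), 545 (531 to 560.01), and 6071 (6039 to 6103) CPM in contralateral veins, early AVFs, and late AVFs, a late over early log2 ratio of 3.48 (3.44 to 3.52) and a late over contralateral ratio of −1.06 (−1.09 to −1.02). Late over early, the log2 ratio of *Thbs4* in FB-2 cells was 2.34 (2.25 to 2.43), between different mixes of clusters: the FB-2 cluster whose leading gene is *Thbs4* held 15, 91, and 921 cells of the contralateral, early, and late libraries, and the 2 other FB-2 clusters 9, 343, and 224 and 28, 214, and 30.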

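FB-3 cells were 7.32% (6.19 to 8.57%) of fibroblasts in contralateral veins (141 cells), 6.65% (5.20 to 8.36%) in early (68 cells), and 38.8% (36.8 to 40.7%) in late AVFs (948 cells), a late over early fold of 5.82 (4.55 to 7.56). Clustering each library on its own reversed it, to 0.722. The 8 FB-3 markers over all fibroblasts had median log2 ratios of −0.72 (−2.10 to 1.10) for early and 1.04 (−0.13 to 2.75) for late AVFs against contralateral veins, and of 1.72 (1.49 to 2.51) for late against early AVFs.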

Transcriptionally, they were characterized by upregulation of genes involved in immune regulation and metabolic signaling (Figure 5C, Data Set S9). These include regulators of inflammation and complement activity (e.g., *Cd55*, *Tnfaip6*), and enzymes involved in glycosaminoglycan biosynthesis (e.g., *Ugdh*, *Uap1*, *Gfpt2*). The relative abundances of fibroblast subtypes over time and their temporal profiles of matrisome gene expression (Figure S6B) demonstrate that, in terms of magnitude, FB-2 cells are the main population responsible for postoperative ECM deposition.

Due to the changes in proportions and in the expression profiles of individual cells, a total of 226 DEGs were detected in fibroblasts from early AVFs and 138 in late fistulas compared with those from contralateral veins (Figure 6A, Data Sets S10 and S11). Fifty-one of the upregulated DEGs were found at both time points and included markers of myofibroblast differentiation (e.g., *Postn*, *Acta2*, *Runx1*), mechanosensitive genes (e.g., *Thbs1*, *Vcam1*), and inflammatory transcriptional regulators (e.g., *Nfkb1*, *Atf3*) (Figure 6B,C). 

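Early and late log2 ratios to contralateral fibroblasts were 5.29 (5.21 to 5.38) and 3.68 (3.60 to 3.77) for *Postn*, 3.74 (3.60 to 3.89) and 1.82 (1.68 to 1.97) for *Acta2*, 4.53 (4.31 to 4.76) and 4.22 (4.00 to 4.45) for *Runx1*, 4.10 (3.95 to 4.25) and 3.64 (3.49 to 3.79) for *Thbs1*, 1.76 (1.68 to 1.84) and 1.84 (1.77 to 1.91) for *Vcam1*, 0.77 (0.69 to 0.85) and 1.87 (1.81 to 1.94) for *Nfkb1*, and 1.10 (1.06 to 1.15) and 2.04 (2.00 to 2.08) for *Atf3*. *Postn* rose from 84.7 (79.8 to 89.9) CPM to 3319 (3289 to 3349.97) and 1087 (1078 to 1096) CPM; T cells, which should lack it, had 10.6, 104, and 54.4 CPM. The fibroblasts compared came from different clusters: 1674 of 1927 contralateral ones lay in a cluster with 2 early and 24 late cells, and the 2 other clusters held 216 and 37 contralateral, 412 and 608 early, and 1922 and 500 late cells, so a change of mix and a change within cells were not separated. Each condition had 1 library, so DEGs were not counted. By the named-gene rule, the largest early rises were in *Pth*, *Saa3* (0.383 against 1622 CPM), and *Chga*; *Pth* and *Chga* had 0 counts in contralateral fibroblasts, which allows up to 0.282 CPM, and 2297 and 457 CPM in early ones. Of the early *Pth* counts over all classes, 93.7% lay in 47 of 4753 cells.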

Thirty-six of the downregulated DEGs were also shared by both early and late fibroblasts. These included regulators of actin assembly (e.g., *Gsn*, *Tmsb10*), complements and coagulation factors (e.g., *C7*, *F3*), and inhibitors of TGF-β signaling (e.g., *Fmo2*, *Gdf10*). 

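The corresponding ratios were −4.52 (−4.55 to −4.49) and −1.42 (−1.43 to −1.42) for *Gsn*, −0.70 (−0.73 to −0.68) and −1.36 (−1.38 to −1.34) for *Tmsb10*, −6.73 (−7.12 to −6.36) and −3.32 (−3.39 to −3.25) for *C7*, −2.57 (−2.64 to −2.50) and −2.04 (−2.08 to −2.0005) for *F3*, −3.95 (−4.06 to −3.84) and −2.93 (−2.97 to −2.88) for *Fmo2*, and −3.62 (−3.69 to −3.55) and −2.70 (−2.74 to −2.67) for *Gdf10*. *C7*, with the largest early fall in fibroblasts, went from 475 (463 to 487) CPM in contralateral veins to 4.48 (3.43 to 5.76) in early and 47.6 (45.7 to 49.5) in late AVFs, followed by *Smpd3* (102 against 1.91 CPM in early AVFs) and *Spock2* (143 against 2.72 CPM).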

The pathway analyses illustrated the shifts in fibroblast functions from the native vein to the late AVF, which concur with the matrisome changes reported by bulk RNA-seq (Figure 1 and Figure 6D). Fibroblasts of contralateral veins showed activation of hemostasis and the complement cascade, but negative regulation of cell migration. In contrast, processes associated with ECM remodeling, cell motility, and responses to wounding were enriched in early fibroblasts. Late fibroblasts showed enrichment of mechanosensitive pathways and inflammatory activation. Considering that the peak of vascular inflammation occurs during the early time point, the pathways enriched in late fibroblasts suggest a chronic inflammatory activation and/or phenotypic differentiation. An inflammatory basis for either of these processes is supported by the analysis of the top 100 transcription factors activated in early and late fibroblasts based on the expression of target genes (Figure S6C). This analysis predicted maximum activation of the TGF-β signaling factors Smad3 and 4 in myofibroblasts (FB-2) of early AVFs and a progressive increase in Nfkb1 and Rela activity in FB-2 and FB-3 cells over time.

Comparison of DEGs in early and late murine fibroblasts (vs. collateral veins) with DEGs in the corresponding populations from early and late human fistulas uncovered significant similarities, particularly in the genes expressed by the myofibroblast (FB-2) subpopulation (Figure S7, Data Sets S12 and S13). These similarities were observed in both the upregulated and downregulated directions. Thirty-two percent of upregulated DEGs and 37% of downregulated genes in the overall fibroblast cluster of mice were differentially expressed in the same direction in early human AVFs compared with pre-access veins. Similarly, 21% of upregulated genes and 17% of downregulated DEGs in late fibroblasts of mice were shared in common with late human fistulas. Altogether, these findings demonstrate that, in mice and humans, the differentiation of fibroblasts into myofibroblasts is a dominant process during postoperative AVF remodeling.

### 3.5. Cell-to-Cell Communication Analyses Single out Macrophages and Fibroblasts as the Drivers of Postoperative Remodeling

We performed global cell-to-cell communication analyses to infer the strength and direction of signaling interactions contributing to the postoperative remodeling of the mouse AVF. The total number and strength of ligand–receptor interactions increased progressively after anastomosis to reach the highest levels in late AVFs (Figure 7A and Figure S8A). Postoperatively, fibroblasts and mono/macros were the top senders of signals (ligand secretion), while mono/macros and neutrophils were the top receivers (receptor binding) (Figure 7A). The top ligands secreted by fibroblasts of early AVFs compared with those from contralateral veins were periostin, pleiotrophin (PTN), angiopoietin-like proteins (ANGPTLs), midkine (MK), macrophage migration inhibitory factor (MIF), and chemokines (Figure 7B). These outgoing signals remained enriched in fibroblasts from late fistulas and were the top incoming interactions for macrophages of both postoperative time points (Figure S8B and S9A). 

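In fibroblasts of contralateral veins, early AVFs, and late AVFs, *Ptn* was 5.66 (4.45 to 7.11), 661 (648 to 675), and 65.2 (63.0 to 67.5) CPM, *Mdk* 51.6 (47.8 to 55.6), 182 (175 to 189), and 104 (101 to 106) CPM, and *Mif* 107 (101 to 113), 304 (295 to 314), and 107 (104 to 110.05) CPM. Of the *Angptl* genes, *Angptl1* was 76.2, 145, and 269.7 CPM, *Angptl2* 104, 92.6, and 87.04 CPM, and *Angptl4* 76.3, 205, and 162 CPM. *Mif* was also present in the other classes, at 314 CPM in early mono/macros and 311 CPM in early T cells. Interaction strengths between cells were not analysed here.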

Concurrently, osteopontin (SPP1) originating from mono/macros was the top incoming signal in both early and late AVFs (Figure 7B–D). 

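Of all classes in early AVFs, mono/macros had the most *Spp1*. SMCs had 1054, neutrophils 831, and fibroblasts 446 CPM. In late AVFs these 3 classes had 157, 283, and 43.9 CPM.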

Other significant incoming interactions compared with contralateral veins included TGF-β and IL-1 (Figure 7B–D and Figure S9B). The former was mostly derived from Mono/Macro-2 cells and myofibroblasts (FB-2), while Mono/Macro-2 and neutrophils were the main sources of IL-1 (Figure 7D). 

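*Tgfb1* in early AVFs was 221 (213 to 229.6) CPM in Mono/Macro-2 cells, 194 (172 to 218) in Mono/Macro-1 cells, 35.2 (31.6 to 39.0) in FB-2 cells, 163 in T cells, 148 in ECs, and 741 in platelets. In late AVFs it was 226 (216 to 237), 145 (136 to 154), 25.0 (23.0 to 27.2), 264, 128, and 502 CPM. Early over contralateral log2 ratios were −0.02 (−0.13 to 0.09) in mono/macros and 1.23 (1.00 to 1.46) in fibroblasts. *Il1b* was highest in neutrophils, at 10121 (9697 to 10558), 8991 (8889 to 9095), and 5216 (5077 to 5358) CPM in contralateral veins, early AVFs, and late AVFs; dendritic cells had 5302 CPM in early and 4458 CPM in late AVFs, and fibroblasts 71.5 and 31.8 CPM.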

Altogether, these analyses uncovered a unique macrophage–fibroblast crosstalk in early and late AVFs that not only provides for the survival and differentiation of macrophages but also perpetuates the activation of fibroblasts.

## 4. Discussion

The murine carotid–jugular AVF model has become increasingly prevalent in mechanistic studies aimed at dissecting the processes by which the vein successfully adapts to supraphysiological conditions after AVF creation. Leveraging novel omics technologies, this study provides a comprehensive transcriptional characterization of venous remodeling in this model in nephrectomized mice, critically evaluating the extent to which it recapitulates clinically relevant molecular pathways of AVF maturation. We have validated the value of the carotid–jugular AVF model to study (1) the early surge of inflammation mediated by monocytes/macrophages and neutrophils, (2) the chronic inflammatory activation of fibroblasts and their differentiation into ECM-producing myofibroblasts, and (3) the establishment of a multifaceted macrophage–fibroblast interaction network that both initiates and regulates ECM deposition.

According to our transcriptomic study, the mouse carotid–jugular AVF represents an excellent model to dissect the mechanisms by which early inflammation after anastomosis drives venous remodeling. 

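Neutrophils and mono/macros together were 12.7% (11.9 to 13.6%) of the cells kept from contralateral veins, 59.1% (57.7 to 60.5%) of those from early AVFs, and 32.7% (31.5 to 33.9%) of those from late AVFs.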

As we recently described in humans [10], neutrophils and mono/macros predominate during the early postoperative phase in the murine AVF, together accounting for nearly 70% of all captured cells in the vessel wall. The abundance of these cells reflects the de novo infiltration of myeloid cells into the injured vasculature to orchestrate the debridement and reconstruction of the vein after hemodynamic and surgical trauma. Accordingly, depletion of macrophages using clodronate-containing liposomes impaired the adaptive thickening of the vascular wall [41], a process that is essential for vascular resilience.

While most prior studies exploring macrophage involvement in venous remodeling have relied on the reductionist M1/M2 polarization model, which is now considered oversimplified, our data support the existence of distinct inflammatory and reparative macrophage populations in the murine AVF. The reparative subset, designated Mono/Macro-1, expressed stress-adaptive and immunoregulatory genes, including complement components and interferon-stimulated transcripts. These cells were the most abundant in the contralateral veins, suggesting a role in maintaining vascular homeostasis. On the other hand, the pro-inflammatory macrophage subset Mono/Macro-2 that remained elevated in the murine AVF until the end of the experimental time exhibited a highly inflammatory and pro-fibrotic transcriptional profile characterized by elevated expression of *Il1b*, *Fn1*, *Spp1*, *Thbs1*, *Thbs4*, and *Ptgs2*. Notably, the upregulation of mechanosensitive thrombospondin genes in *Spp1*^+^ Mono/Macro-2 suggests a mechanistic trigger that integrates ECM-derived mechanical cues with inflammatory signaling, enhancing immune cell recruitment, promoting IL-1β activation, and facilitating TGF-β1 release [42,43]. Higher proportion of pro-inflammatory mono/macros was associated with AVF failure in human AVFs [10], underscoring their potential contribution to venous stenosis.

Our study also demonstrates the utility of the carotid–jugular AVF model to investigate the role of fibroblasts in venous remodeling. We observed striking phenotypic transitions of venous fibroblasts after anastomosis. The homeostatic FB-1 fibroblasts, which were abundant in the pre-operative mouse vein, likely transitioned into *Postn*^+^ myofibroblasts (also known as FB-2) in response to biomechanical stress and inflammatory cues. This postoperative fibroblast population expands markedly and adopts a fibrotic and inflammatory phenotype characterized by the upregulation of collagens, matricellular proteins, and chemokines during postoperative venous remodeling. Like postoperative macrophages, *Postn*^+^ myofibroblasts constitute an important source of TGF-β within the fistula wall. Notably, one of the defining markers of *Postn*^+^ myofibroblasts is *Col8a1*, whose upregulation has been associated with maturation failure of human AVFs [12]. Importantly, our analysis does not exclude a potential contribution of SMCs to this population, although a definitive validation will require single-cell lineage tracing coupled with histological analyses.

Several macrophage–fibroblast interactions upregulated in the present study were enriched in association with human AVF failure [10]. These include osteopontin (SPP1), periostin (POSTN), TGF-β, angiopoietin-like factors (ANGPTL), and IL-1. These common pathways across species suggest that they correspond to a physiological remodeling process that simply goes overboard in failed human fistulas. In addition to their association with AVF failure [10], Spp1^+^ macrophages are a source of pro-fibrotic factors in the heart [44]. Various ANGPTLs also play a fibrogenic role in the heart and kidneys by enhancing TGF-β signaling and/or binding to integrins [45,46,47]. The specific role of these pathways in AVF remodeling and fibrosis should be further validated using genetic and pharmacologic approaches, while taking into consideration the molecular characteristics of clinical samples that are not replicated in mice. While the core inflammatory–profibrotic axes are upregulated in both species after anastomosis, there are still significant differences at the transcriptional level across species that may signify positive or negative regulatory loops. The breadth of molecular signals in humans reflects the demographic and clinical variability of the population, the different maturation outcomes after AVF surgeries, and the effects of decades of chronic kidney disease. As more omics data of human samples become available, we may be able to discern the molecular signatures of AVF failure in specific patient populations, which would improve the precision of mechanistic models and the translational value of the results.

The murine AVF model exhibits important hemodynamic and vascular differences compared with human accesses, including thinner vascular walls, the absence of venous valves, the central anatomical placement of the fistula, and a higher incidence of thrombosis, often unrelated to stenosis, stemming from traumatic vascular injury and/or species-specific coagulation characteristics. Moreover, AVF maturation failure is a clinical concept defined by access usability for hemodialysis and cannot be extrapolated to this experimental setting. Instead, the mouse model remains valuable for studying postoperative venous remodeling using surrogate parameters such as wall thickness, luminal area, and blood flow. Keeping this in mind, the availability of knock-out, knock-in, and humanized mouse strains enables the rigorous molecular dissection of pathways involved in vascular remodeling which, when integrated with human datasets, can effectively guide the design of mechanistic and pre-clinical studies in large animal models.

While our study provides valuable insights about the cellular and molecular mechanisms driving AVF remodeling in mice, several limitations must be acknowledged. First, as mentioned above, the mouse model lacks a standardized definition of stenosis, limiting its ability to accurately simulate human maturation failure. Second, there are profound differences between human and murine AVFs in the cellular heterogeneity of fibroblasts, mural cells, ECs, and mono/macro populations, reflecting the greater histological complexity of human veins. Third, the number of human veins and AVFs from which transcriptional data is available for cross-species comparisons is relatively small and not representative of the entire patient population. Fourth, the macrophage–fibroblast pathways implicated in postoperative inflammation and fibrosis by our analyses require functional validation. Despite these limitations, our study demonstrates that, as in humans, remodeling of the carotid–jugular AVF in mice is orchestrated by early immune infiltration, fibroblast activation, and loss or reprogramming of ECs. Comparisons with human data indicate that the murine model recapitulates the core inflammatory–fibrotic axis but lacks the overall complexity of human remodeling. Therefore, integrating insights from both biological systems will be instrumental for designing mechanistic studies of ECM remodeling and inflammatory signaling within a clinically relevant framework, minimizing the risk of misleading interpretations.

## 5. Conclusions

The mouse carotid–jugular AVF is a widely adopted surgical model that is used to study venous remodeling after AVF creation. While most animal studies in the past have focused on the development of venous intimal hyperplasia, published human evidence points to postoperative fibrosis as the main mechanism underlying AVF stenosis. Using temporal scRNA-seq analysis, we demonstrate that the mouse carotid–jugular AVF model recapitulates the core inflammatory–fibrotic axis of fibroblast activation observed in humans, lending support to its use for mechanistic studies of postoperative ECM deposition.

## Figures and Tables

**Figure 1:**
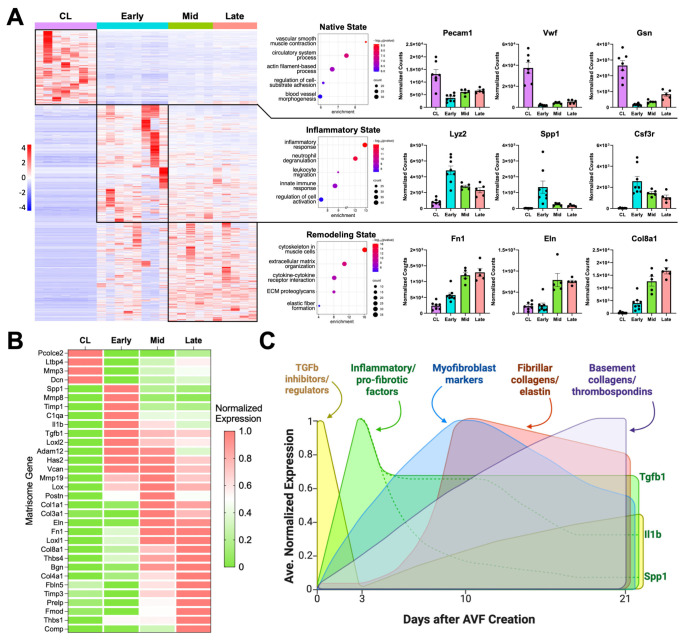
Transcriptional regulation of postoperative venous remodeling in the mouse carotid–jugular arteriovenous fistula (AVF) per bulk RNA sequencing analyses: (**A**) Heatmap of 4541 differentially expressed genes among contralateral jugular veins (CL, *n* = 7), and outflow veins from early (~3 days postop, *n* = 8), mid (~10 days, *n* = 5), and late AVFs (~21 days, *n* = 5). Pathway enrichment analyses and representative upregulated genes of the three transcriptional states identified in the heatmap. (**B**) Heatmap of selected differentially expressed matrisome genes illustrating the transcriptional stages of extracellular matrix (ECM) remodeling in the AVF. The average gene expression per experimental group was normalized so that the lowest level across the groups was set at 0 and the highest level at 1. (**C**) Temporal diagram of the main stages of ECM remodeling in the AVF based on the differential expression of matrisome genes.

**Figure 2:**
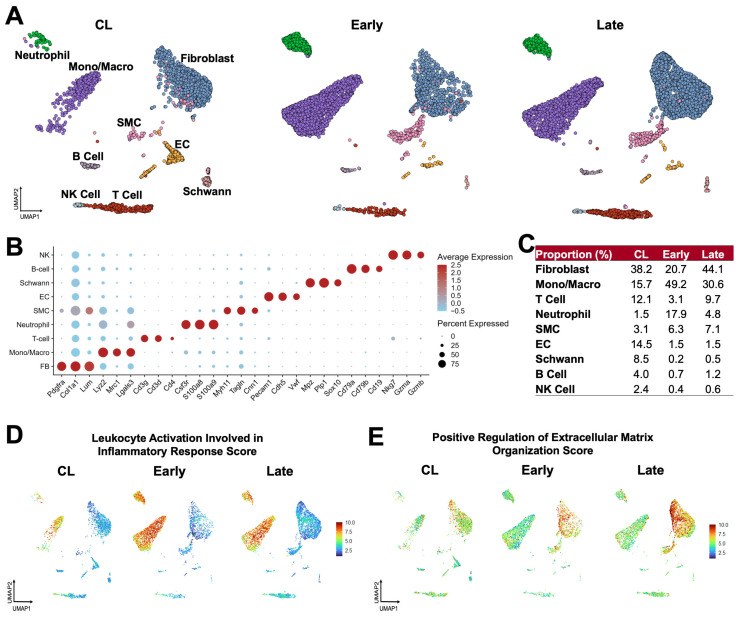
Postoperative venous remodeling in the mouse carotid–jugular arteriovenous fistula (AVF) per single-cell RNA sequencing: (**A**) Uniform manifold approximation and projection (UMAP) plot of 10,500 cells isolated from contralateral veins (CL, *n* = 10) and the outflow veins from early (~5 days postop, *n* = 10) and late AVFs (~26 days postop, *n* = 10). (**B**) Markers used for cell cluster identification. The color of the dots indicates the average gene expression per cluster with red signifying high expression, while the size of the dots represents the percentage of cells in the cluster expressing the gene. (**C**) Relative proportions of cell clusters per experimental group. (**D**,**E**) Functional profiling of single cell clusters in the experimental groups according to gene signature scores. Scores combine the expression levels of multiple genes with an experimentally curated function.

**Figure 3:**
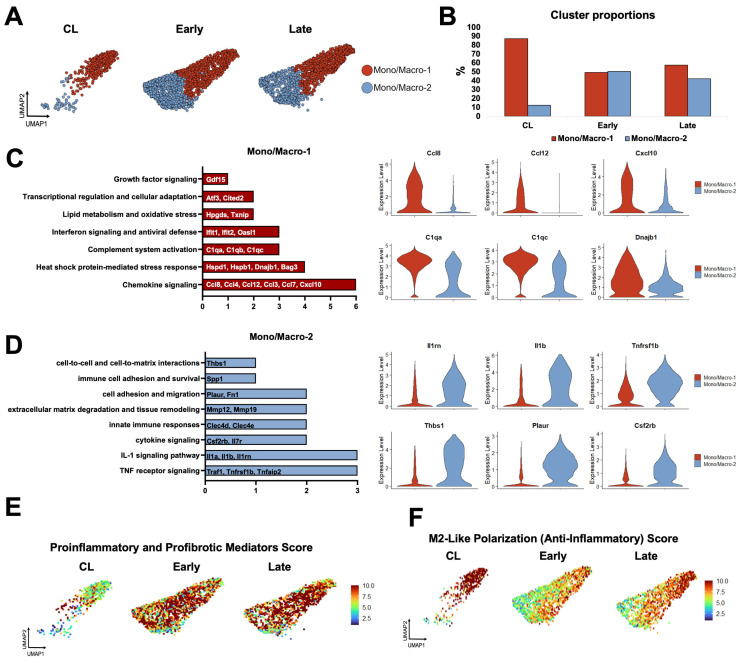
Monocyte/macrophage phenotypes during remodeling of the mouse arteriovenous fistula (AVF): (**A**,**B**) Focused UMAPs and relative proportions of monocyte/macrophage phenotypes in contralateral veins (CL) and the outflow veins from early and late AVFs. (**C**,**D**) Pathway enrichment analyses and representative differentially expressed genes between the two mono/macro subpopulations. (**E**,**F**) Functional profiling of mono/macros over time according to gene signature scores. Scores combine the expression levels of multiple genes with an experimentally curated function.

**Figure 4:**
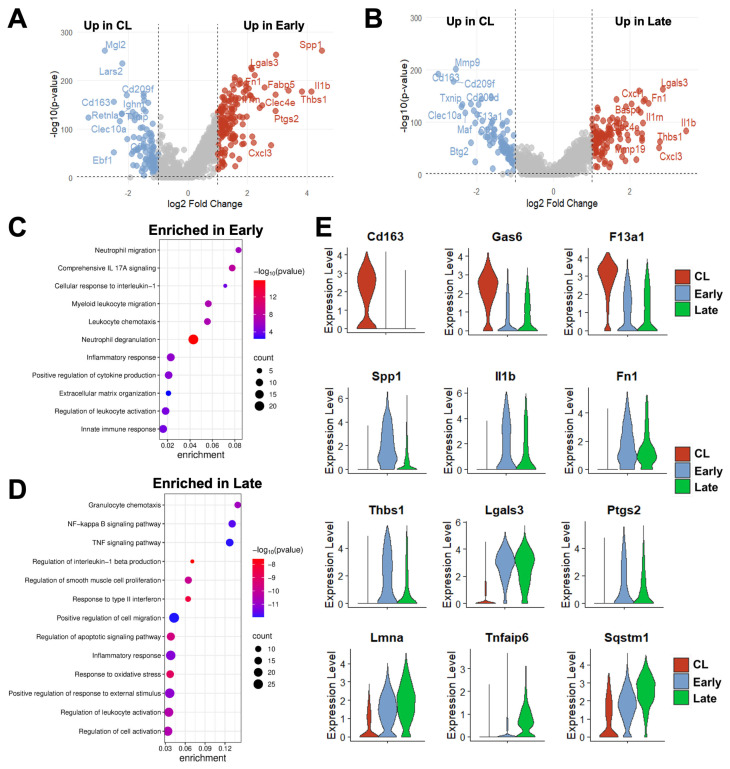
Time-dependent transcriptional changes in murine monocyte/macrophages after arteriovenous fistula (AVF) creation: (**A**,**B**) Volcano plots of differentially expressed genes between mono/macros from early or late AVFs and those from contralateral veins (CL). (**C**,**D**) Pathway enrichment analyses of mono/macros from early and late AVFs. (**E**) Time-dependent changes in the RNA expression of selected genes in mono/macros after AVF creation.

**Figure 5:**
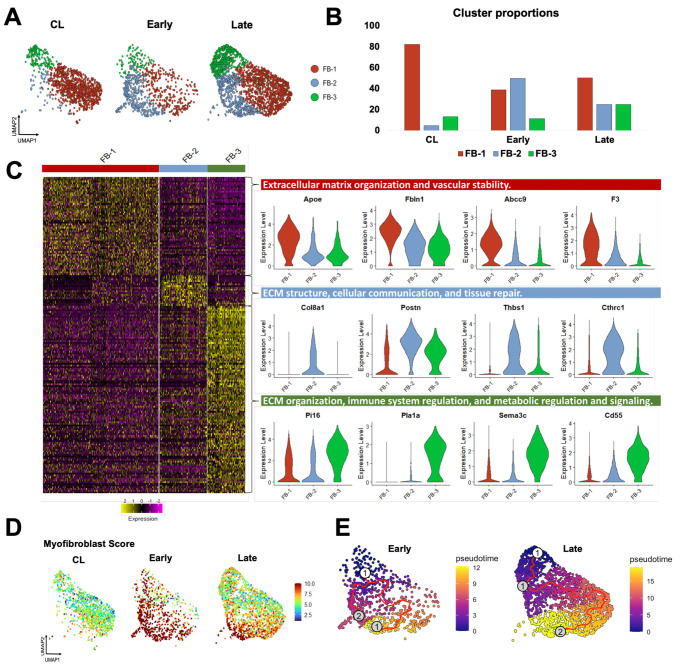
Fibroblast phenotypes during remodeling of the mouse arteriovenous fistula (AVF): (**A**,**B**) Focused UMAPs and relative proportions of fibroblast phenotypes in contralateral veins (CL) and the outflow veins from early and late AVFs. (**C**) Heatmap and representative examples of differentially expressed genes among the three fibroblast phenotypes. (**D**) Fibroblast activation and/or differentiation after AVF creation according to the myofibroblast gene signature score. (**E**) Pseudotime trajectory analyses of fibroblasts from early and late AVFs, ordering cells along the most likely path of myofibroblast differentiation. The white dot indicates the root of the trajectory, while the gray dots are the main leaves.

**Figure 6:**
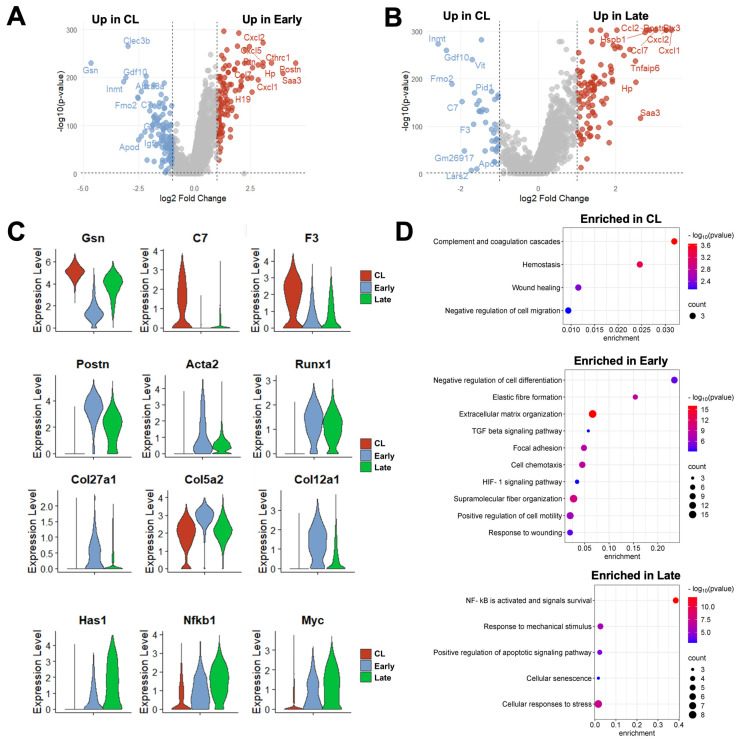
Time-dependent transcriptional changes in murine fibroblasts after arteriovenous fistula (AVF) creation: (**A**,**B**) Volcano plots of differentially expressed genes between fibroblasts from early or late AVFs and those from contralateral veins (CL). (**C**) Time-dependent changes in RNA expression of selected genes in fibroblasts after AVF creation. (**D**) Pathway enrichment analyses of fibroblasts from the three experimental groups.

**Figure 7:**
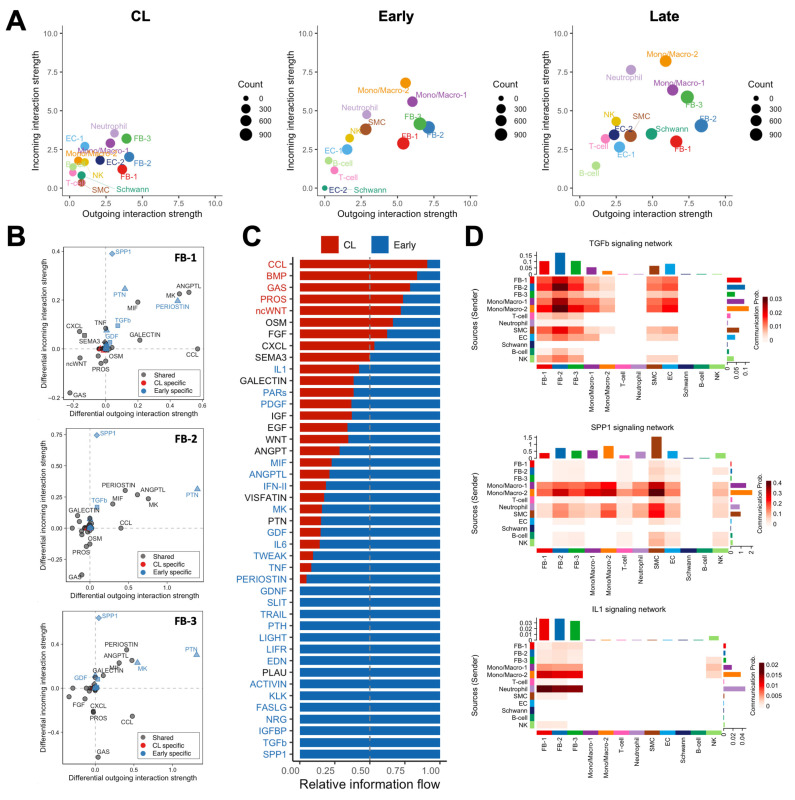
Macrophage–fibroblast crosstalk during remodeling of the mouse arteriovenous fistula (AVF): (**A**) Global cell-to-cell communication analyses in contralateral veins (CL) and outflow veins from early and late AVFs. The x- and y-axes indicate the strengths of outgoing (ligand secretion) and incoming interactions (receptor binding), respectively, while the sizes of the circles represent the number of predicted interactions. (**B**) Differential analysis of interactions in the three fibroblasts phenotypes from early AVFs compared with those from contralateral veins. Positive values in the x- and y-axes indicate outgoing and incoming interactions, respectively, that are significantly enhanced in early AVFs. Ligands in blue denote pathways that are specific in early AVFs; those in red are specific in contralateral veins; and ligands in gray indicate pathways that occur in both. Triangles indicate outgoing specific; squares, incoming specific; diamonds, incoming- and outgoing-specific; circles, occur in both. (**C**) Ranking of cell–cell interactions originating from all cell populations in early AVFs and received by fibroblasts. The red and blue fonts in the ligand names indicate interactions that are statistically significant in contralateral veins and early AVFs, respectively. (**D**) Heatmap of TGF-b, SPP1, and IL-1 mediated interactions in early AVFs. Senders of ligands are shown on the left, while the receivers are shown at the bottom of each heatmap.

## Data Availability

Sequencing data were deposited in the Gene Expression Omnibus.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells14241998/s1, Figure S1: Increase in blood flow after creation of the mouse arteriovenous fistula (AVF); Figure S2: Transcriptional characteristics of smooth muscle cells (SMCs) and endothelial cells (ECs) after creation of the mouse arteriovenous fistula (AVF); Figure S3: Proliferation scores in cell populations of the mouse arteriovenous fistula (AVF) by scRNA-seq; Figure S4: Differentially expressed genes (DEGs) in monocyte/macrophage phenotypes after creation of the mouse arteriovenous fistula (AVF); Figure S5: Common differentially expressed genes (DEGs) in monocyte/macrophages from mouse and human arteriovenous fistulas (AVF); Figure S6: Differentiation of venous fibroblasts after creation of the mouse arteriovenous fistula (AVF); Figure S7: Common differentially expressed genes (DEGs) in fibroblasts (FB) from mouse and human arteriovenous fistulas (AVF); Figure S8: Comparative cell-to-cell communication analyses in the mouse arteriovenous fistula (AVF) using CellChat; Figure S9: Cell-to-cell communication analyses in the mouse arteriovenous fistula (AVF); Data Sets S1–S13: Single cell markers and differential gene expression analyses.

# Supplementary material for: Sequential Inflammatory and Matrisome Programs Drive Remodeling of the Mouse Carotid–Jugular Arteriovenous Fistula
**Source:** Cells. 2025 Dec 16;14(24):1998. doi: 10.3390/cells14241998

Figure S1

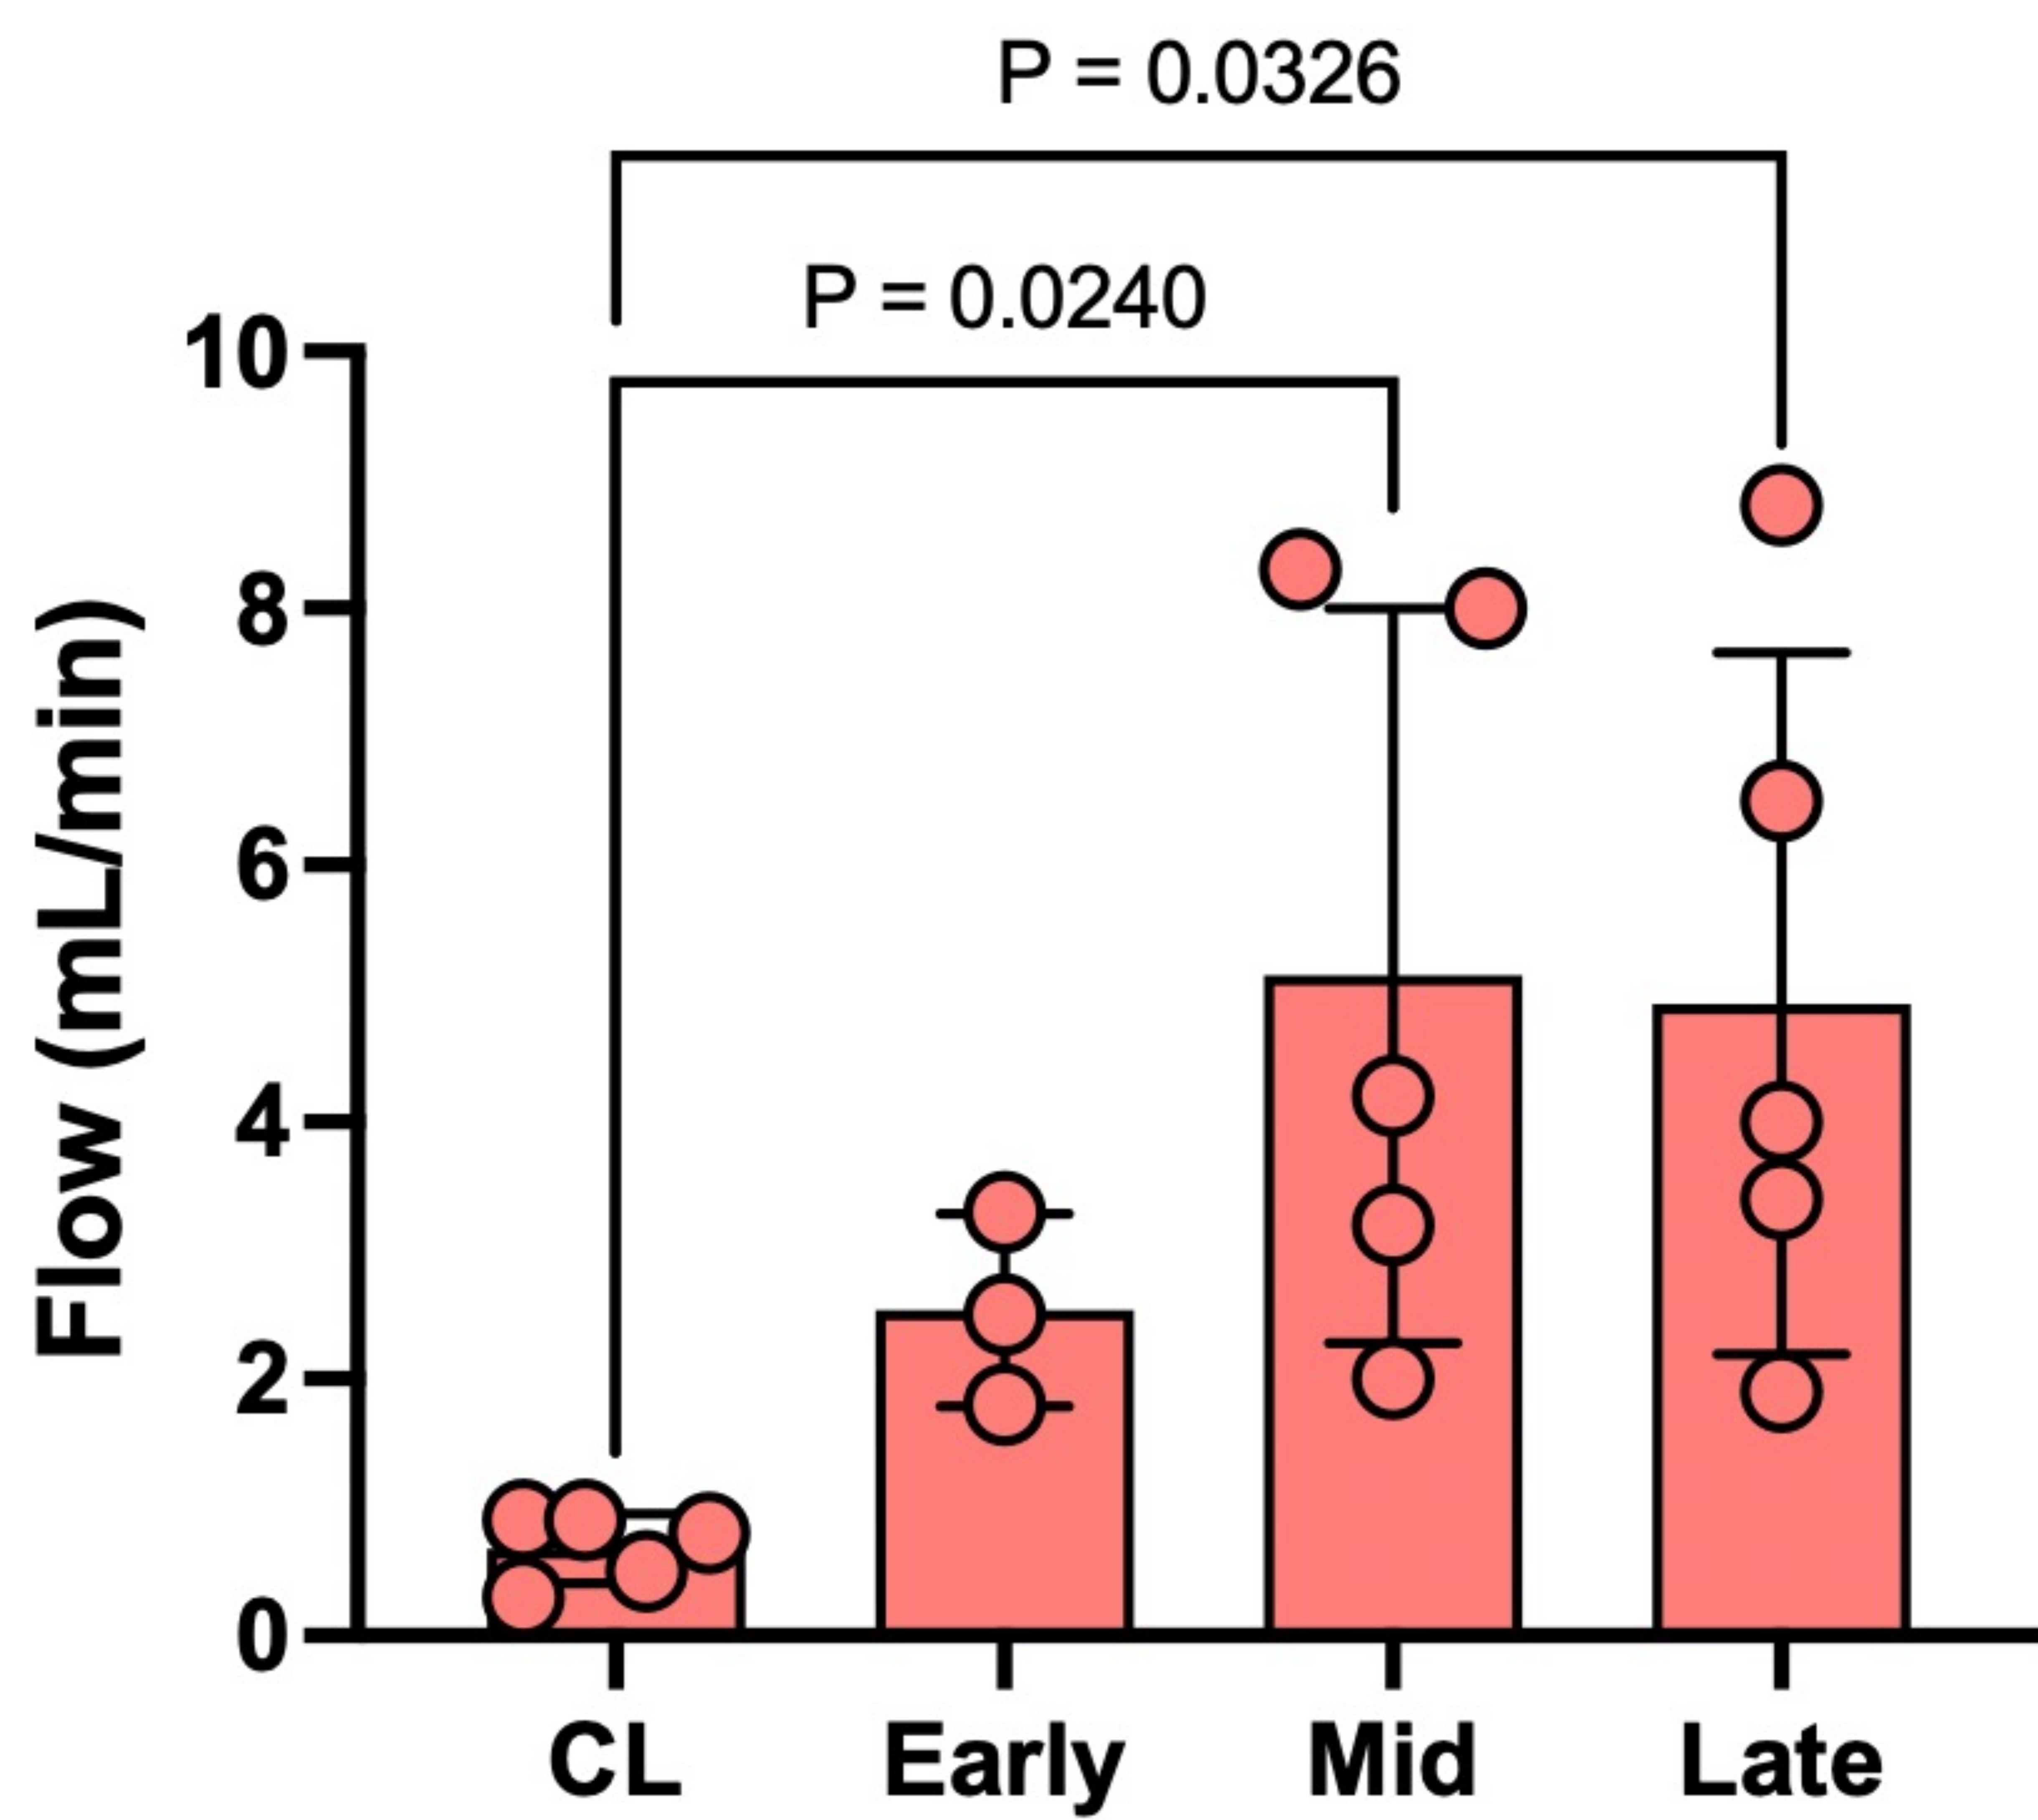

**Figure S1. Increase in blood flow after creation of the mouse arteriovenous fistula (AVF).** Blood flows of contralateral jugular veins (CL, n=5) and of early (n=3), mid (n=5), and late AVFs (n=5) measured with a Transonic probe before tissue harvest. Groups were compared by ANOVA followed by Tukey's multiple comparisons test. Significant P values are shown.

Figure S2

**A** Smooth Muscle Cells

**B** Endothelial Cells

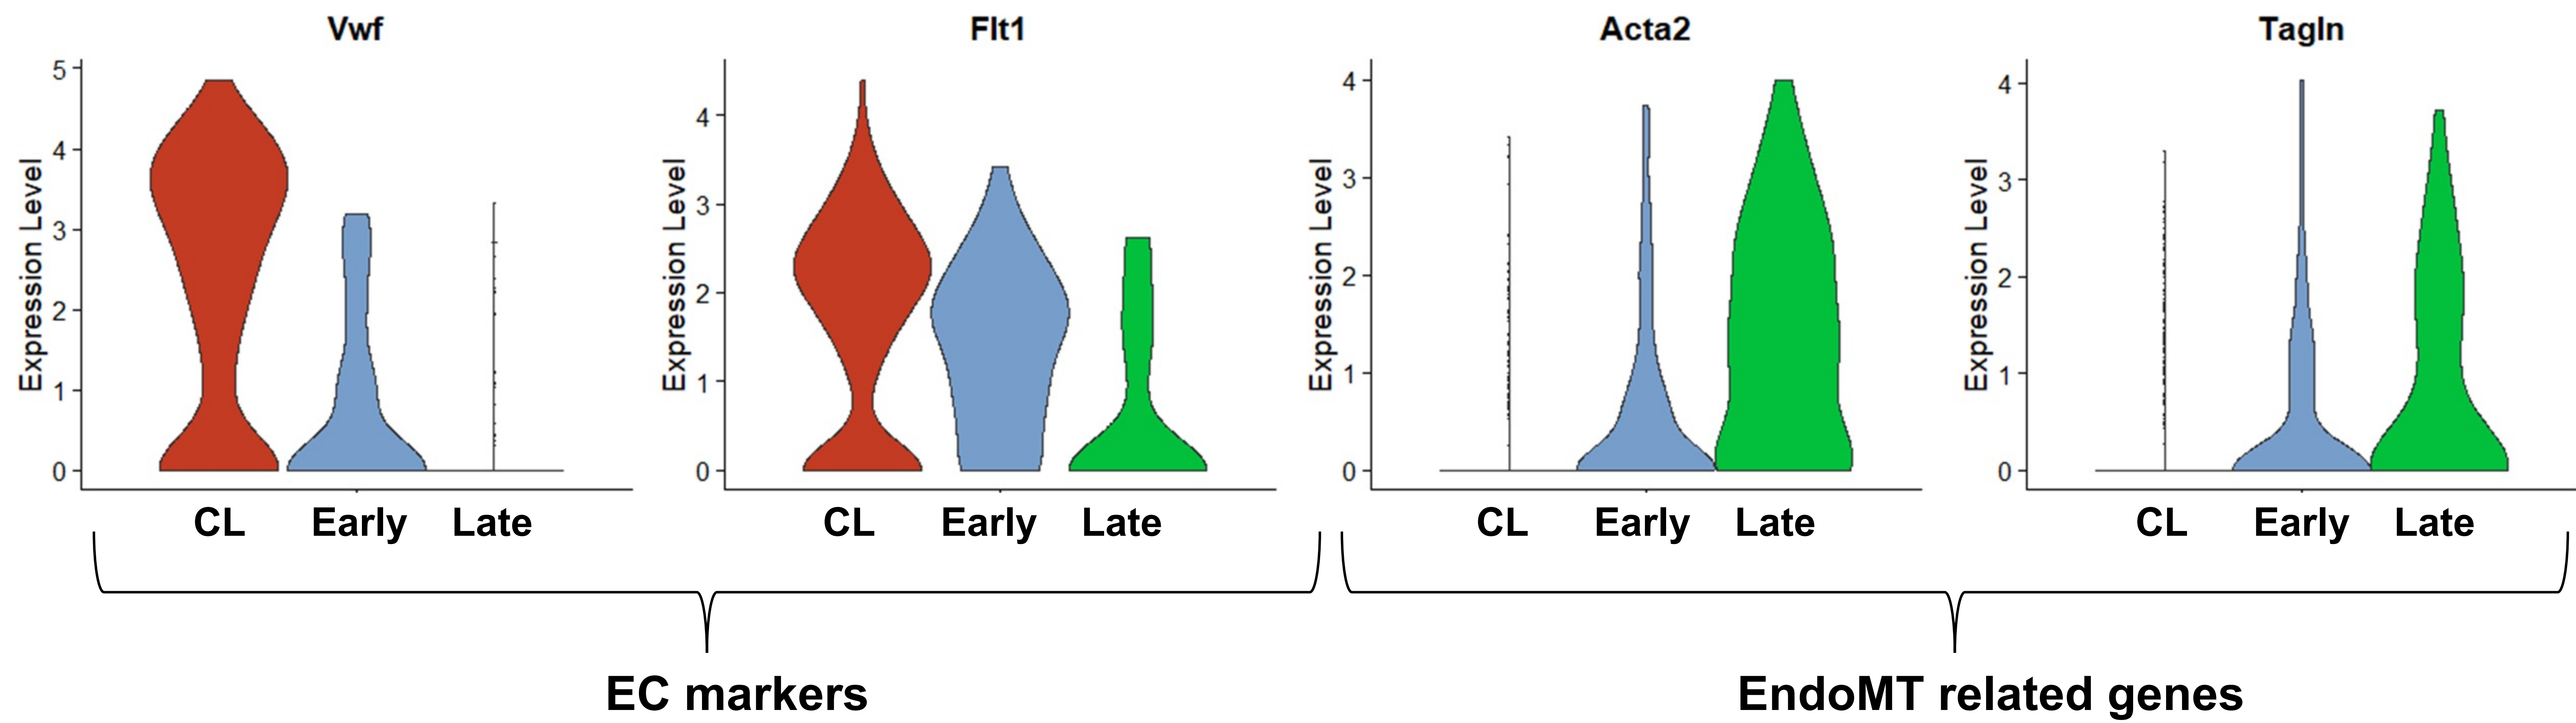

**Figure S2. Transcriptional characteristics of smooth muscle cells (SMC) and endothelial cells (EC) after creation of the mouse arteriovenous fistula (AVF). A) Differentially expressed genes among SMCs from contralateral veins (CL) and the outflow veins from early and late AVFs. B) Endothelial-to-mesenchymal transformation of venous ECs after creation of the mouse AVF.**

**Figure S3**

**Figure S3. Proliferation scores in cell populations of the mouse arteriovenous fistula (AVF) by scRNA-seq.** UMAPs of 10,500 cells from contralateral veins (CL) and the outflow veins from early and late AVFs, indicating the DNA synthesis (S\_Score) and cell division (G2M\_Score) gene signature scores by experimental group. Scores combine the expression levels of multiple genes with an experimentally curated function.

Figure S4

A

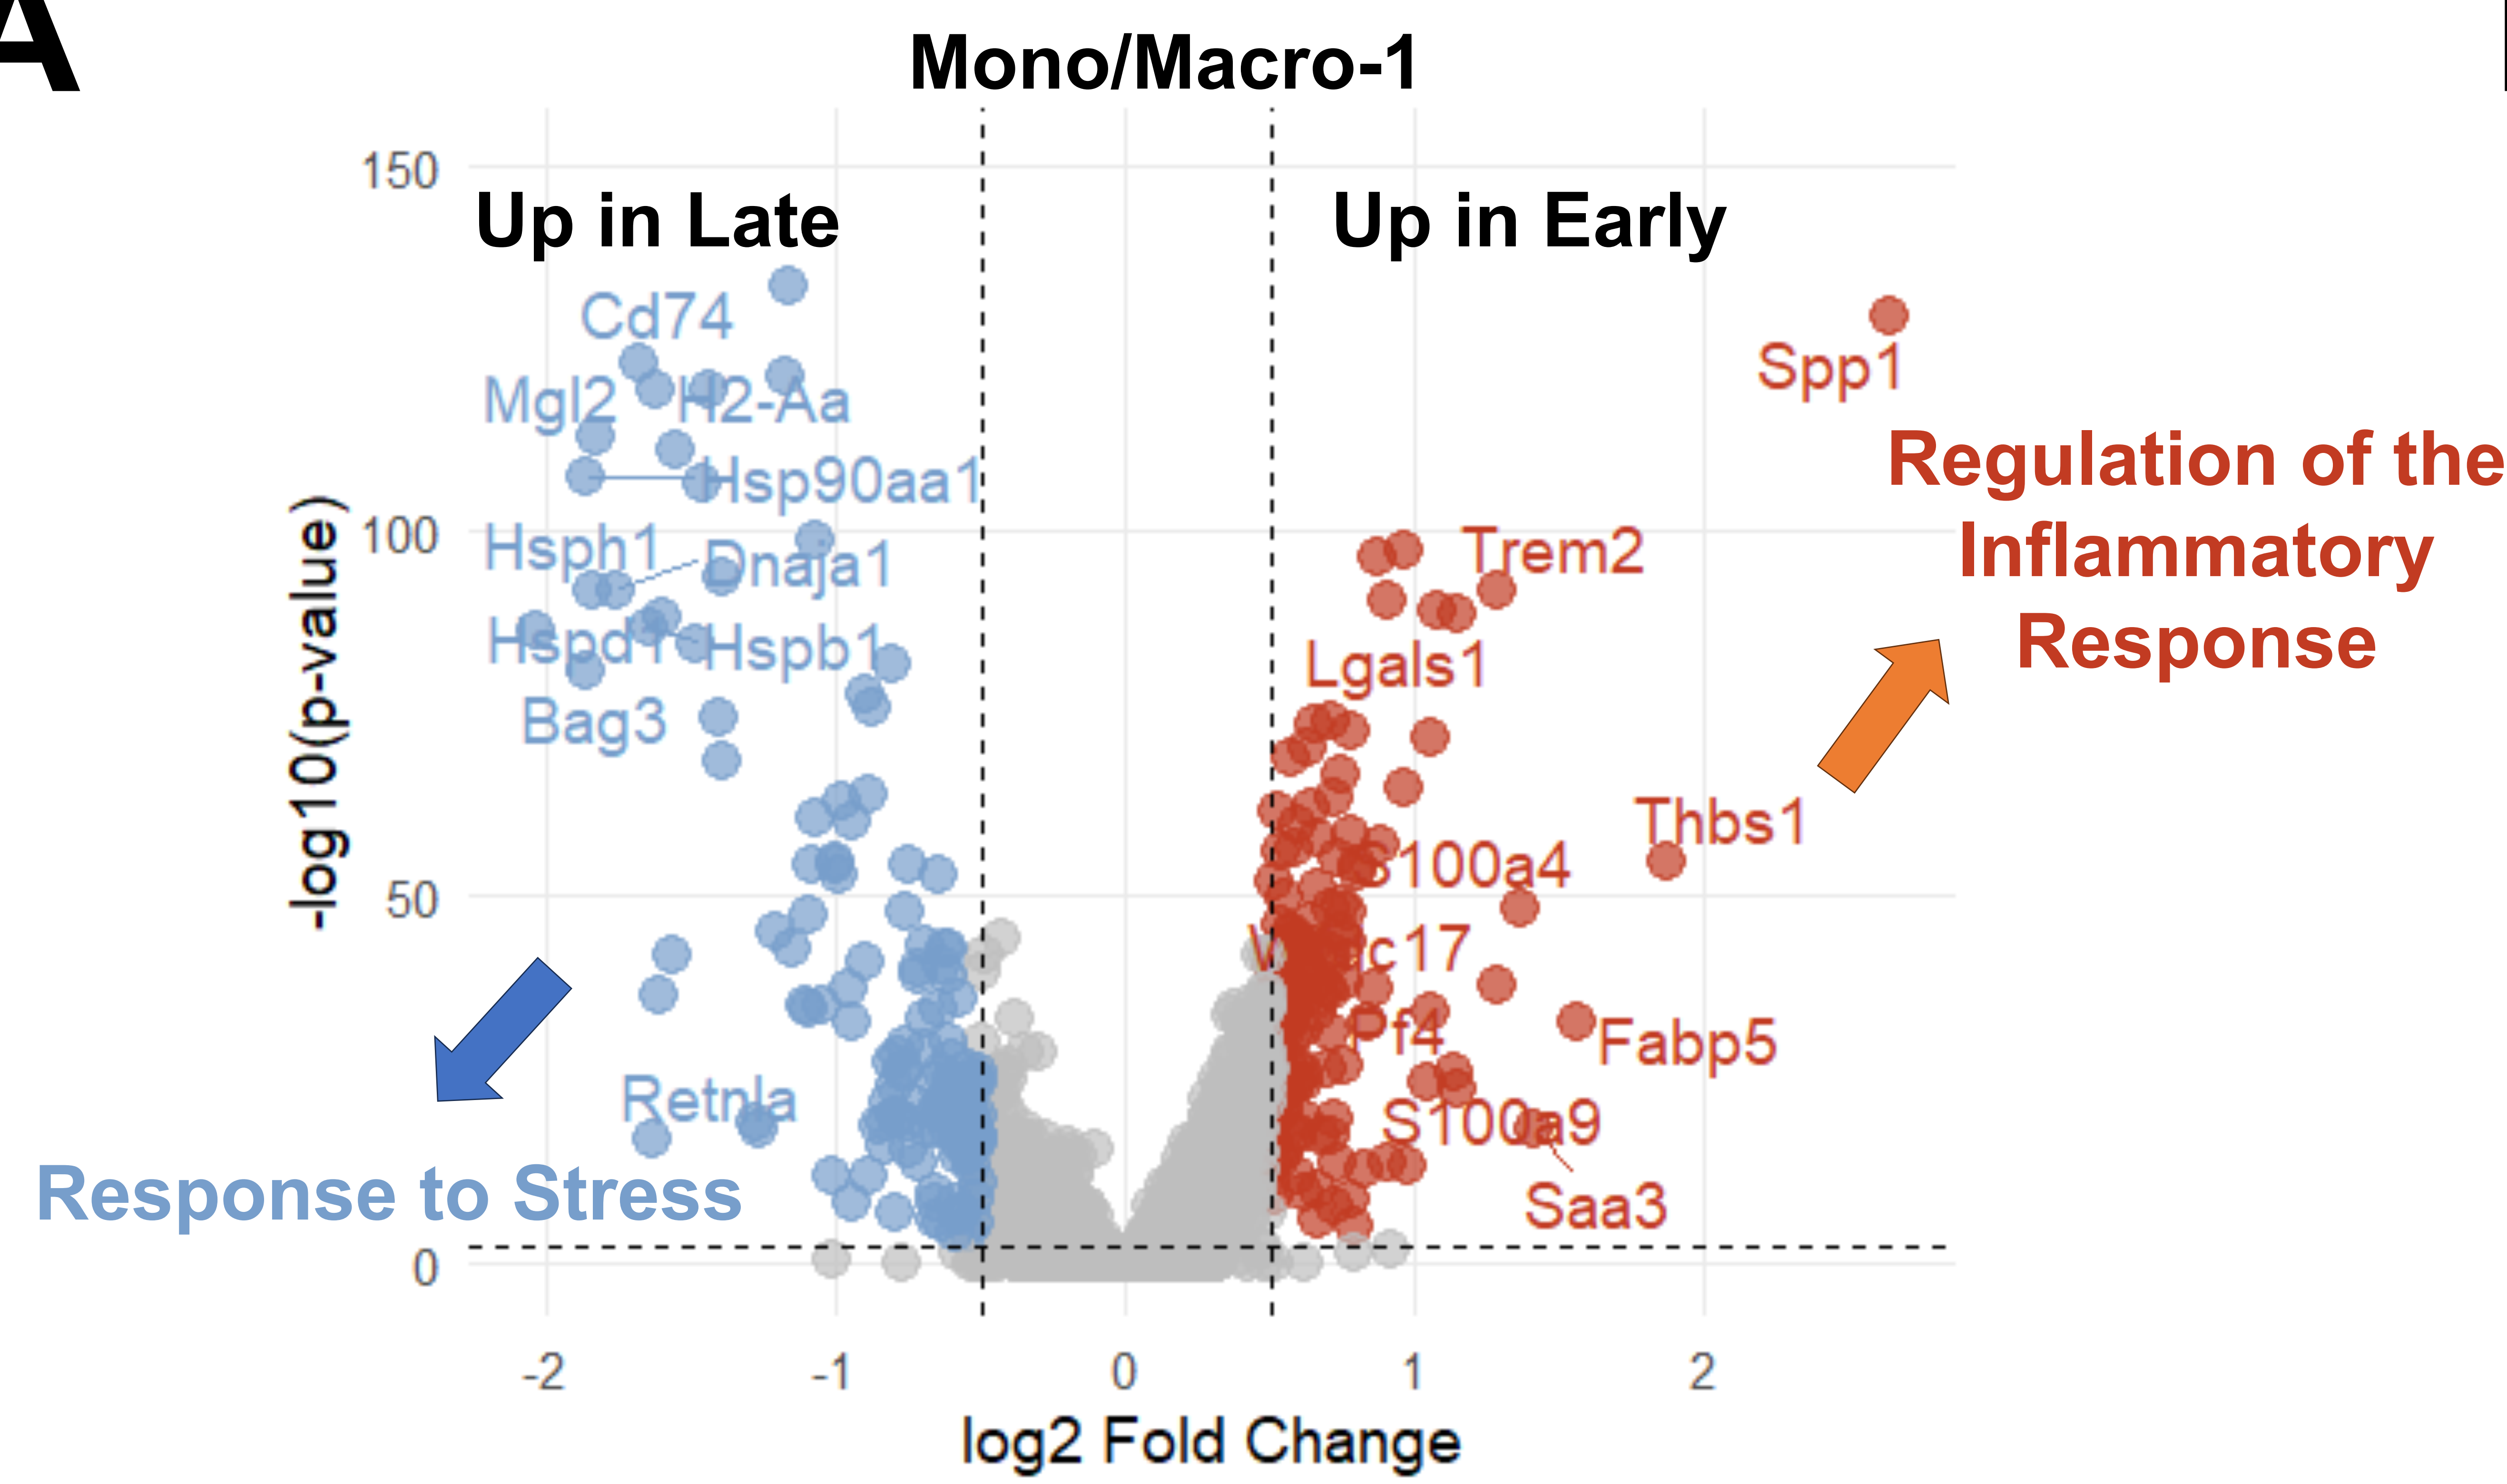

B

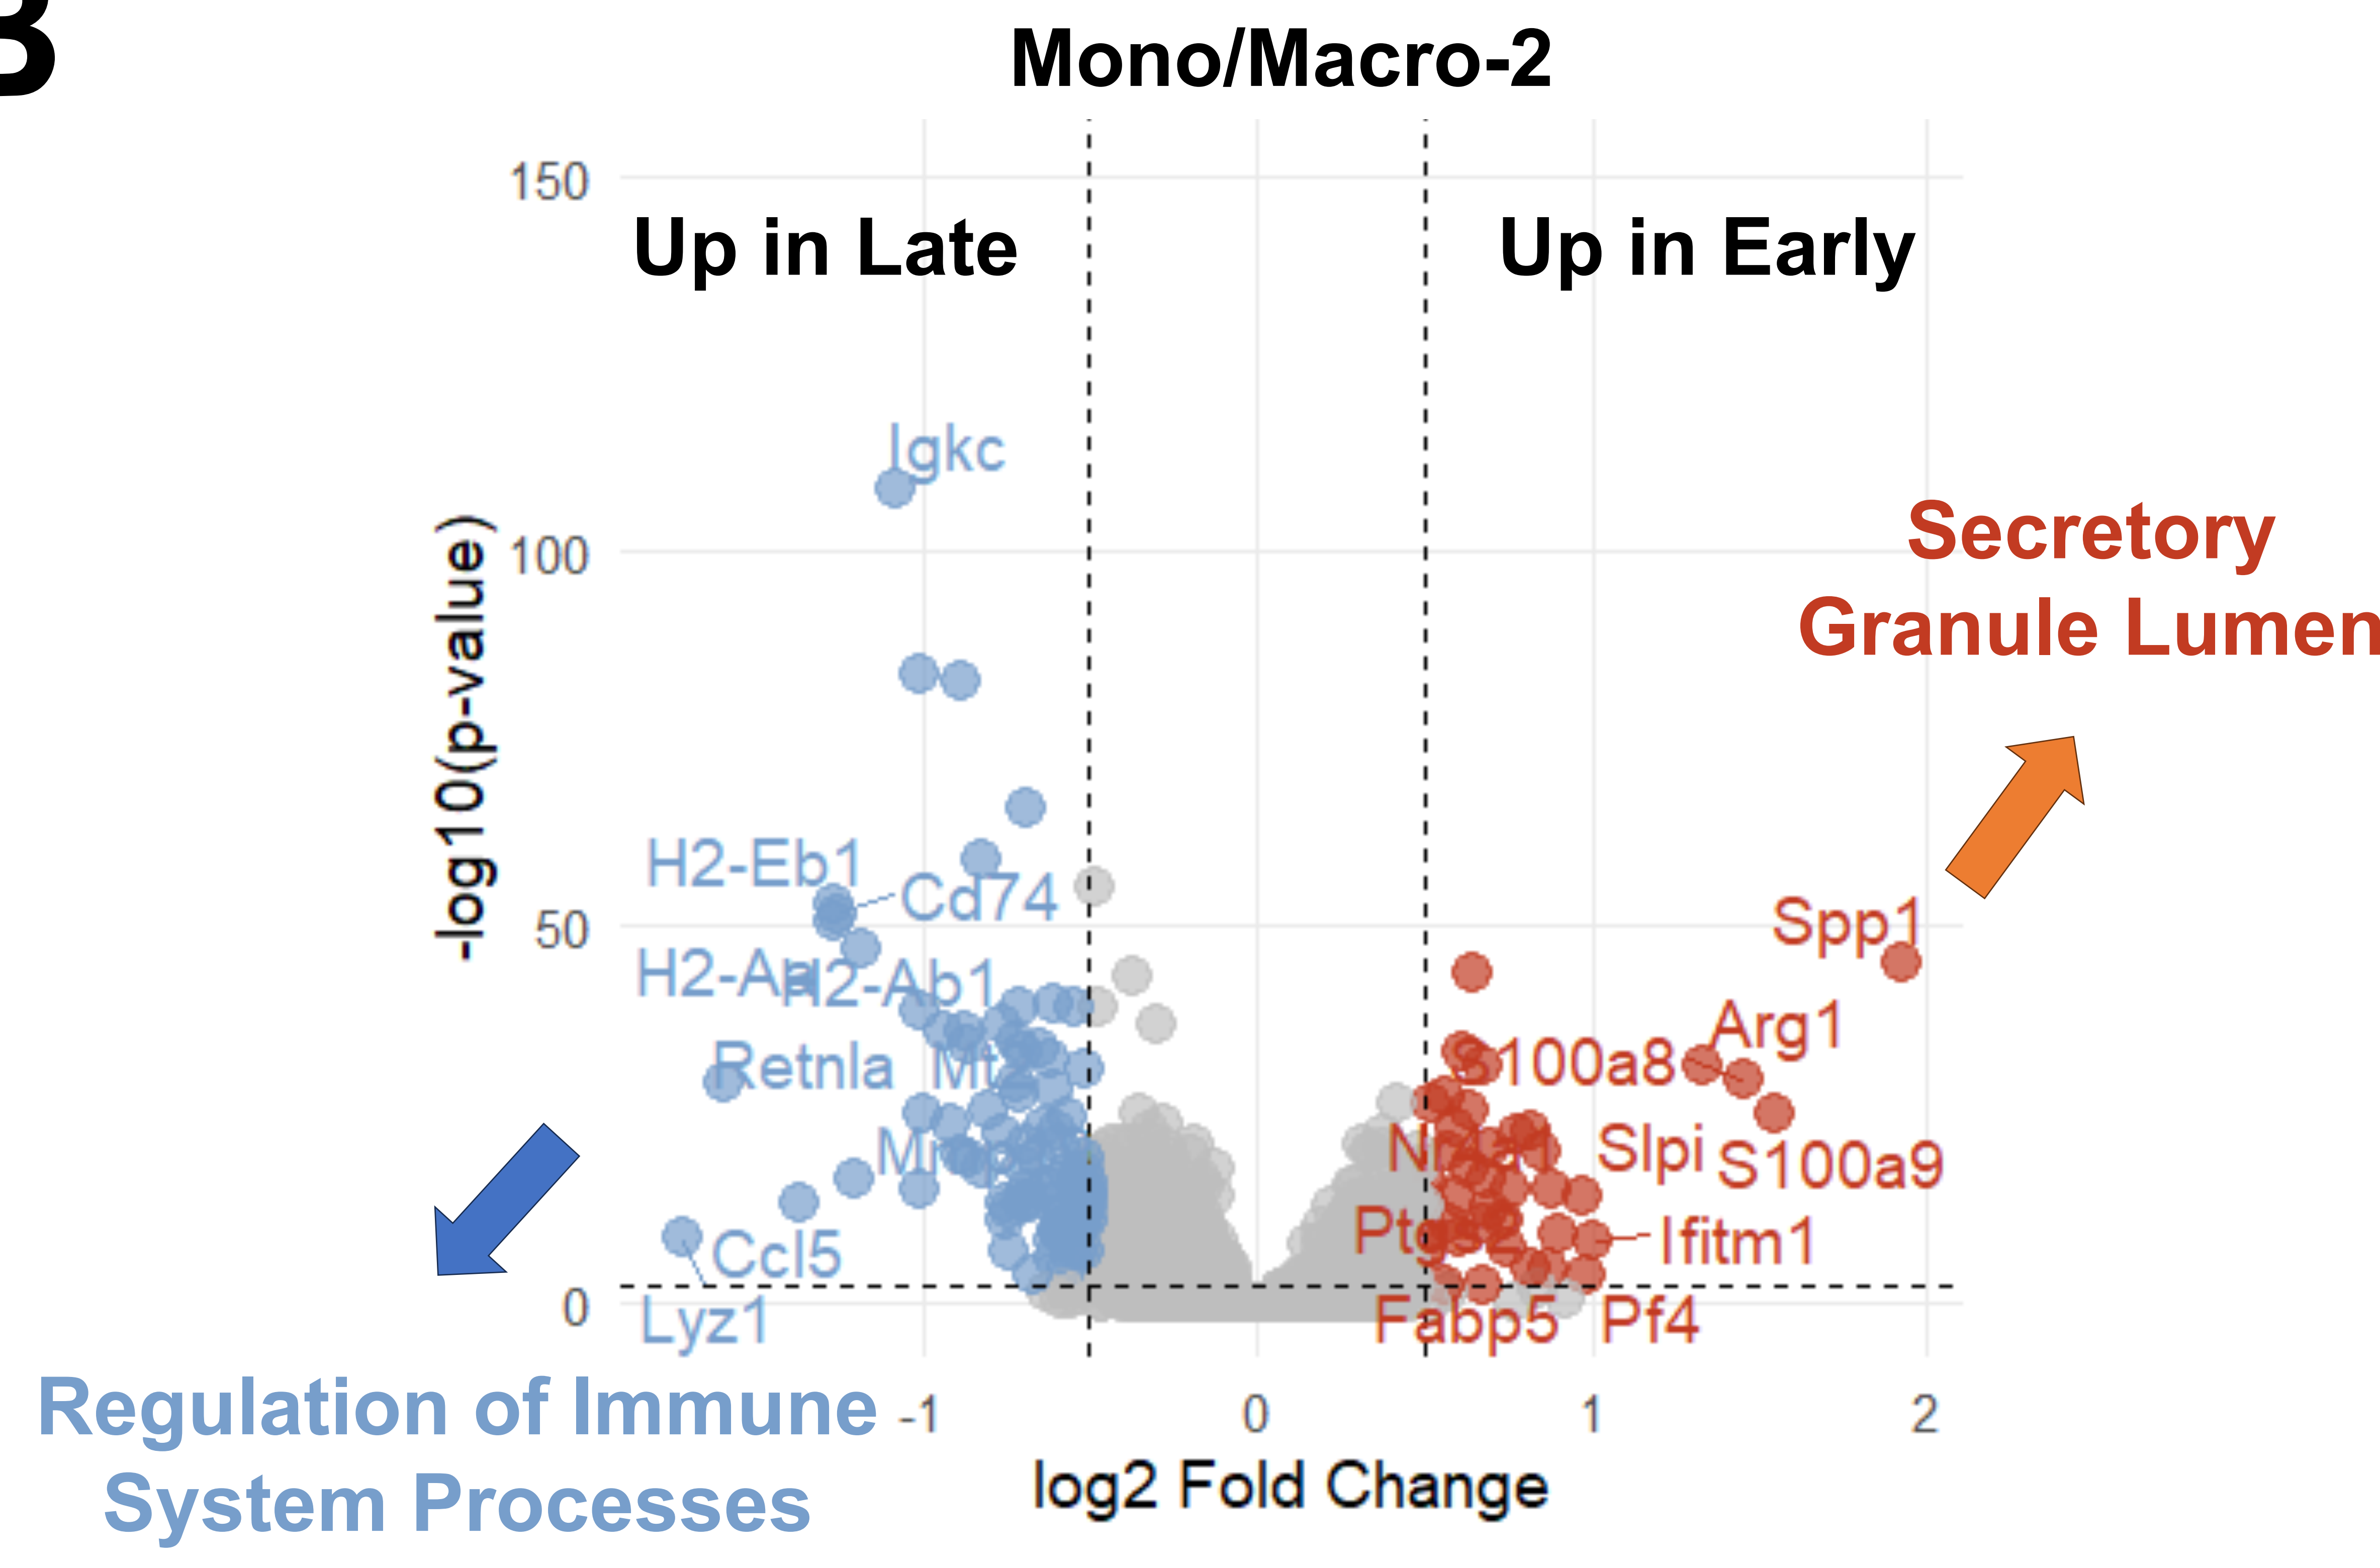

C

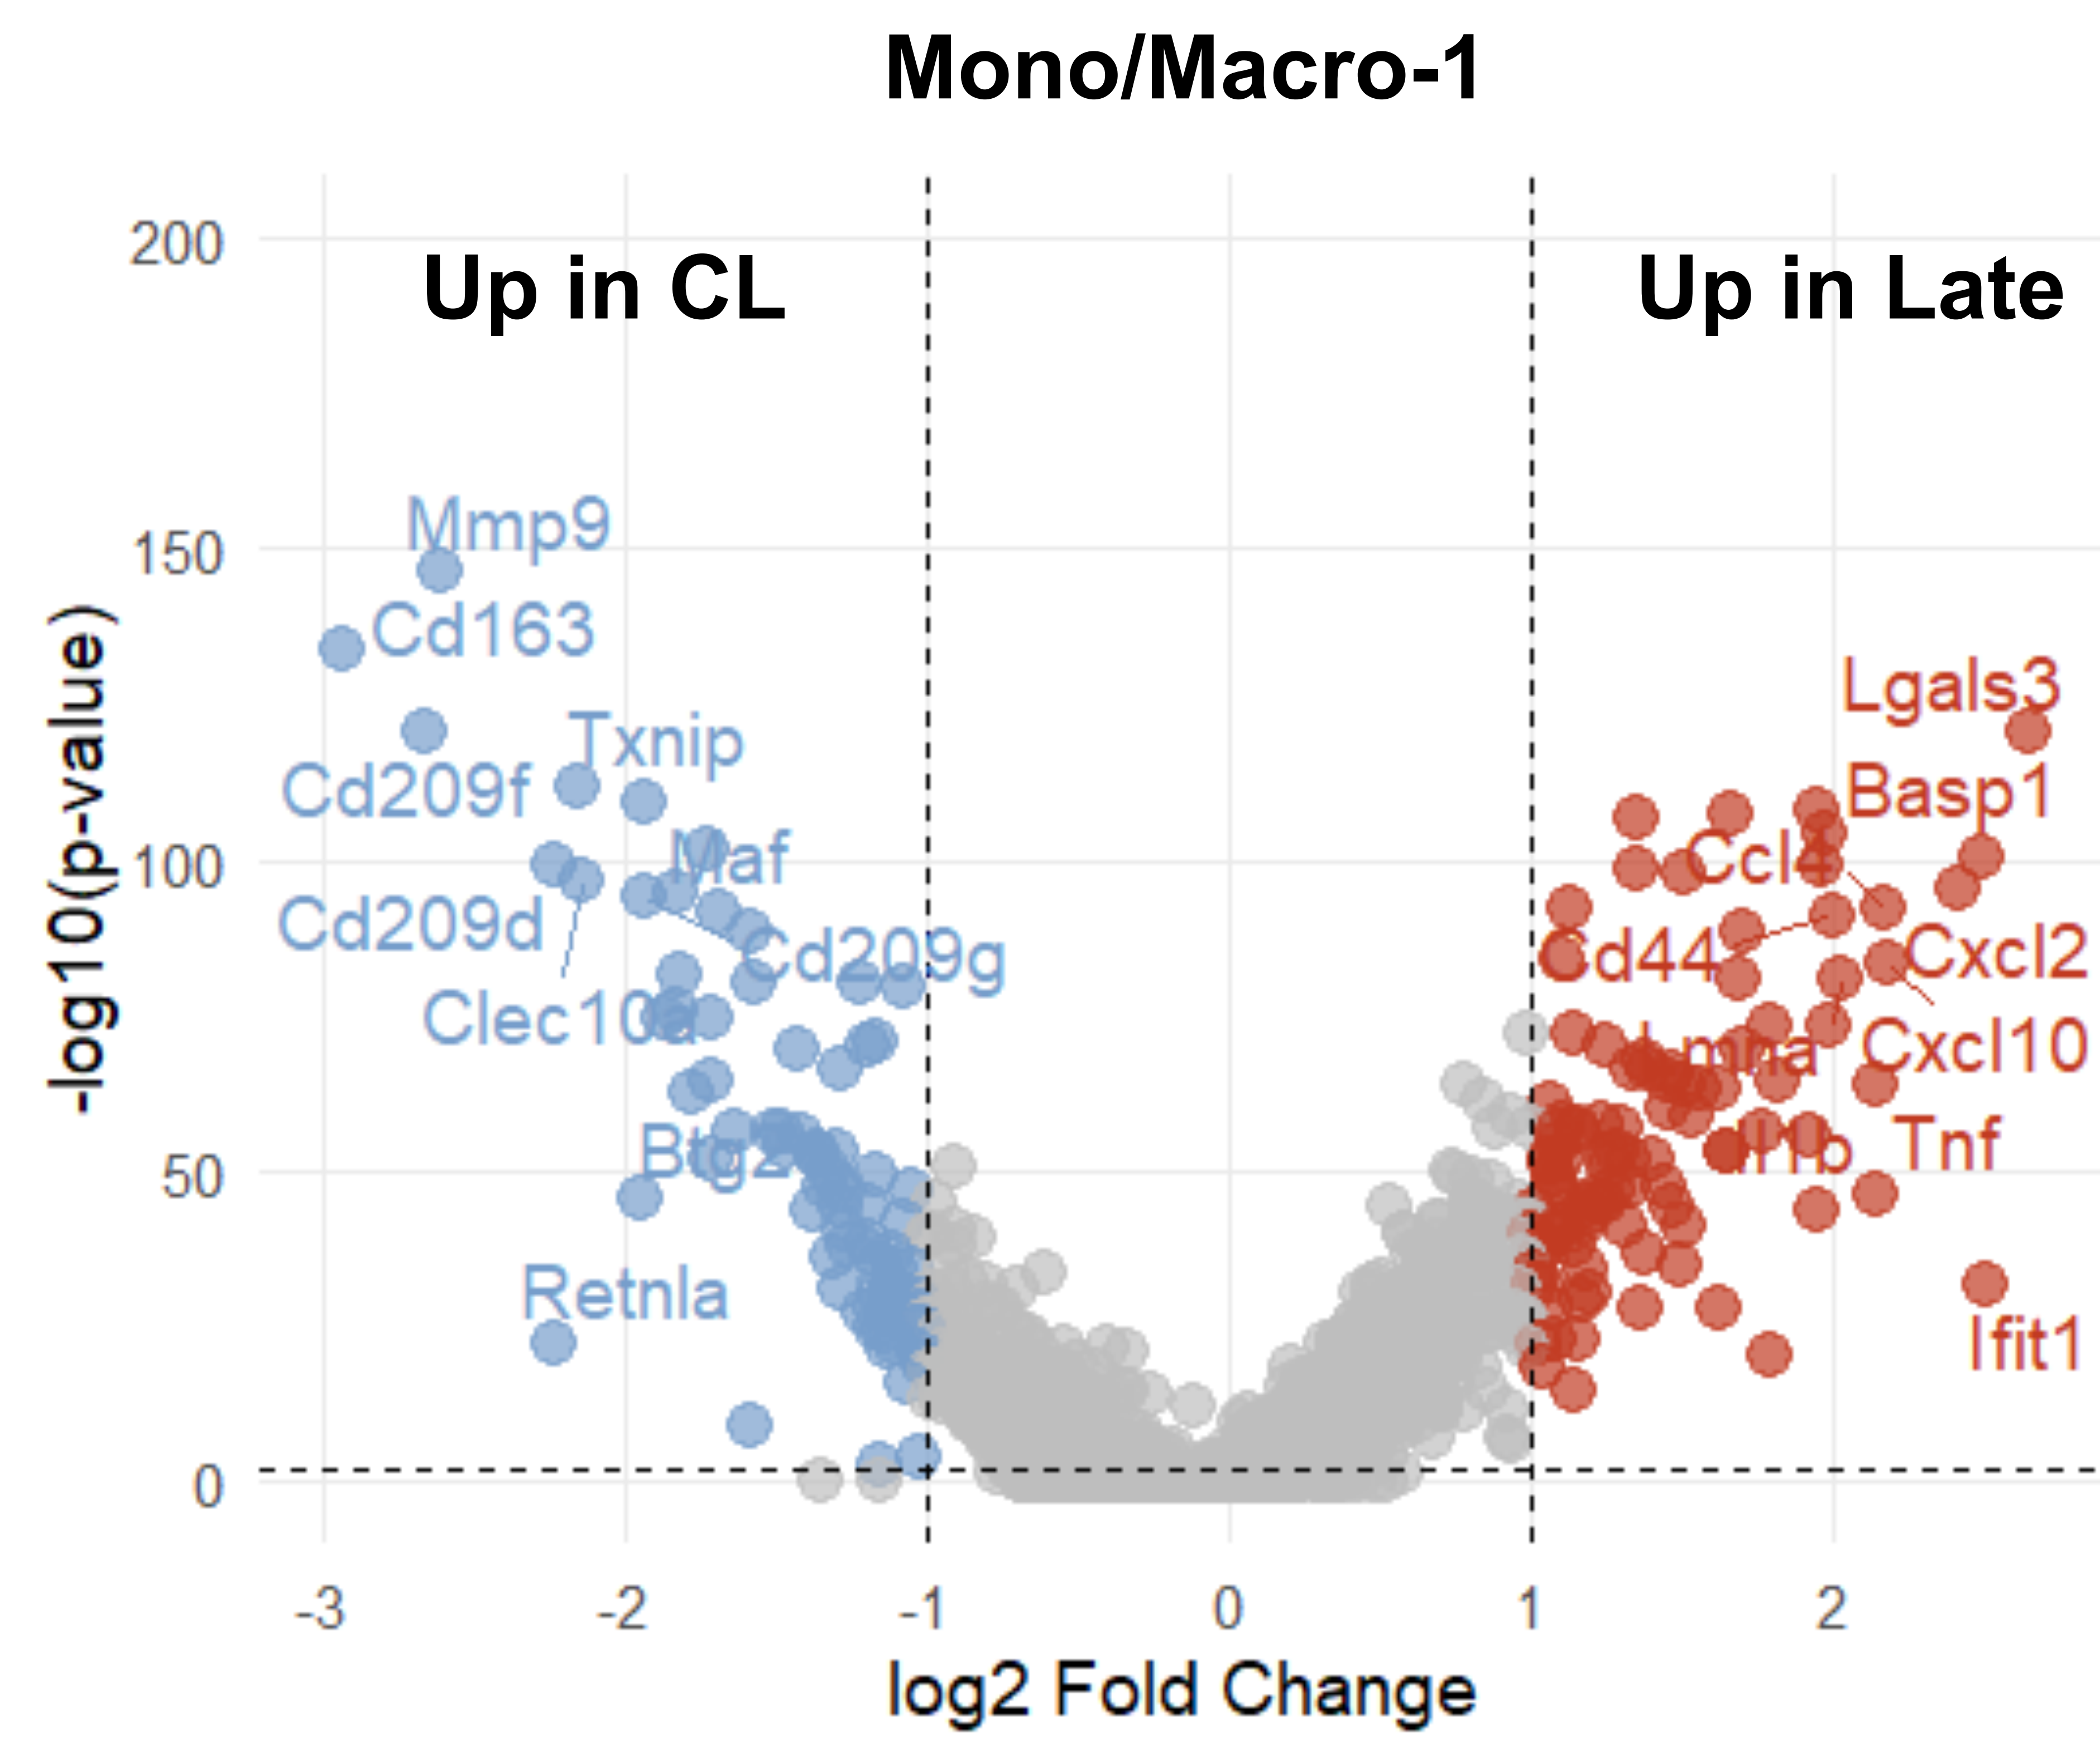

D

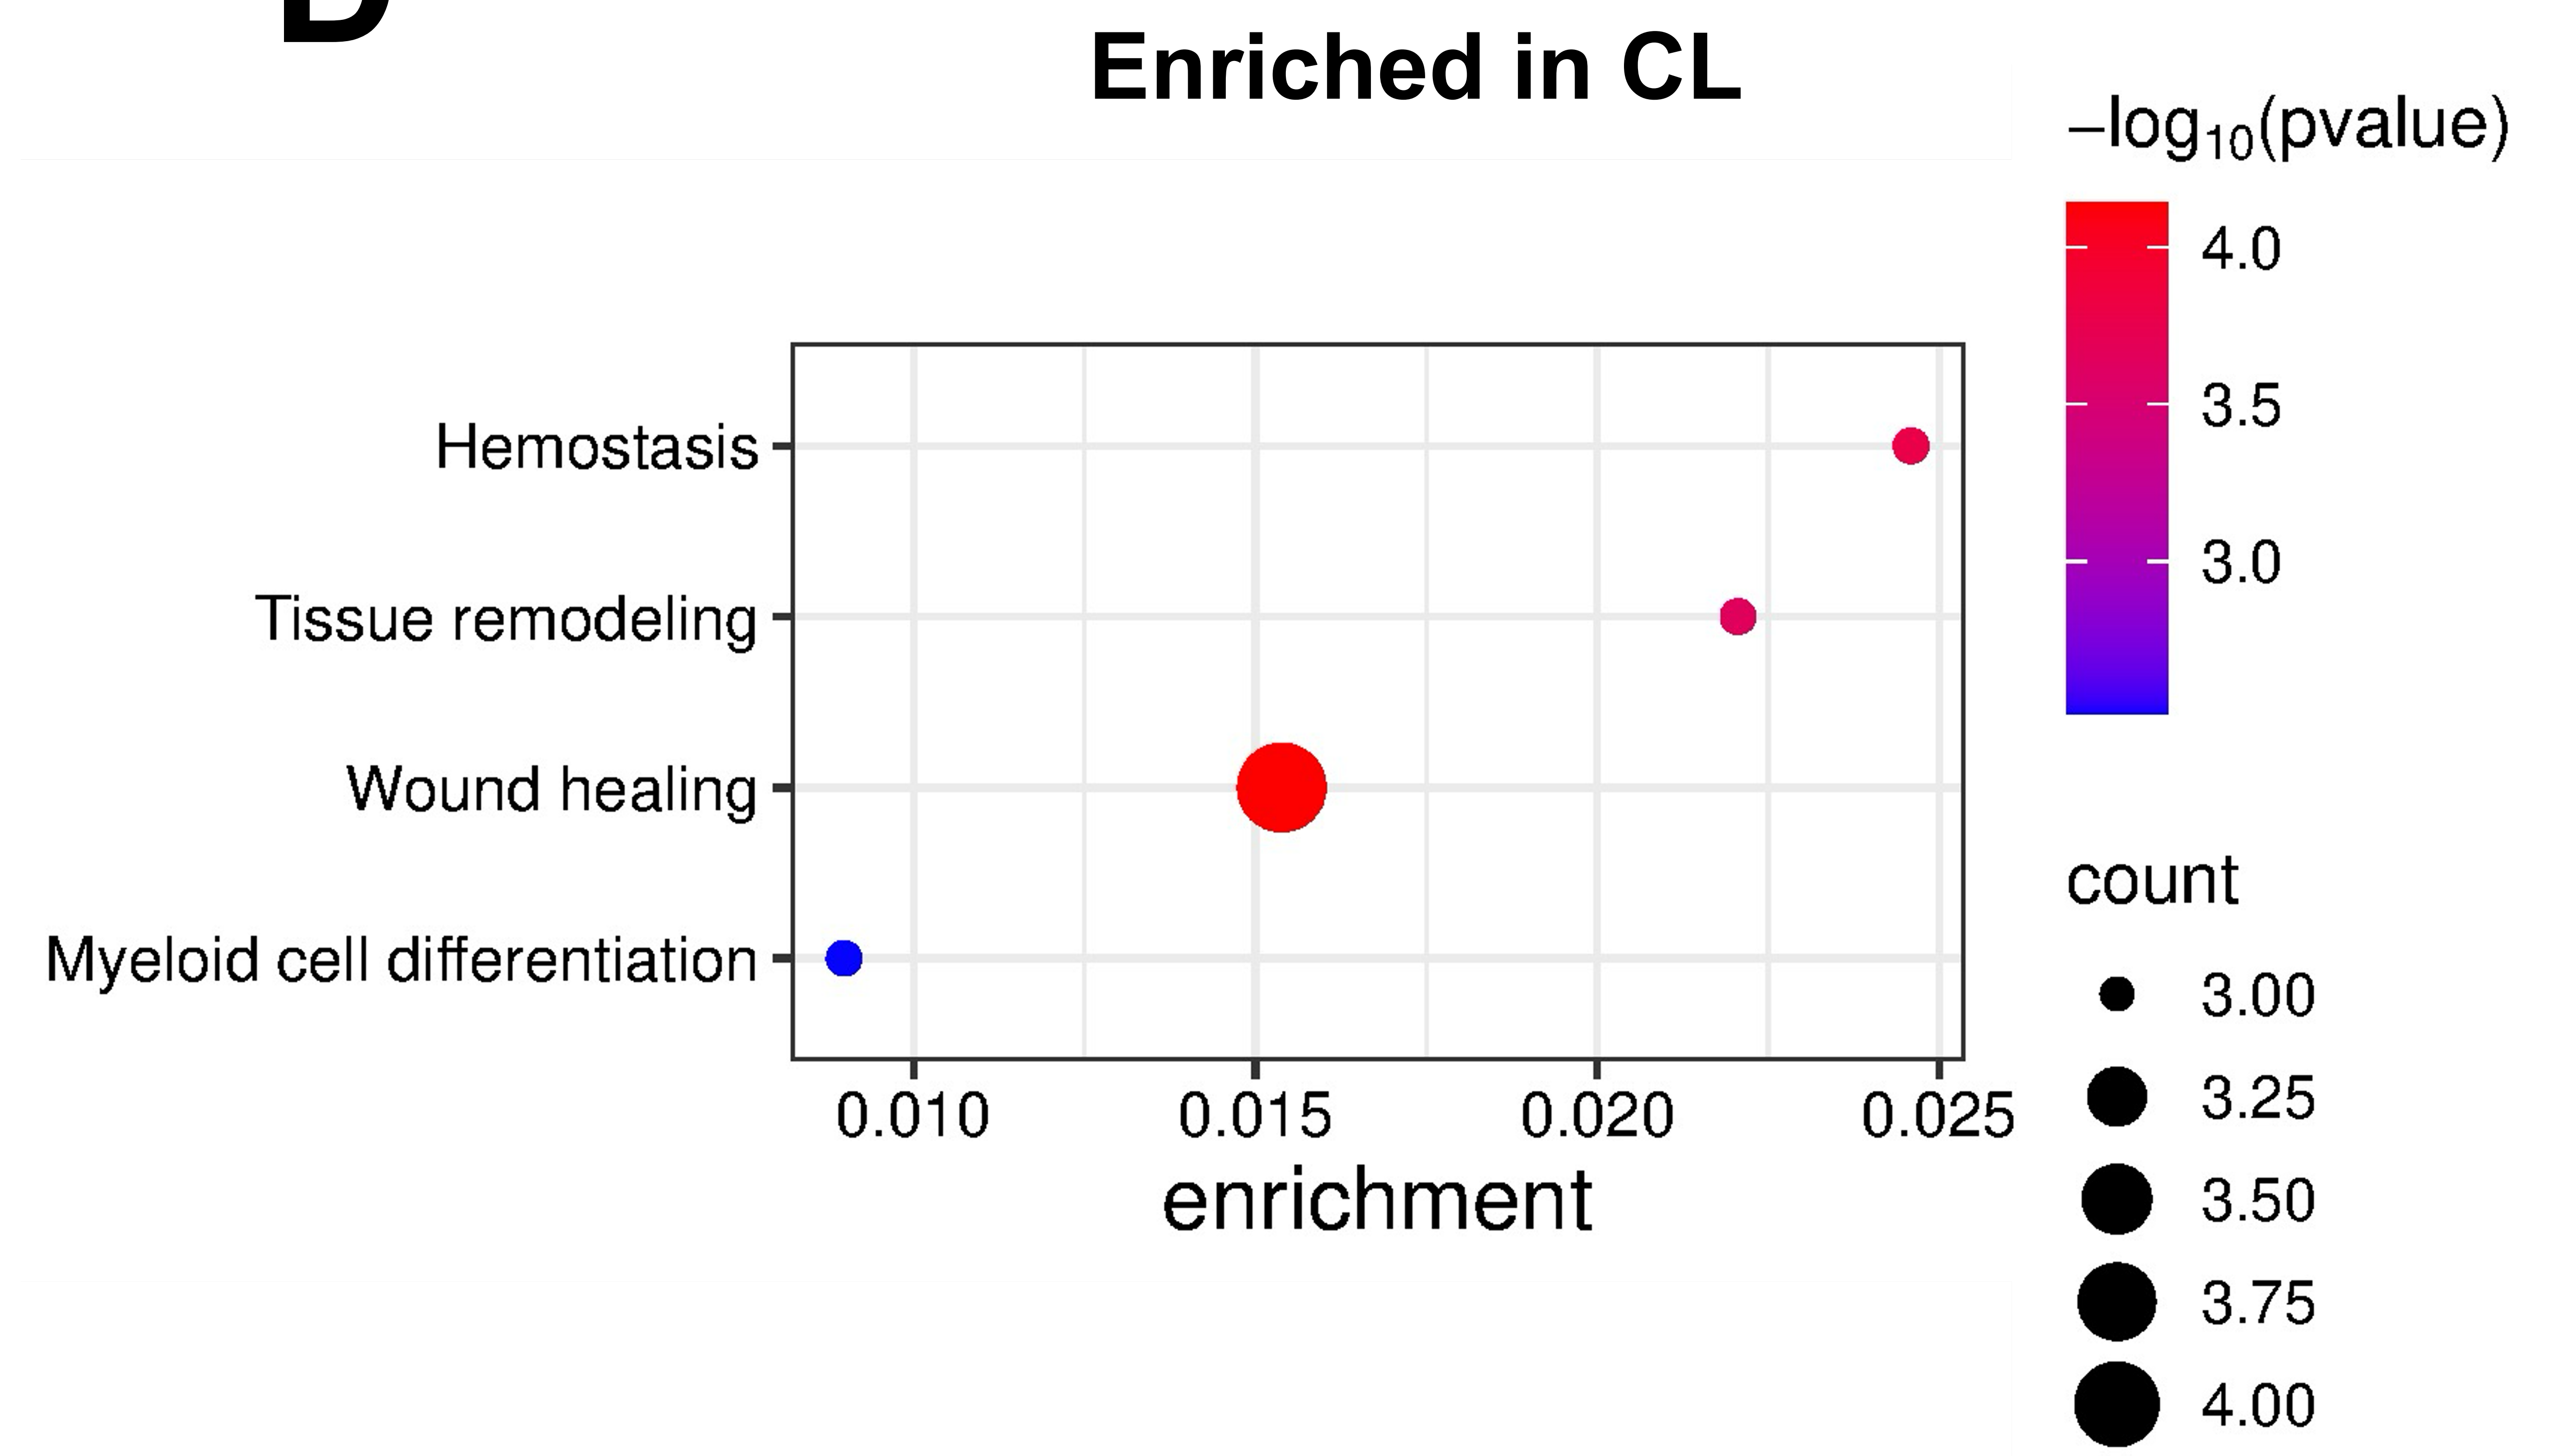

**Figure S4. Differentially expressed genes (DEG) in monocyte/macrophage phenotypes after creation of the mouse arteriovenous fistula (AVF). A-C) Volcano plots of DEGs in (A-B) mono/macro phenotypes between early and late AVFs, and (C) in homeostatic mono/macros between late AVFs and contralateral veins (CL). D) Pathways enriched in mono/macros from contralateral veins.**

Figure S5

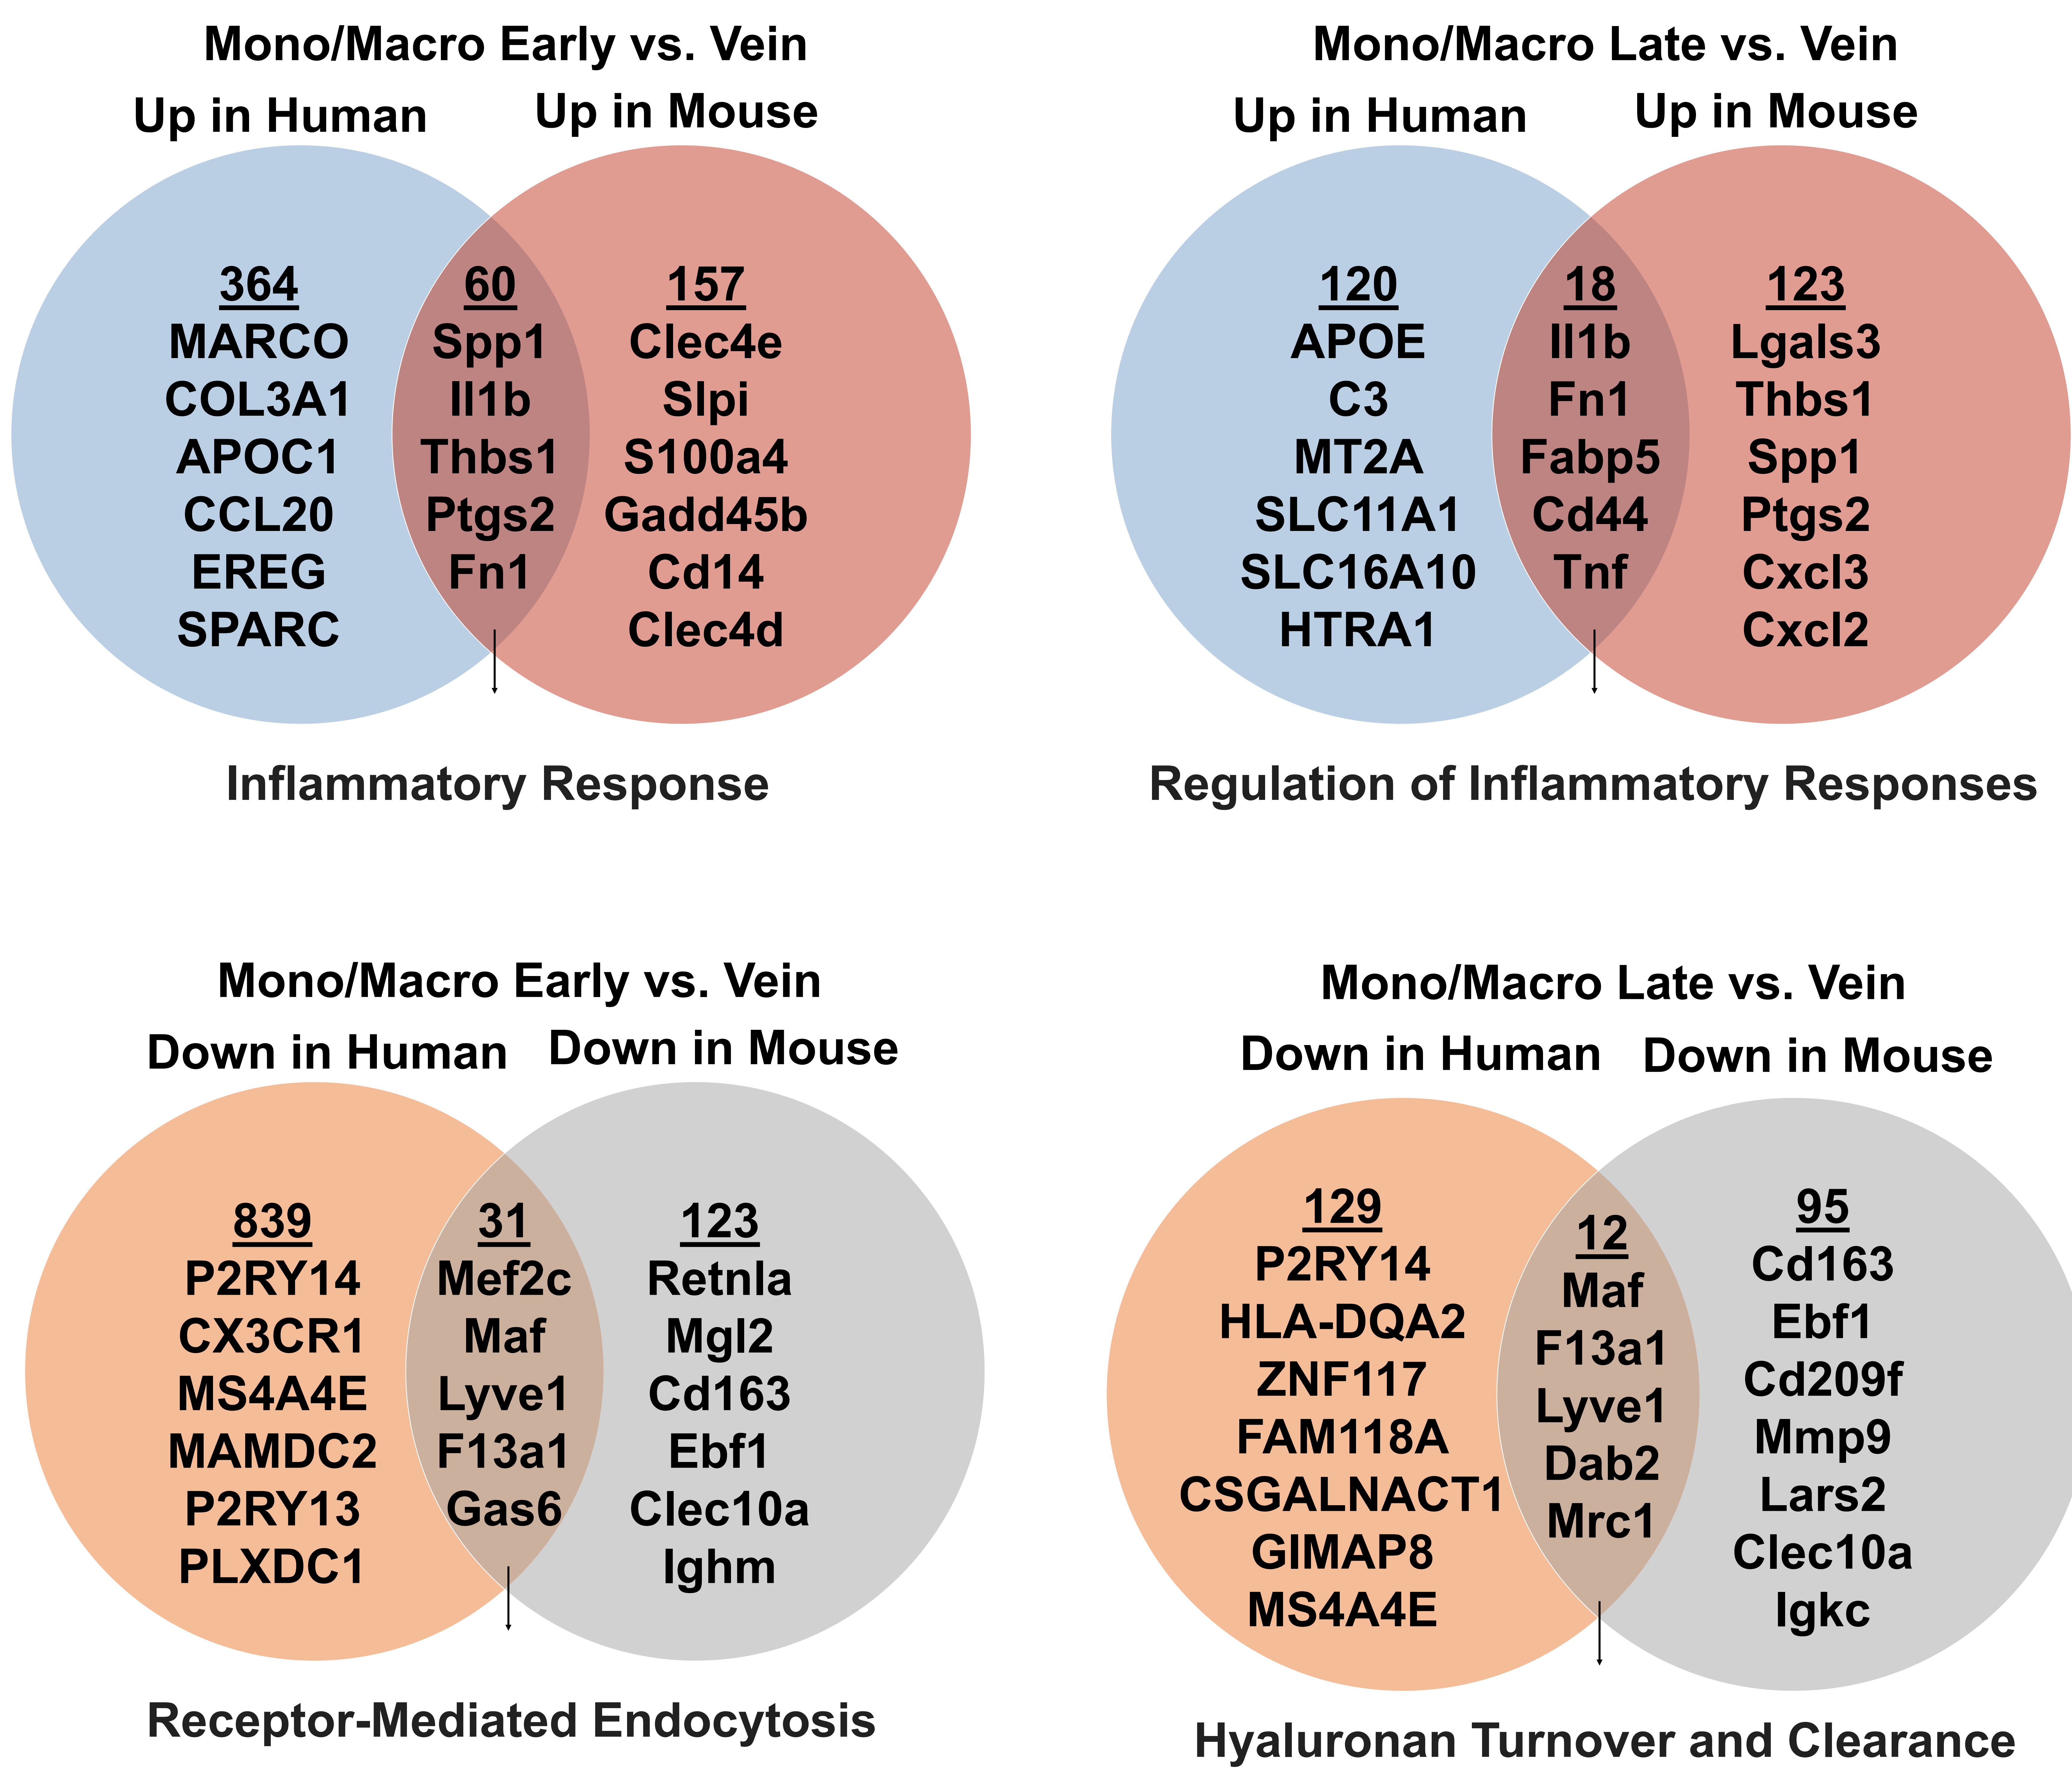

**Figure S5. Common differentially expressed genes (DEG) in monocyte/macrophages from mouse and human arteriovenous fistulas (AVF).** The top Venn diagrams show upregulated genes in murine early and late AVFs compared with the contralateral veins, and their intersect with upregulated genes in early and late human fistulas compared with pre-access veins. Similarly, the diagrams at the bottom show the cross-species comparative analyses for the downregulated genes.

Figure S6

A

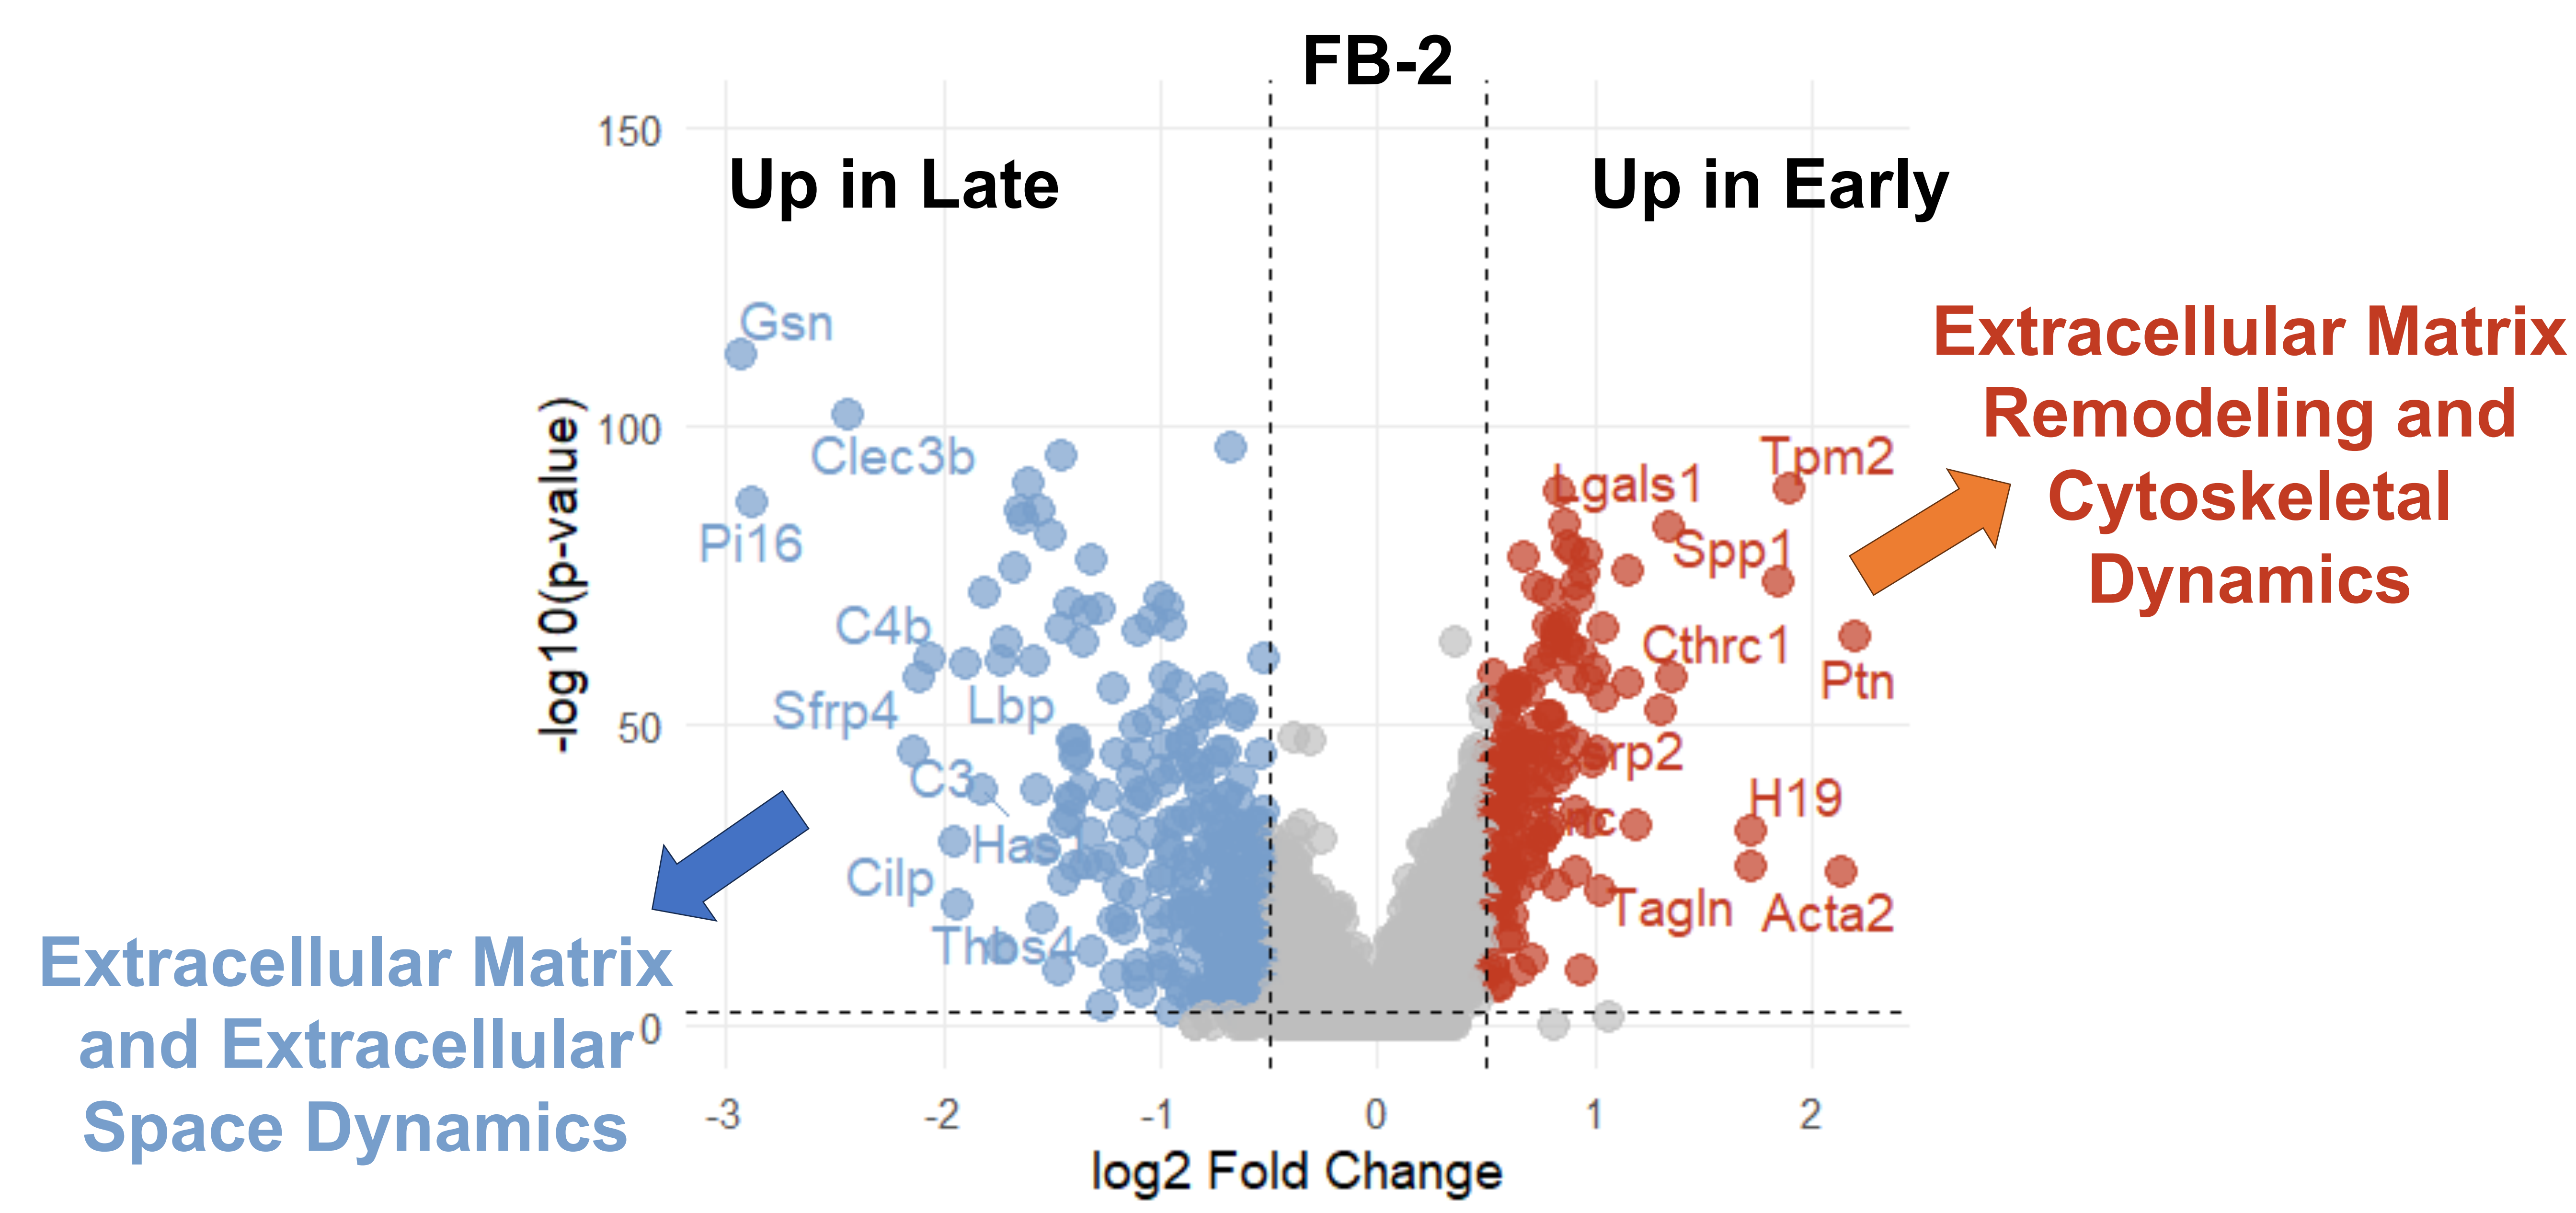

B

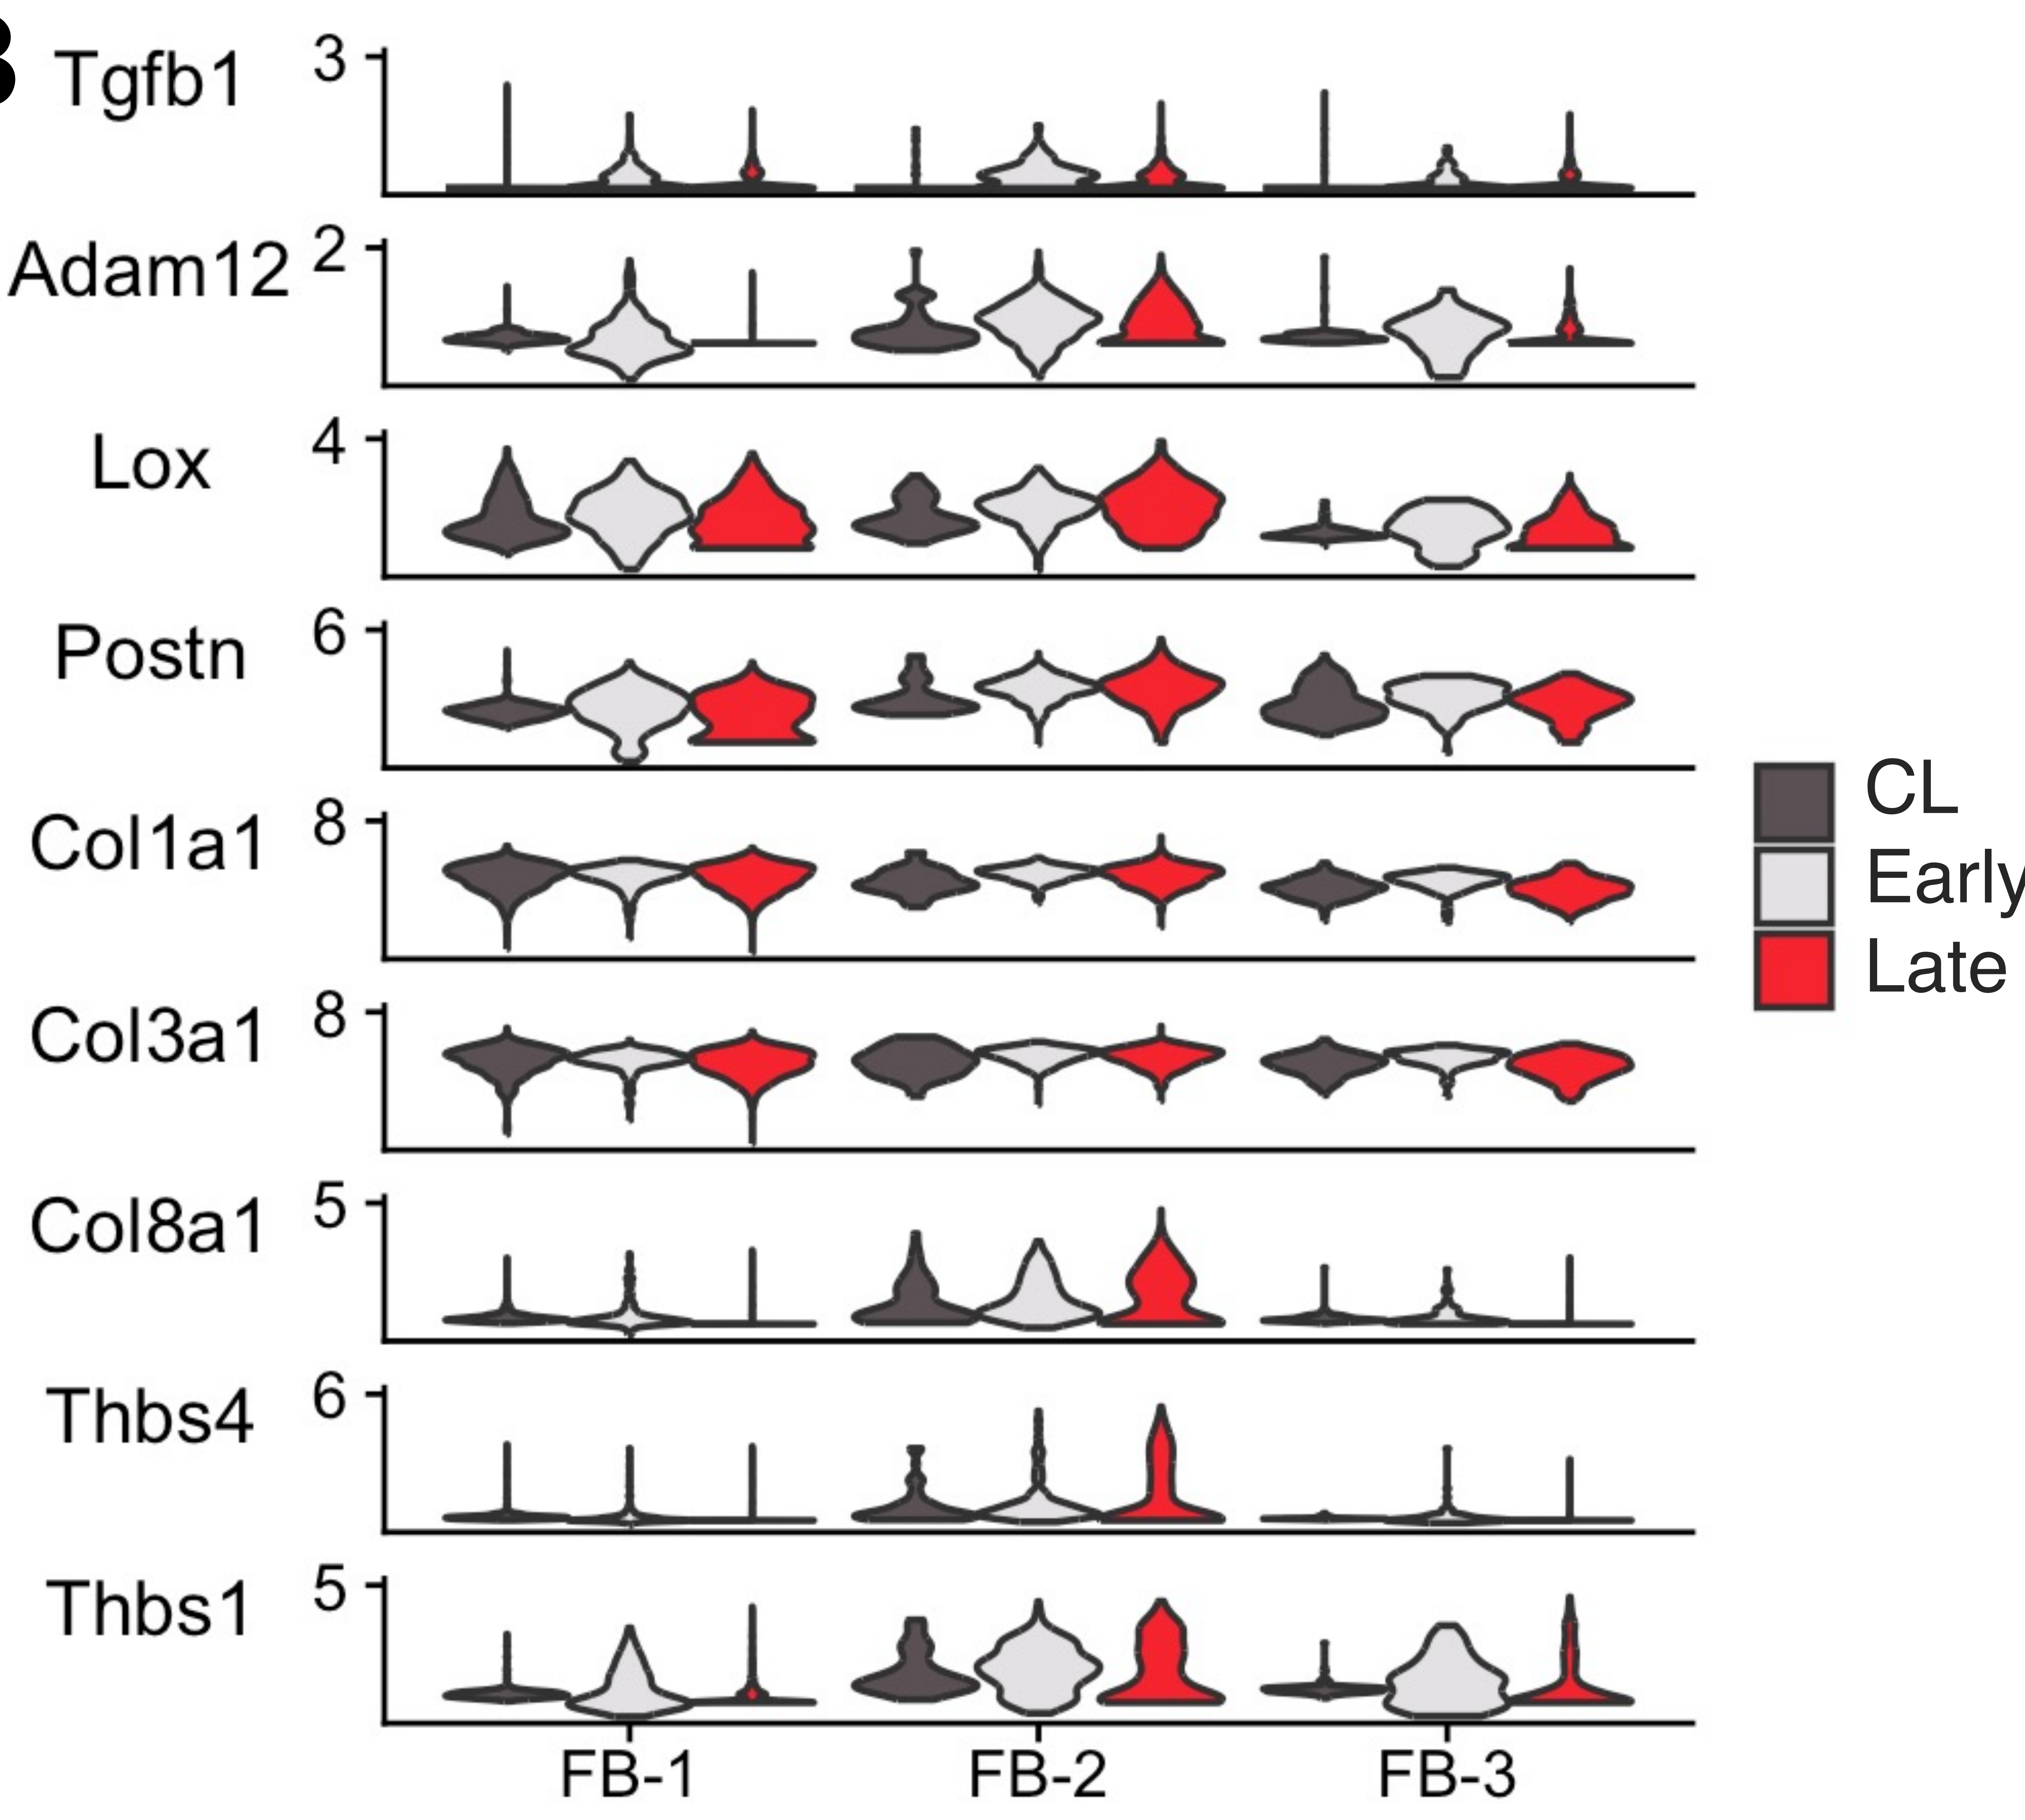

C

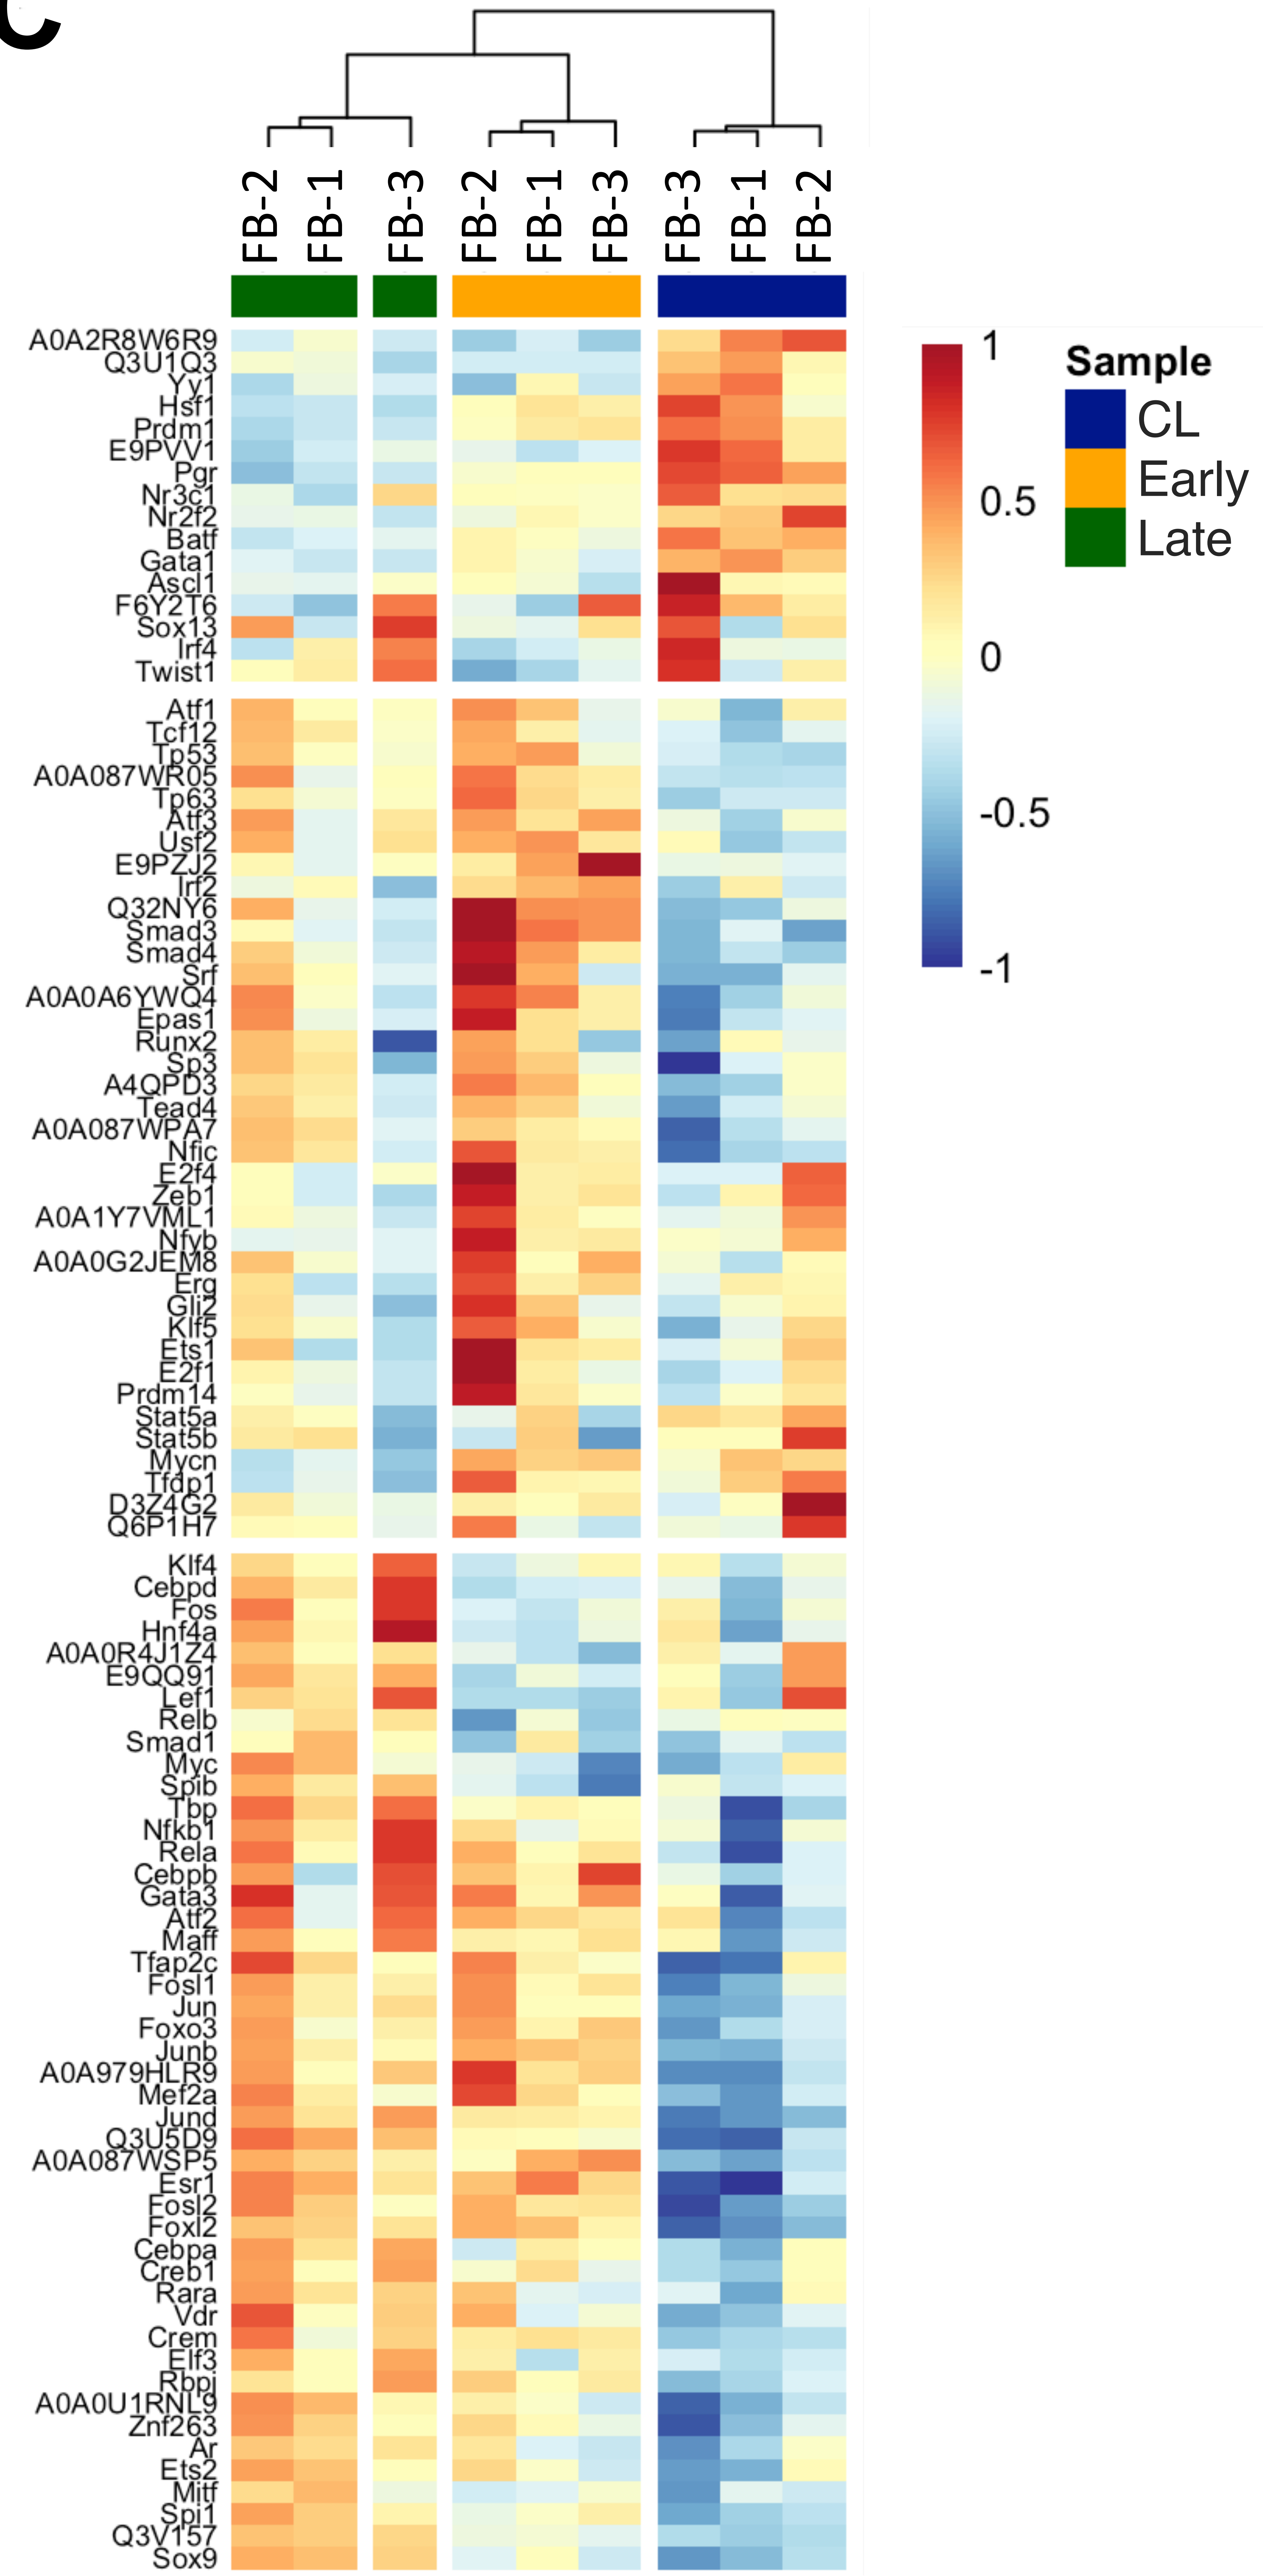

**Figure S6. Differentiation of venous fibroblasts after creation of the mouse arteriovenous fistula (AVF).** **A)** Volcano plot of differentially expressed genes in myofibroblasts (FB-2) between early and late AVFs. **B)** Expression changes of selected matrisome genes in the three fibroblast phenotypes during remodeling of the mouse AVF. **C)** Clustered heatmap of the top 100 transcription factors (TFs) per fibroblast phenotype and experimental group. The activity of TFs was predicted based on the expression of target genes. The highest activity of TGF- $\beta$  signaling factors was detected in early myofibroblasts, while NF- $\kappa$ B factors were most active in late fibroblasts.

Figure S7

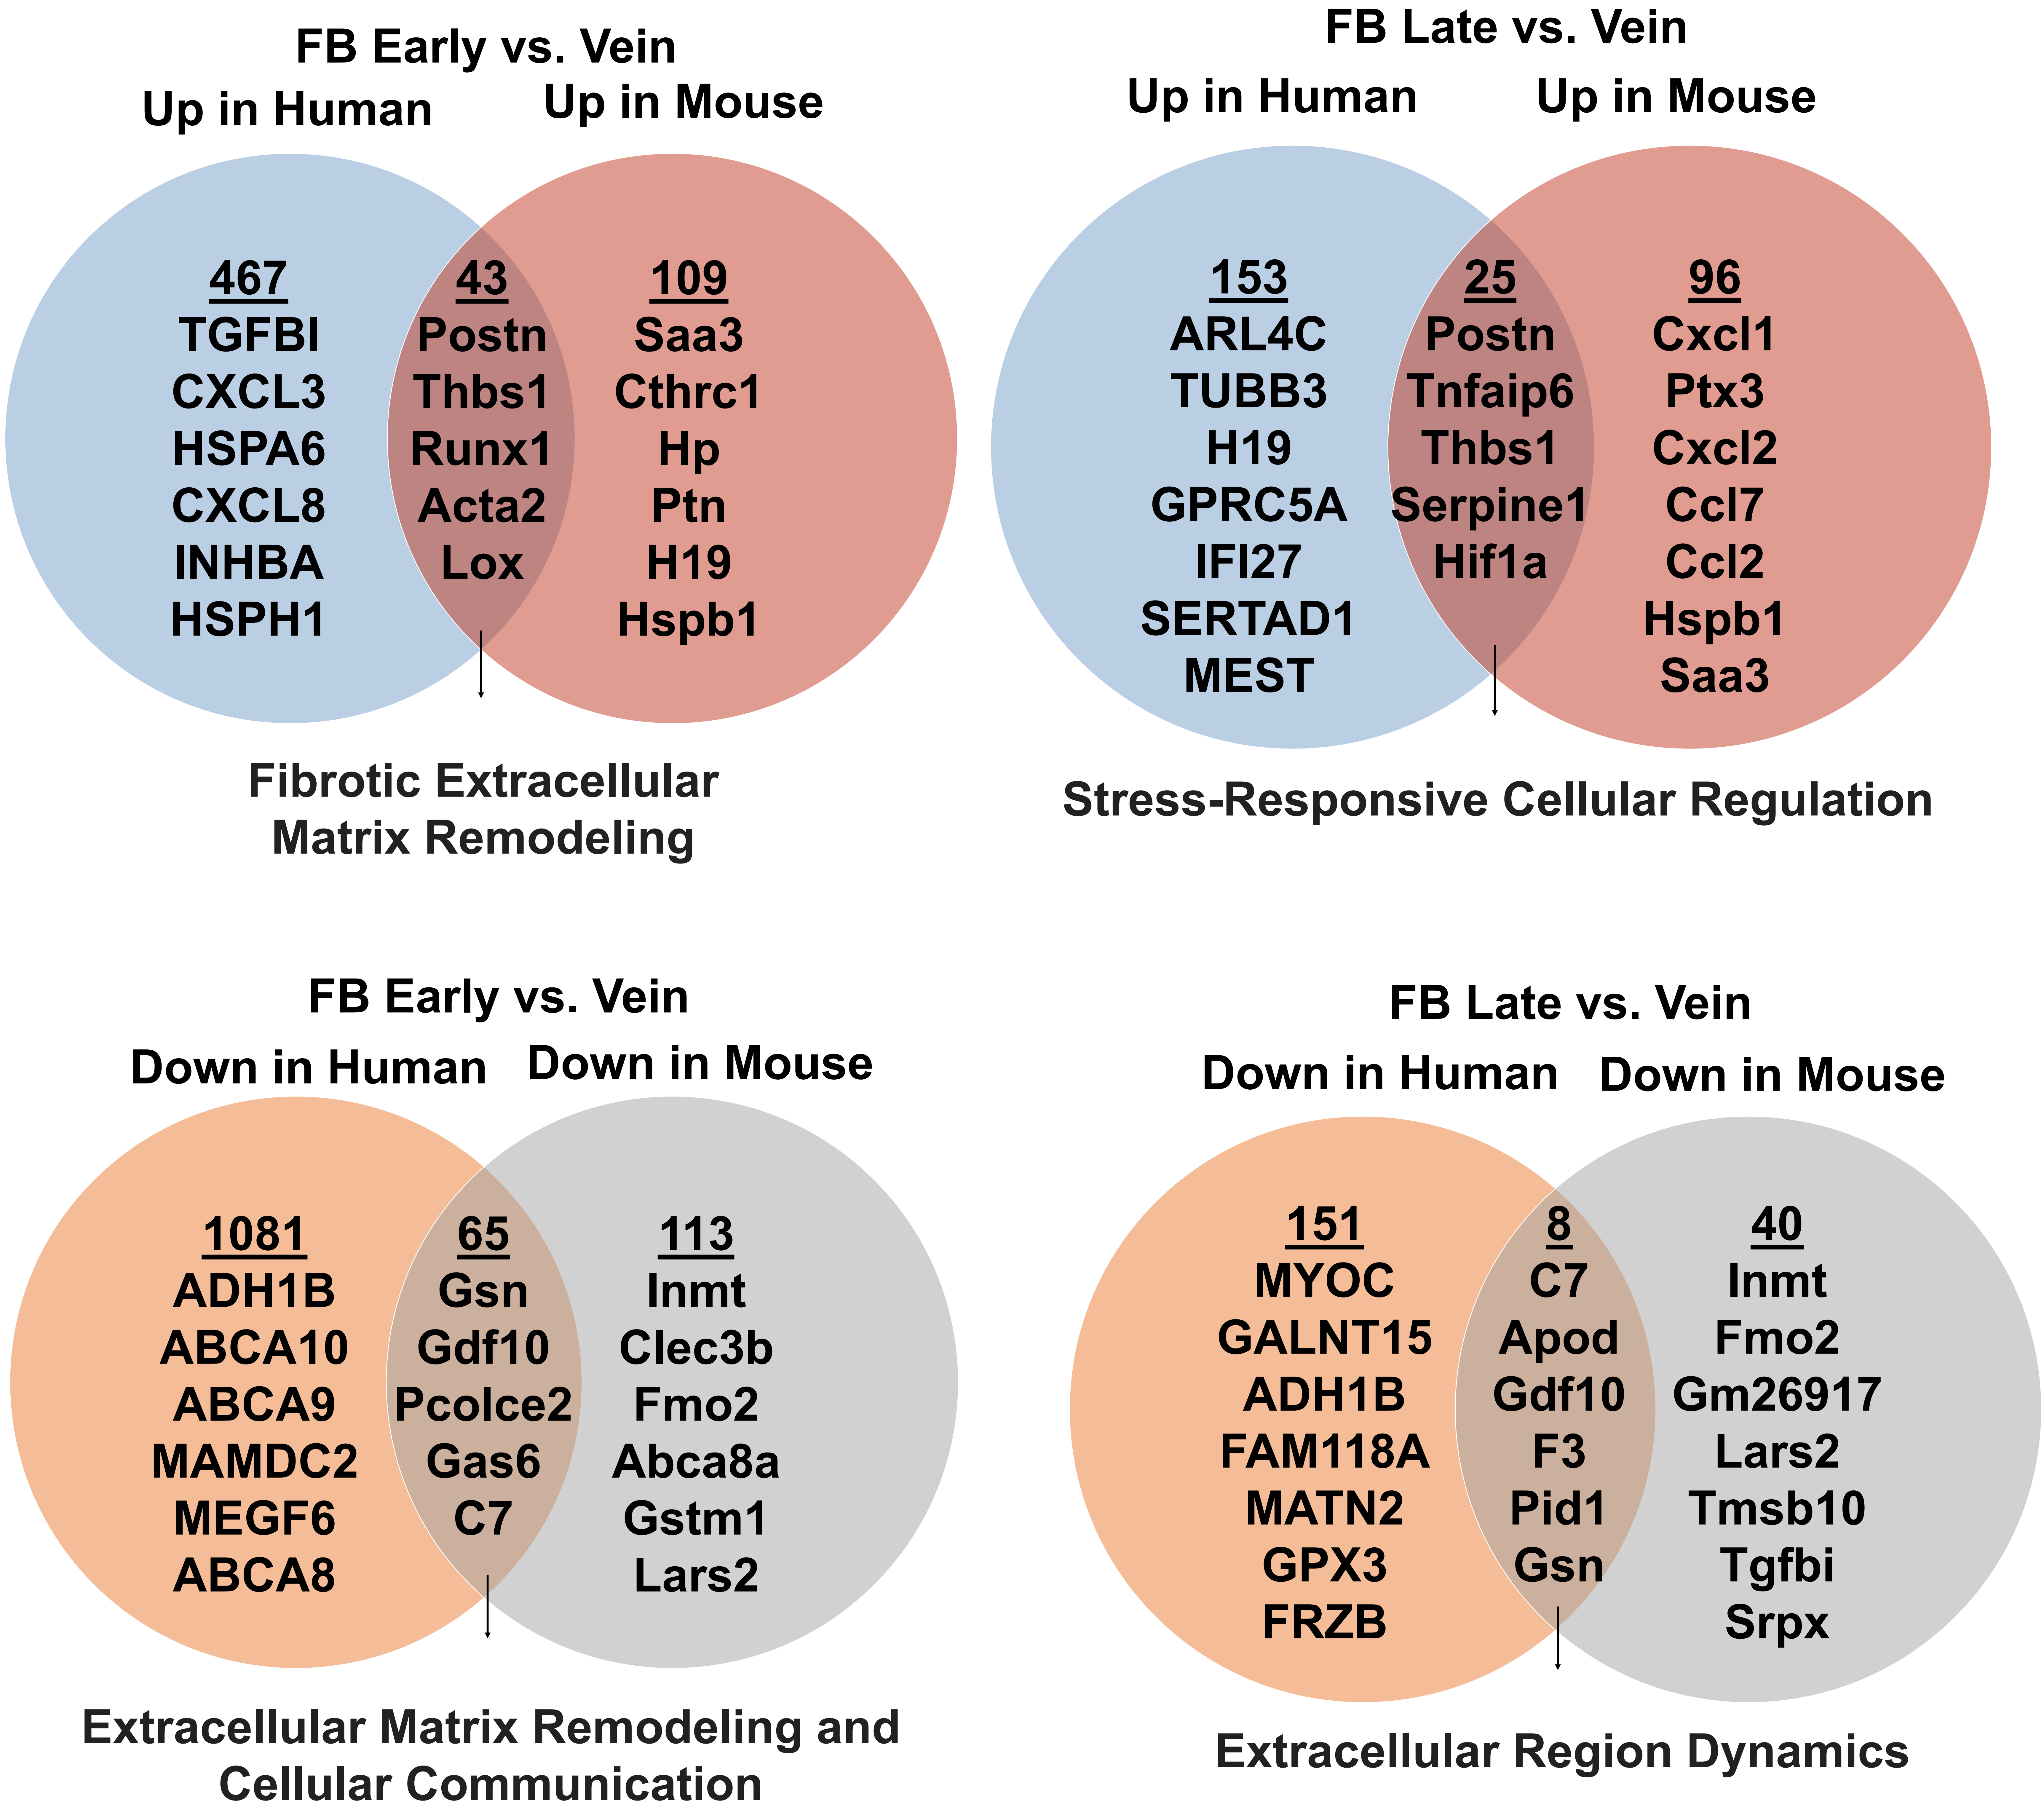

**Figure S7. Common differentially expressed genes (DEG) in fibroblasts (FB) from mouse and human arteriovenous fistulas (AVF).** The top Venn diagrams show upregulated genes in murine early and late AVFs compared with the contralateral veins, and their intersect with upregulated genes in early and late human fistulas compared with pre-access veins. Similarly, the diagrams at the bottom show the cross-species comparative analyses for the downregulated genes.

Figure S8

A

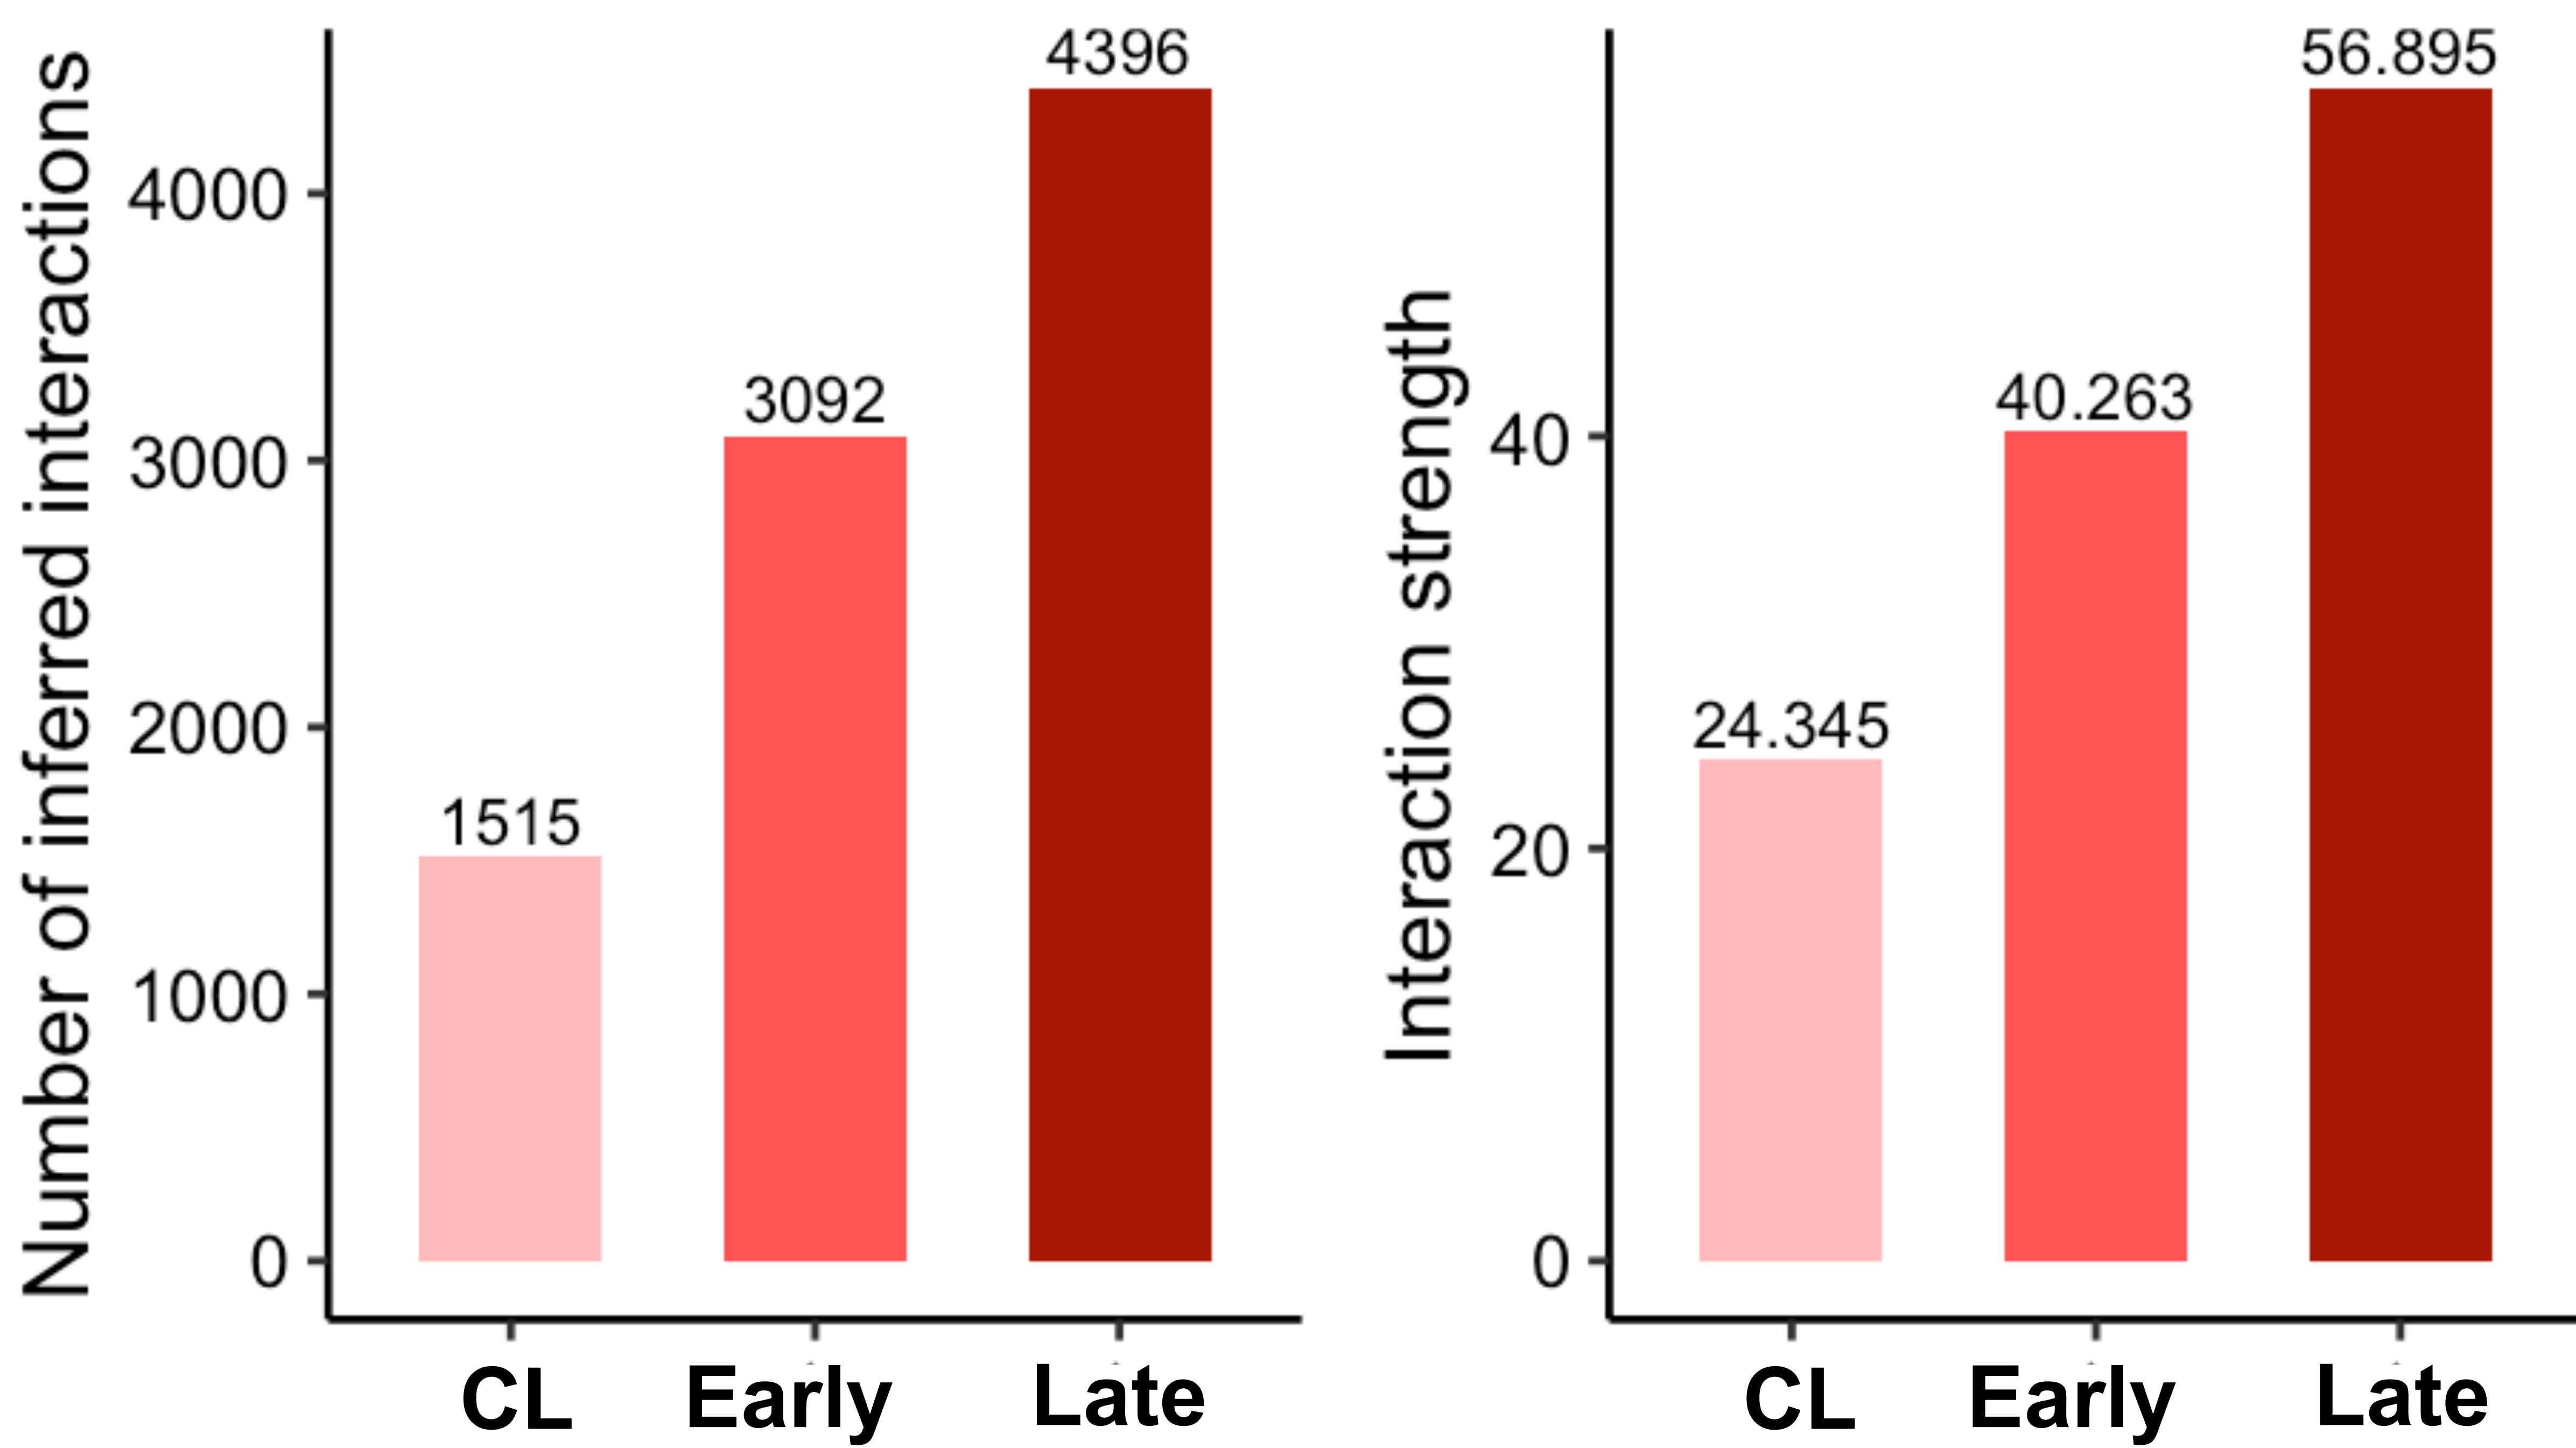

**Figure S8. Comparative cell-to-cell communication analyses in the mouse arteriovenous fistula (AVF) using CellChat. A)** Number and strength of predicted cellular interactions in the three experimental groups. **B)** Dot plot of outgoing ligands from individual cell populations in contralateral veins (CL) and outflow veins from early and late AVFs. The size of the dot is proportional to the contribution score, with a larger size indicating higher enrichment of the interaction in the cell population.

B

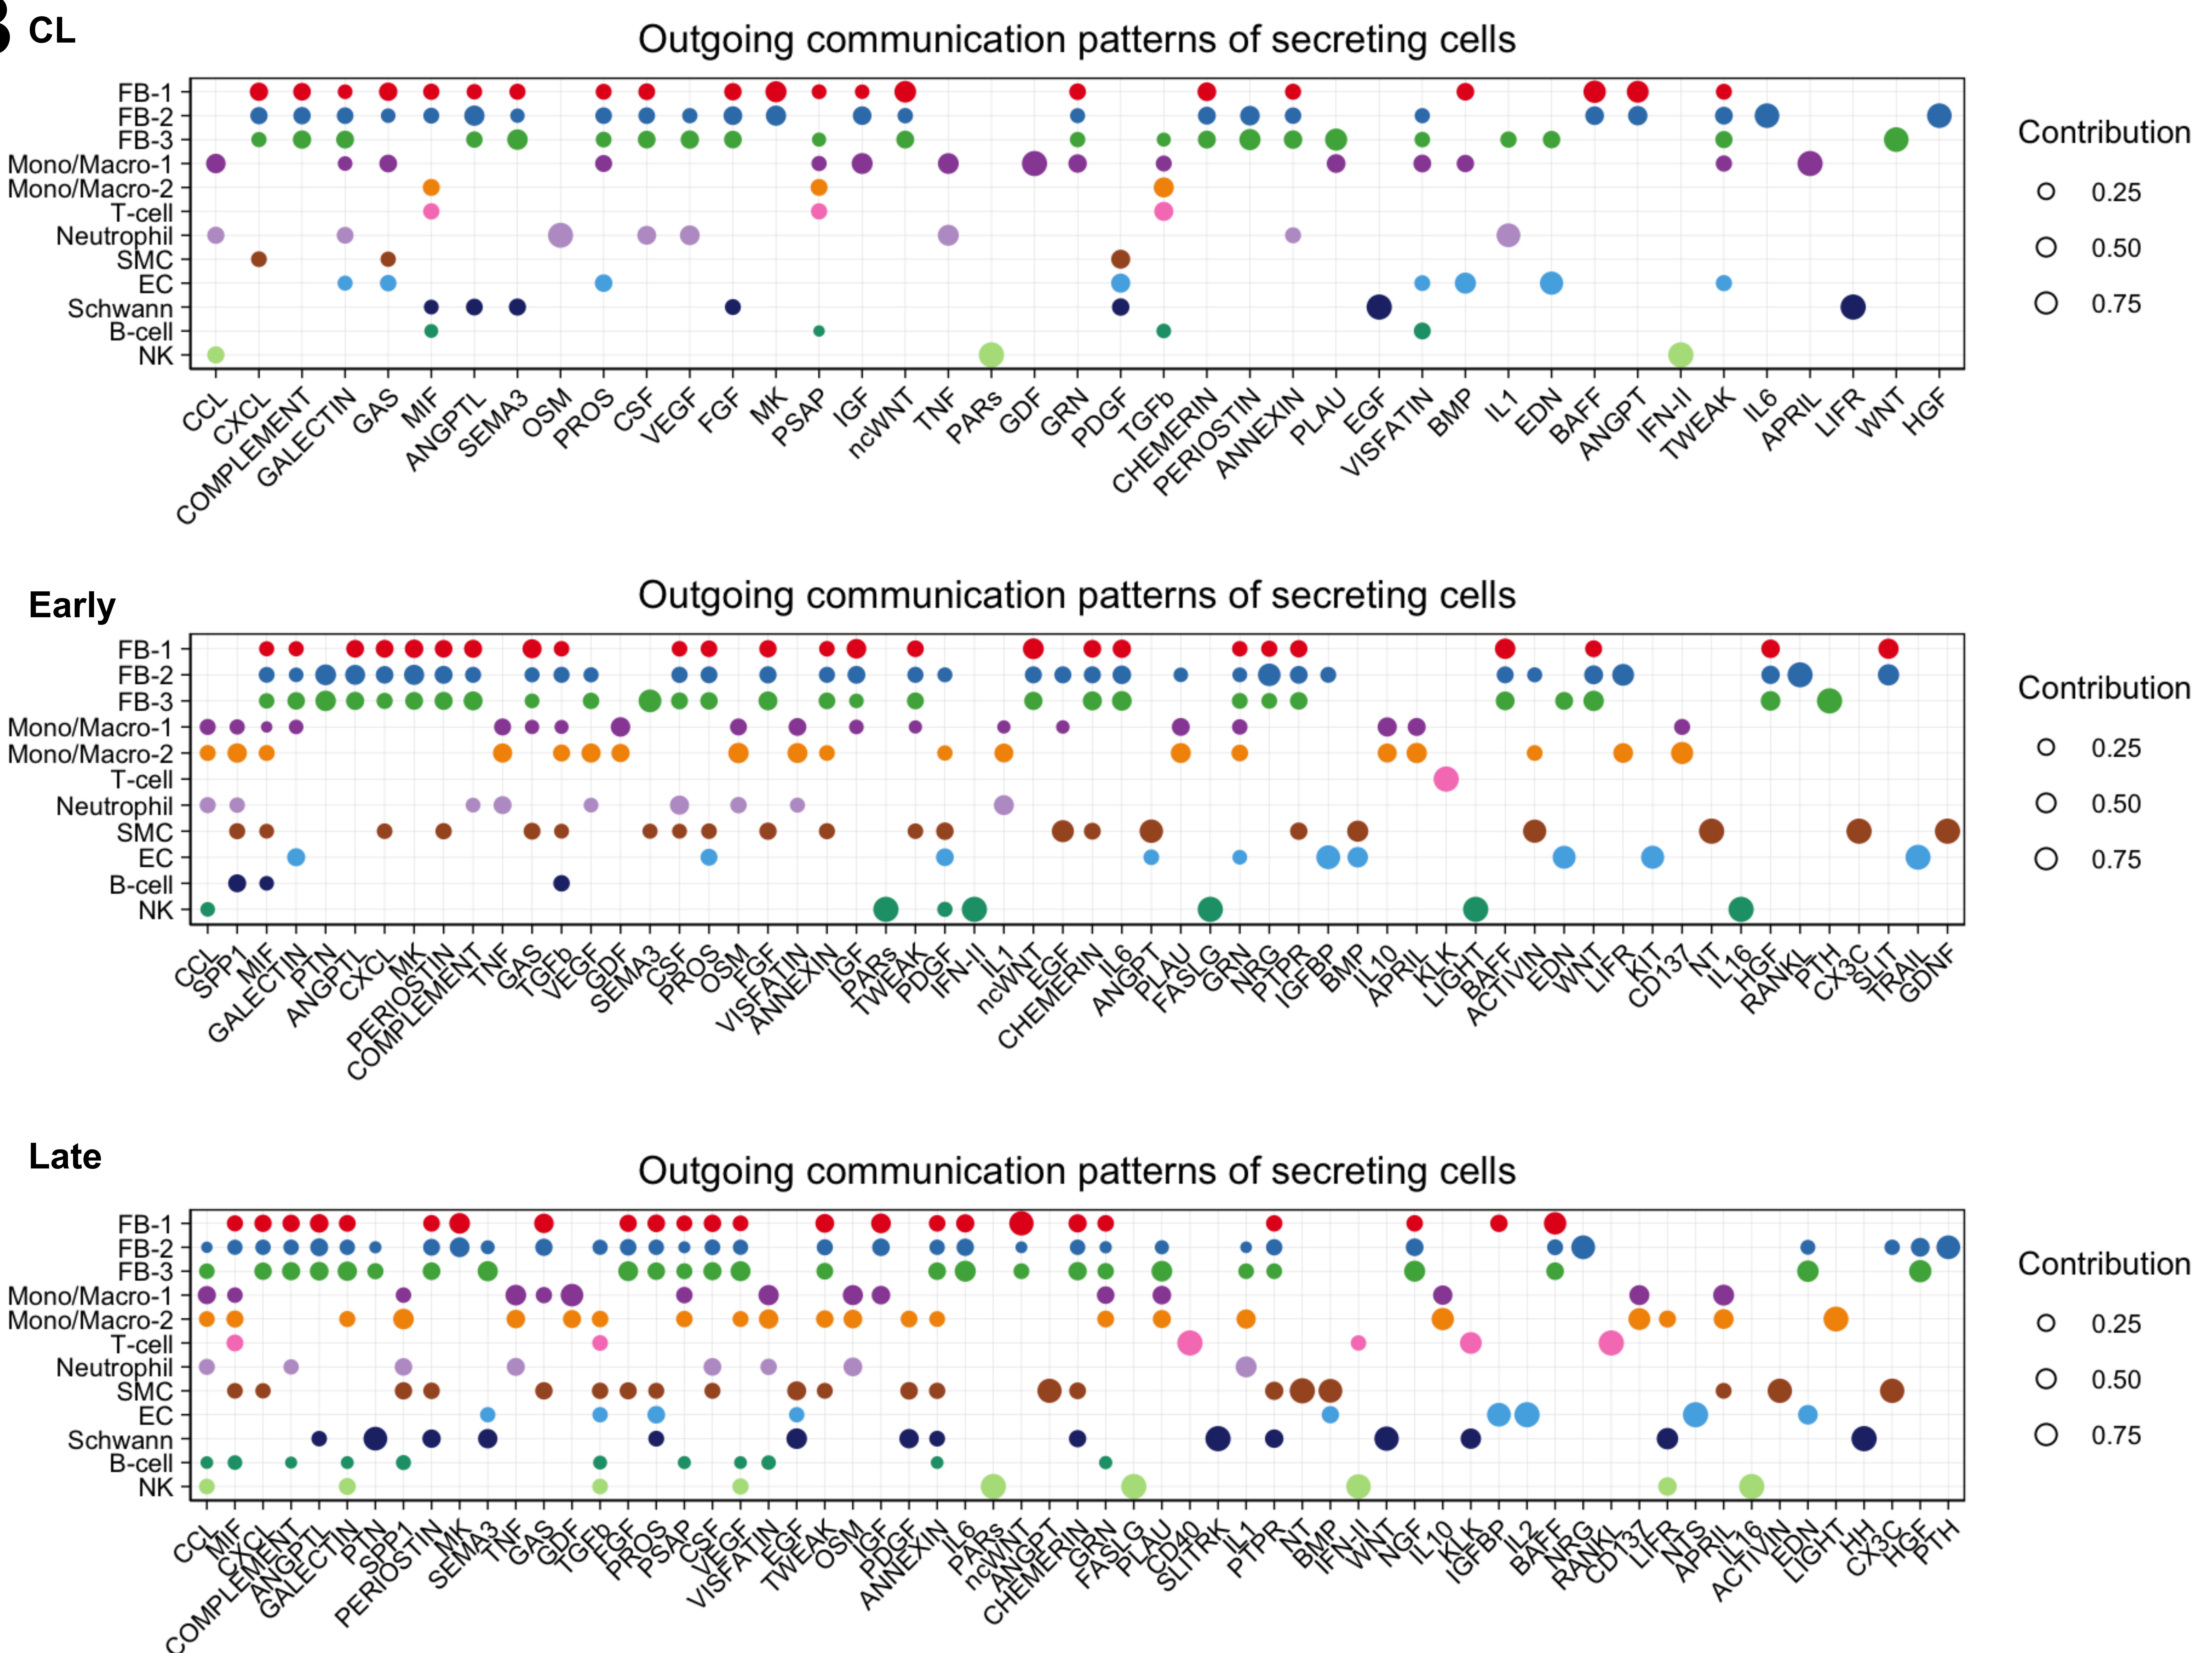

Figure S9

A

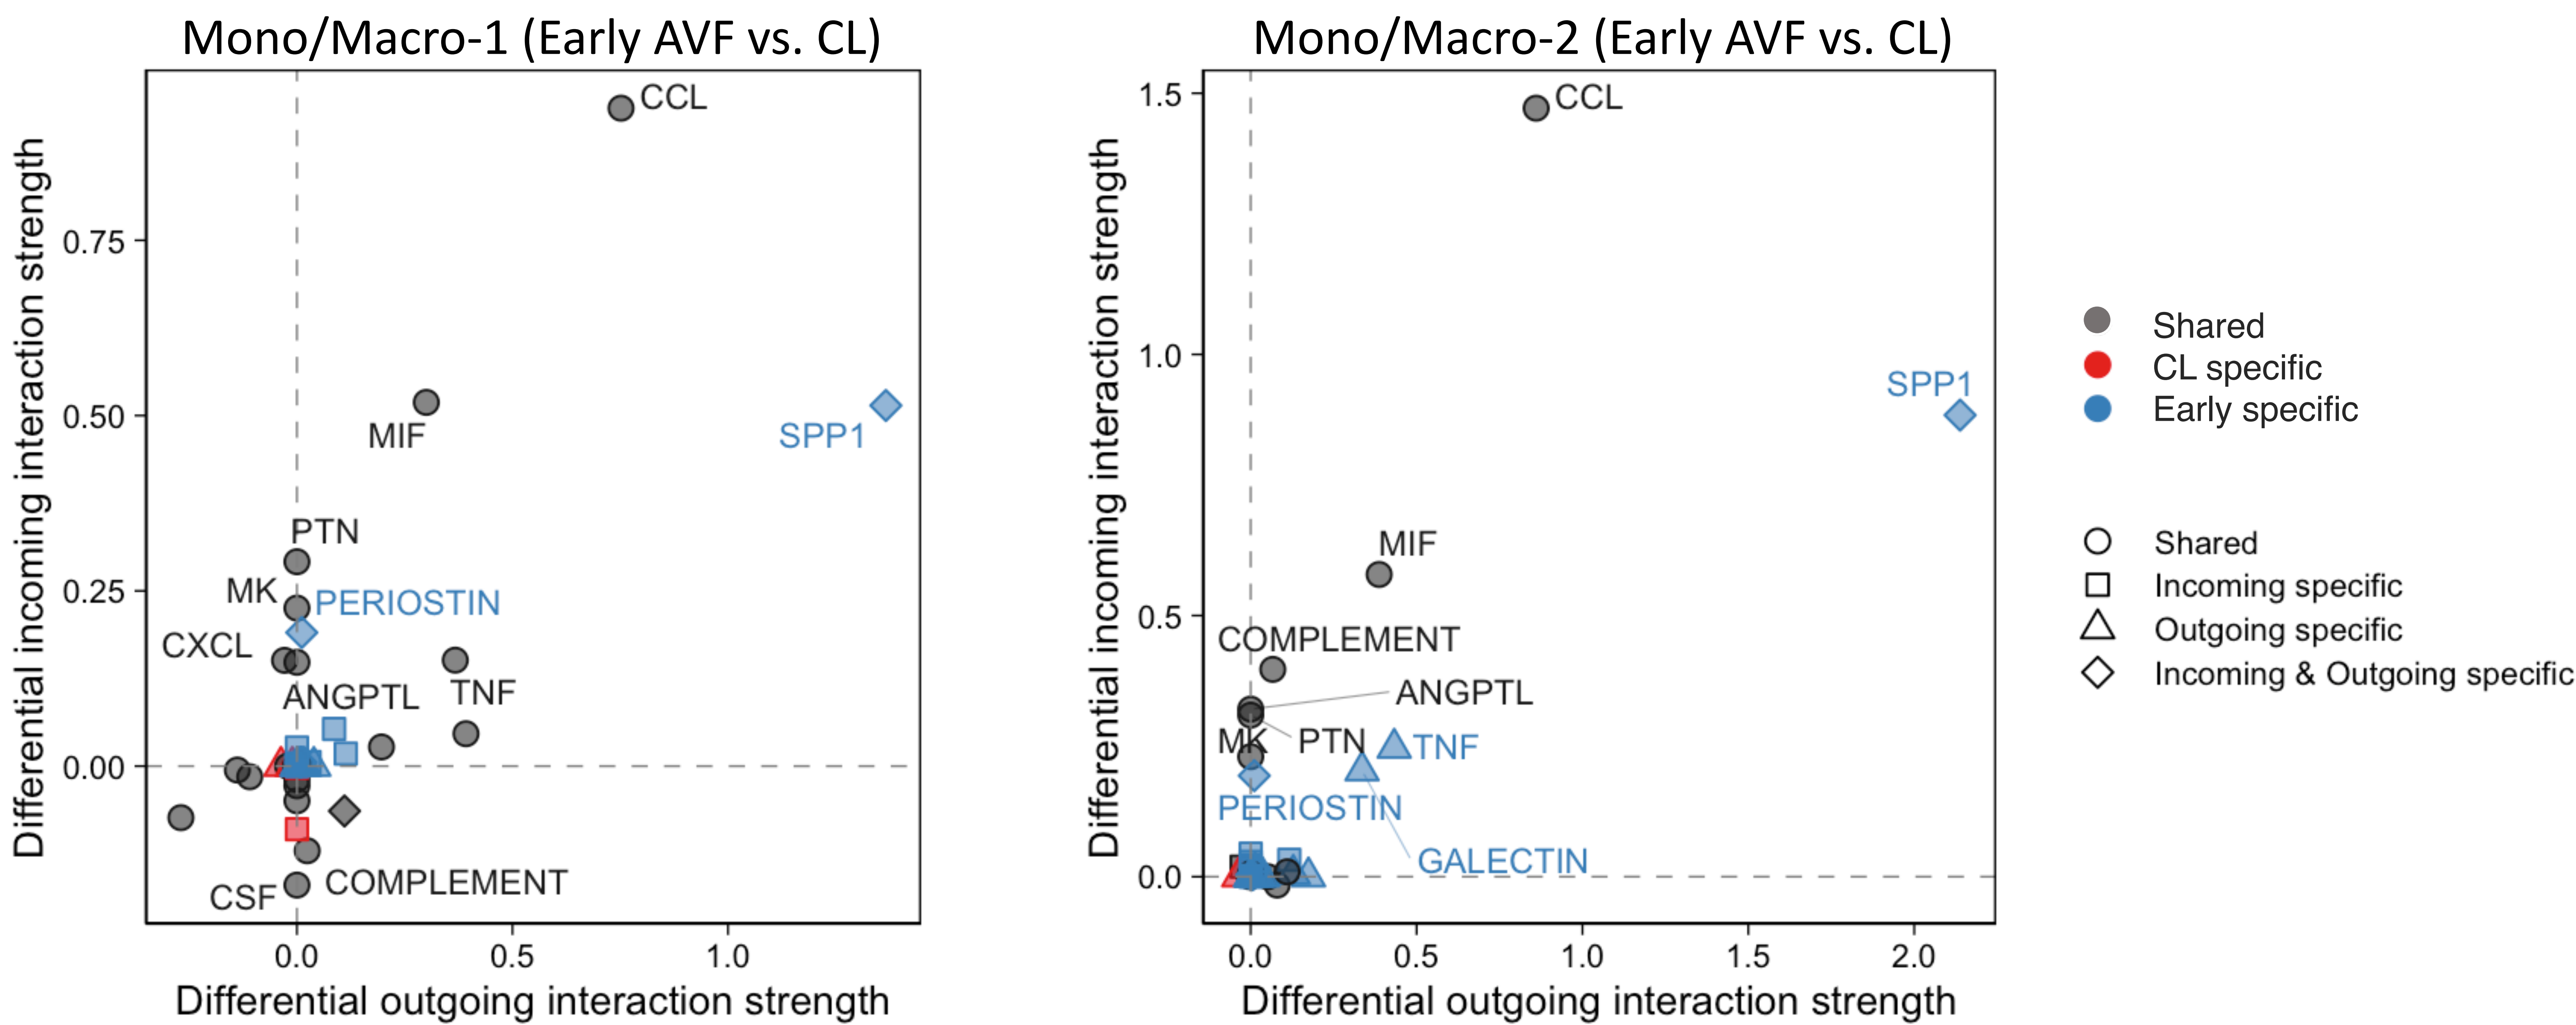

Figure S9. Cell-to-cell communication analyses in the mouse arteriovenous fistula (AVF). **A)** Differential strength of incoming and outgoing interactions in mono/macros from early AVFs compared with contralateral veins (CL). The top right quadrant includes interactions that are enriched in early AVFs. **B)** Dot plot of incoming ligands to cell populations of contralateral veins (CL) and outflow veins from early and late AVFs.

B

CL

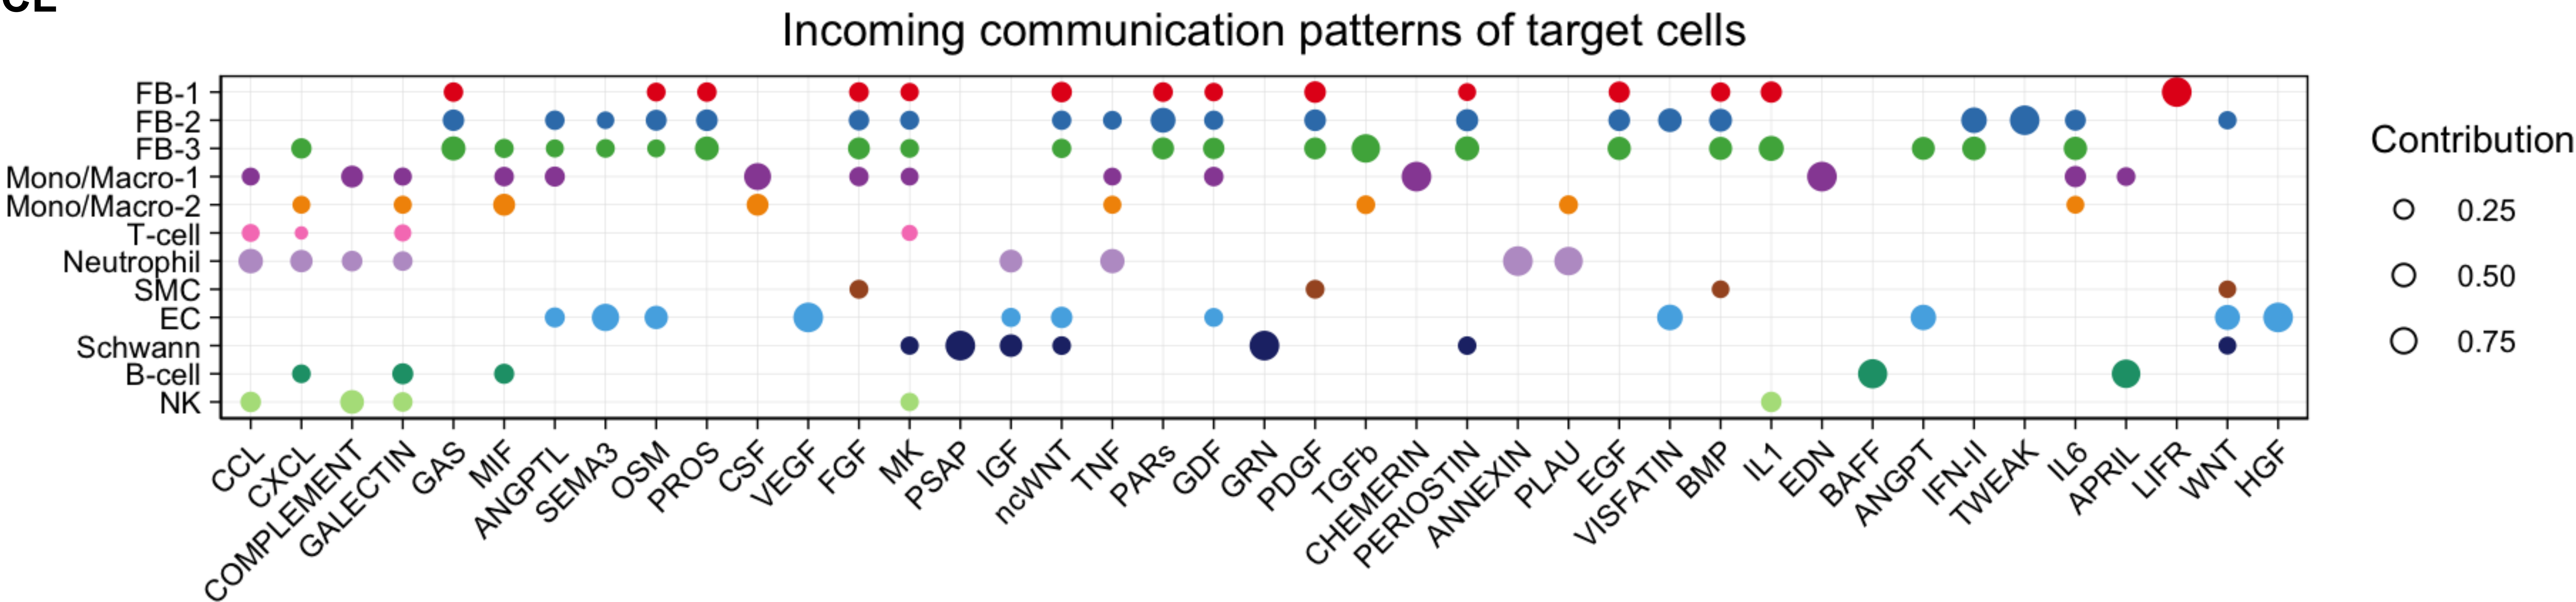

Early

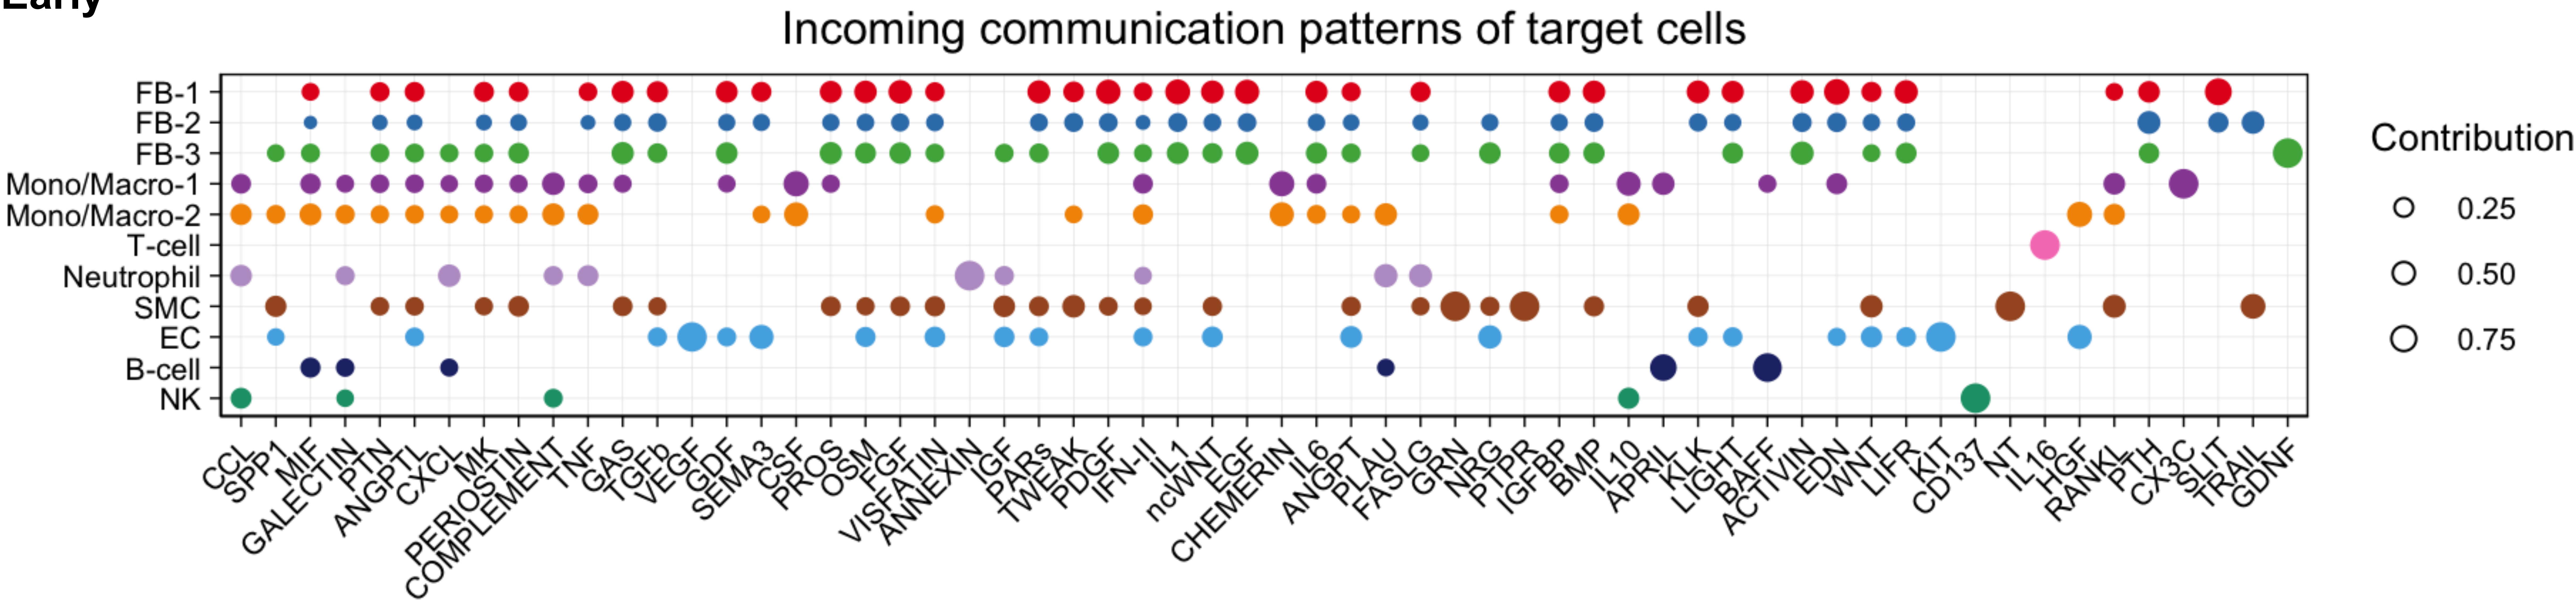

Late

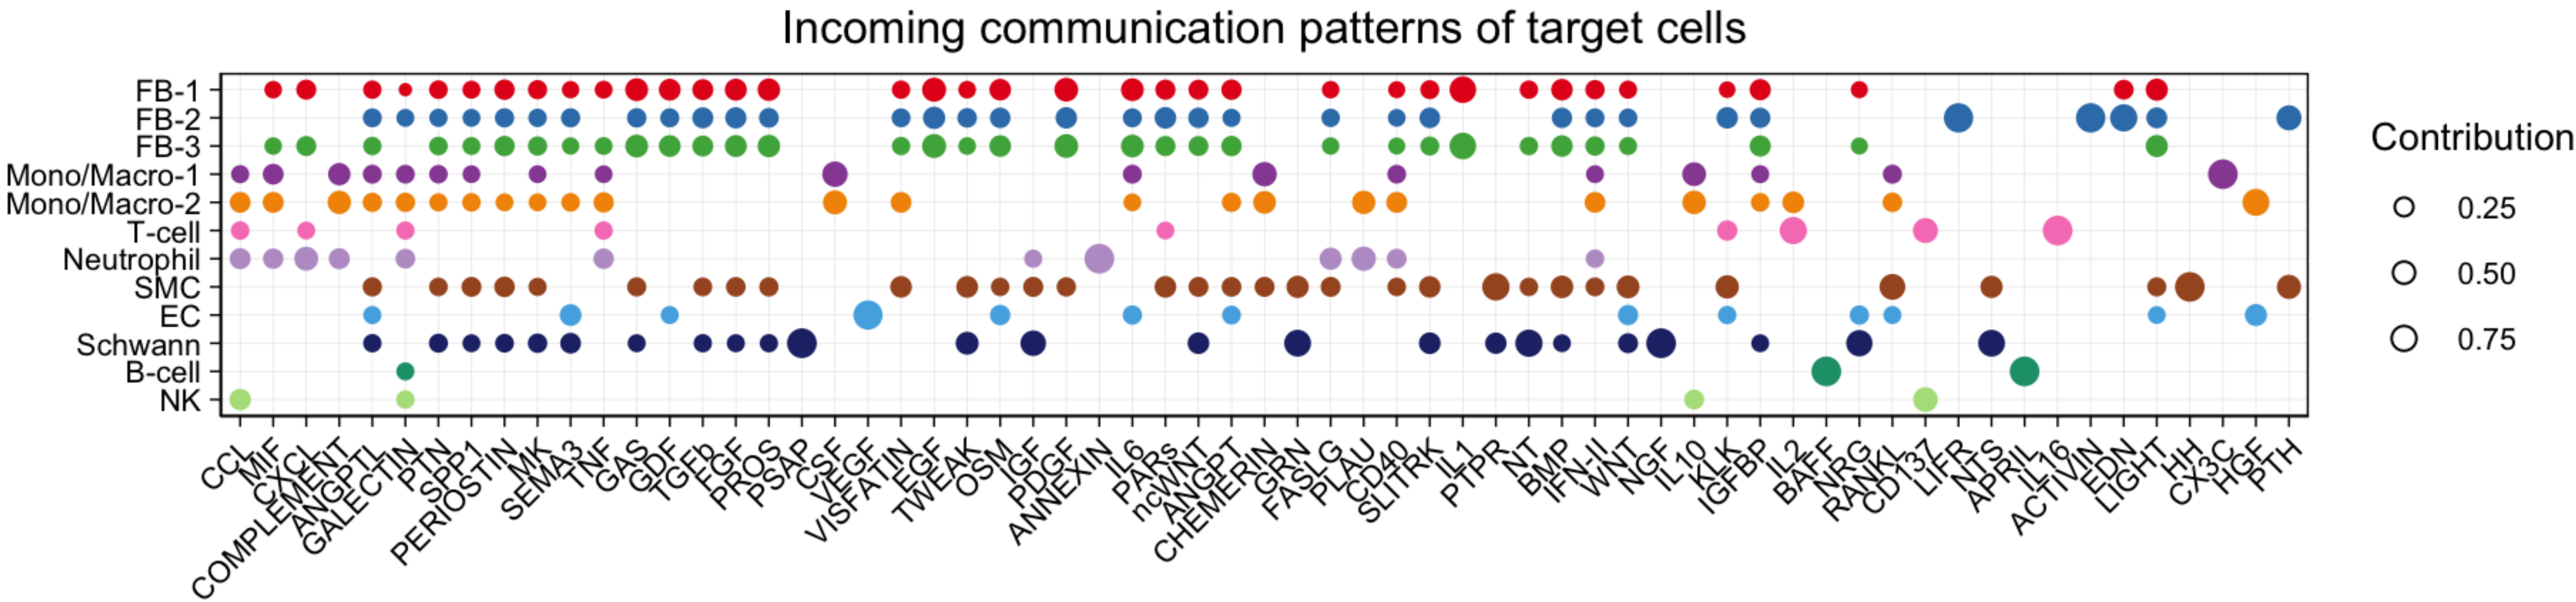

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

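Bulk RNA sequencing measured single vessels, 7 contralateral veins and 8 early, 5 mid, and 5 late AVFs, with one library per vessel. For these 25 libraries the authors deposited read counts per gene, whole numbers without normalization, in a table of 56980 genes, of which 37829 had at least 1 count. The aligner, the counting method, and the genome build are not given in the sources used here. Single-cell RNA sequencing measured 3 libraries, each from a pool of 10 vessels, of contralateral veins, early AVFs, and late AVFs. For these the authors deposited UMI counts per gene and cell barcode from Cell Ranger 6.0.2 (version per the file headers), limited to barcodes called as cells, for 32285 genes. The group of each library was taken from the deposited labels. Human data were not used here.

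Gene identifiers of the bulk table were named from the gene lists of the single-cell matrices (32210) or from the reference annotation (19962), and 4808 had no symbol. Genes with a mean DESeq2-normalized count of at least 100 over all libraries were tested. Counts were analyzed with edgeR 4.0.16 in R 4.3.3: library sizes were scaled by TMM, and a quasi-likelihood model with a mean per group was fitted to all 25 libraries. The common dispersion was 0.710, a biological coefficient of variation of 0.843. Each of the 3 time points was compared with contralateral veins and with the other time points, and the 4 groups were tested together. DEGs had an adjusted *p* under 0.01 (Benjamini–Hochberg) and an absolute log2 fold change of at least 1, in the test of the 4 groups against contralateral veins at 1 or more time points. The paper's results give this threshold on the adjusted *p*, while its methods give 0.05. A term for sex, taken from the deposited labels, and its interaction with the group was tested at an adjusted *p* under 0.05.

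Lists of marker genes were tested with camera of limma 3.58.1, on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01, and with fry, and their *p* values were adjusted over 16 lists. Statements of the paper bear on 5 of these lists: endothelial, smooth muscle contractile, macrophage, neutrophil, and fibrillar collagen and elastic fiber genes. The other 11 describe other cells or tissues: T cell, B cell, plasma cell, Schwann cell and nerve, skeletal muscle, white and brown adipocyte, erythrocyte, thyroid follicle, cartilage and bone, proliferation, and Y chromosome genes. Skeletal muscle, thyroid, and cartilage genes stand for tissue that lies near the vessels.

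Depth was similar among the bulk groups. The precision of a comparison was limited by the spread among vessels, which was greatest in contralateral veins, and by low counts in the same veins: of genes with a mean of 2 to 5 CPM there, 41.9% of values were 0. Approximate standard errors of log2 fold changes, derived from the F statistic, are given for this reason.

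Barcodes with 200 to 6000 genes and at most 10% mitochondrial counts were kept, 16893 of 26438. Counts were scaled to 10000 per cell and log-transformed. The 2000 most variable genes, without the marker genes used for naming, entered 12 principal components. A graph of 20 neighbors was clustered with leidenalg 0.10.2 (igraph 0.11.9) at resolution 0.5, under Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, and pandas 2.3.3. Scrublet and the cell-cycle scores were run through scanpy 1.11.5. A cluster received the name of the class with the highest mean log2 fold of its markers over the median of the other clusters (for classes, a median within libraries), with 10 CPM added, if that mean was at least 0.5, at least 3 markers were 2-fold up with a UMI in at least 10% of the cluster's cells, and its 10 leading genes held no more markers of another class. Clusters with a depth under 1/3 of the median of their library needed a marker of their own among these genes as well. Mono/macros and fibroblasts were clustered again at the same resolution without the markers of their subtypes, which were the genes the paper names. This naming rule was revised after the names of clusters had been seen, on 2 occasions. Results under the first rule and with shallow clusters left unnamed are given as alternatives. Other choices made after values had been seen were the denominator of the paper's 9 classes, the minimum of 20 cells of a class in a library for a ratio, the exclusion of hemoglobin genes when subtypes were named, the use of the median over a marker list, the genes shown as background in other classes, the adjustment over 16 lists, the choice of contrast reported for each bulk gene, the log scale on which single libraries were compared with their group, and the ratios over all mono/macros for *Hmox1*, *Sqstm1*, and *Hspa1a*.

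Each condition of the single-cell data had 1 library, so no test was made and cells were not used as replicates. Shares carry exact binomial intervals and summed counts exact Poisson intervals, both at 95%, which cover counting error only. Ratios against 0 counts used a floor of 3 counts over the class. Depth limits the comparison of single cells, since the median cell of late AVFs had 15425 UMIs and that of contralateral veins 2751, and cells were thinned to 1000 UMIs for cell-cycle phases. The number of contralateral SMCs (37), Mono/Macro-1 cells (20), and Mono/Macro-2 cells (12) limits ratios to them, and no ratio was formed for the last.

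The genes reported were set by a rule. In the bulk data these were the genes the paper names for Figure 1, and the 3 with the largest rise and the 3 with the largest fall among DEGs whose groups did not overlap, for early AVFs against contralateral veins and late against mid AVFs. In the single-cell data these were the genes the paper names for a cell class, and, in mono/macros and in fibroblasts, the 3 with the largest rise and the 3 with the largest fall from contralateral veins to early AVFs among genes with at least 100 counts and 50 CPM, without mitochondrial and ribosomal genes. The values of the paper's Data Sets had been seen before this rule was written. The groups, tests, gene lists, and main alternatives were set before the data were examined.

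Alternatives were DESeq2 1.42.0, RLE size factors, the edgeR likelihood ratio test, filterByExpr, no filter, an adjusted *p* under 0.05, a sex covariate, female mice only, each library left out in turn, and, added later, fits of the 2 groups compared alone. For single cells they were resolution 1.0, 30 principal components, marker genes kept, each library clustered on its own, at most 5% mitochondrial counts, at least 500 genes, cells called doublets left out, and no thinning. Scrublet called 0 doublets in contralateral veins, 5 in early AVFs, and 132 in late AVFs, so it did not work for the first of these. In 100 splits, the real one included, groups were also redrawn, and, added later, genes without overlap were counted in such splits and the DEGs of early AVFs were called without early AVFs 5 and 6 and looked up in these 2, as were the DEGs of mid and late AVFs.

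The bulk analysis was tested on simulated data with 200 of 12673 genes changed. Each gene had the spread estimated over all libraries, the same in every group. In the real data contralateral veins were less alike than early AVFs, with a median correlation within the group of 0.678 against 0.867. The rates below therefore hold for the simulated setting and do not carry over to these libraries. Comparing early AVFs with contralateral veins, the quasi-likelihood test called 51.5% of the changed genes with 0 false calls, the likelihood ratio test 66.5% with 6, and DESeq2 71.0% with 14. The naming of clusters was tested on simulated data of 5640 cells in 8 classes. Of these cells 86.95% received their class, and B cells were left unnamed. Changes planted as 4-fold in 97 genes were recovered as 1.98 on the log2 scale.

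Enrichment analyses, pathway and signature scores, trajectories, regulon activities, interaction strengths between cells, and tests of differential expression on cells were not analysed here.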

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

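Chosen only after the results were seen were the tests for tissue of another organ and the splits of the lists other than the 5 on which statements of the paper bear.

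Of 276 groups of libraries examined by Dixon's criterion at 95%, 22 held a library far from the others, 17 of 200 for named genes and 5 of 76 for measures of whole libraries, where chance finds about 1 in 20 groups. In CPM, the highest among contralateral veins were *Cx3cr1* in contralateral vein 633 (5.49, next 1.15), *Cxcl5* in contralateral vein 27 (4.03, next 0.0450), *Mmp8* in contralateral vein 27 (0.711, next 0), *Has2* in contralateral vein 633 (21.1, next 0.901), *Cxcl3* in contralateral vein 27 (0.395, next 0.0678), and *Gal* in contralateral vein 34 (0.0901, next 0), and the lowest were *C1qc* in contralateral vein 28 (29.1, next 174), *Lmod1* in contralateral vein 35 (68.9, next 98.2), *Pcolce2* in contralateral vein 35 (115, next 277), *Lox* in contralateral vein 31 (19.5, next 103), and *Thbs1* in contralateral vein 28 (1.76, next 126). Among AVFs, the highest were *Ltbp4* in early AVF 10 (109, next 47.2), *Eln* in mid AVF 13 (5093, next 2548), and *Npy* in mid AVF 14 (7.12, next 1.39), and the lowest were *Dcn* in mid AVF 12 (3079, next 3956), *Loxl1* in mid AVF 15 (257, next 407), and *Comp* in late AVF 16 (45.8, next 111). By measures of whole libraries, early AVF 3 had 9.39% mitochondrial counts (next 4.90%), and the mean log2 CPM of a marker list was far off for the endothelial list in contralateral vein 31 (6.02, next 6.79), the smooth muscle list in contralateral vein 632 (9.65, next 8.67), the neutrophil list in mid AVF 13 (3.60, next 4.59), and the adipocyte list in early AVF 6 (−2.92, next 2.31).

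Most of the libraries far off for a gene are contralateral veins. Few distinct molecules in these libraries may contribute for genes of low CPM, since 41.9% of the values of genes with a mean of 2 to 5 CPM were 0 there, against 5.98, 0.434, and 0.800% in early, mid, and late AVFs. Lower sequencing depth is argued against, because thinning all libraries to one total left the ratio of genes detected in contralateral veins to that in AVFs at 0.559. Chance and the surrounding tissue taken with a vessel stay open for the single libraries. Within a group the design gives only sex, and no biological explanation was tested.

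A difference between male and female mice in the response to AVF creation was tested by the interaction of sex and group, and 13 genes passed: *Farp2*, *Dll4*, *Fbxo10*, *Fosb*, *B4galnt1*, *Ptger2*, *Exog*, *Cd300a*, *Camk2b*, *Esm1*, *A530064D06Rik*, and *Ifit1bl1*, and 1 gene without a symbol. They lie outside the rule for named genes and were chosen after their values were seen. Exchanging the sex labels within each group gave as many genes in 71 of 100 exchanges, so chance cannot be excluded. DESeq2 gave 145 and filterByExpr 24. Leaving out 1 library moved the number by over 1.5 times without contralateral veins 27 (160), 28 (24), 31 (20), 35 (40), 632 (20), and 633 (213), early AVFs 1 (7), 2 (7), and 3 (7), mid AVFs 9 (7), 12 (7), 13 (8), 14 (7), and 15 (7), late AVFs 16 (7), 17 (7), 19 (8), 23 (7), and 24 (8). The labels themselves are in doubt in 8 libraries, as described next, so a difference between the sexes of the animals stays open and was not tested with sexes taken from the transcripts.

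In 8 of 25 bulk libraries, transcripts that differ by sex went against the deposited label, a signal the paper does not report on. Labelled female, early AVF 10, mid AVF 14, late AVF 17, and late AVF 19 had 0.187 to 0.376 CPM of *Xist* and 54.8 to 63.4 CPM as the mean of 4 Y chromosome genes. Labelled male, early AVF 5, mid AVF 12, late AVF 23, and late AVF 24 had 197 to 418 CPM of *Xist* and 0 to 0.0319 CPM of the Y chromosome genes. All 7 contralateral veins followed their labels. Each time point holds libraries off in both directions, which is what an exchange of labels within a time point would leave. Mixed samples are argued against by the near absence of one of the signals in every library. Mislabelled sexes could account for the pattern, and whether the label or the library is misplaced stays open. No biological explanation was tested. All results by sex, among them the sex covariate and the fits of female mice, use the deposited labels.

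Effects against the same contralateral veins differed between time points, tested directly by the contrast of the AVFs. Late and early AVFs differed in 381 genes and mid and early AVFs in 1 (*Ltbp4*). Chance can be excluded for the first, with 1 of 100 splits as large, the real one included. For the second, 2 of 100 splits gave at least 1 gene, the real one included, and the highest count in a split was 138. A count of 1 gene is too small for the splits to decide. However, the first number moved by over 1.5 times without early AVFs 3 (186), 5 (156), and 6 (206), late AVFs 16 (32), 17 (34), 19 (40), 23 (151), and 24 (41), and the other without contralateral veins 34 (0), 35 (0), 632 (0), and 633 (0), early AVFs 1 (224), 2 (177), 3 (0), 4 (236), 5 (0), 6 (0), 7 (0), and 10 (305), mid AVFs 9 (0), 12 (0), 13 (0), and 14 (0), late AVFs 16 (0), 17 (0), 19 (0), and 23 (0). For the late difference the pooled spread of contralateral veins is argued against, since a fit of only these AVFs gave 586. The same kind of fit gave 0 for mid against early AVFs, so it does not argue this way there. Tissue around the vessel stays open, as the skeletal muscle genes below vary between libraries of the same time point. Time after the operation is the biological factor of the design, and it stays a hypothesis.

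Transcripts of the parathyroid gland, which the paper does not discuss, appeared in AVFs. *Pth* reached 593 CPM over the early and 258 CPM over the late single cells and had 0 counts in contralateral cells, and *Chga* reached 118 and 67.6 CPM against 0.411 CPM. In the bulk data, early AVF 1, mid AVF 12, and late AVF 19 had 14517, 1529, and 5385 CPM of *Pth*, with at most 10.9 CPM in any contralateral vein, and 4659, 633, and 3114 CPM of *Chga*, with at most 2.33 CPM. *Gcm2*, a parathyroid transcription factor, followed in the same libraries with 64.1, 13.5, and 34.2 CPM, and *Casr* with 31.9, 11.1, and 31.9 CPM, and neither had a count in contralateral veins. *Chgb* and *Scg5* did not follow. Both were highest in early AVF 7 (34.1 and 99.1 CPM), against 0 and 2.59 CPM in early AVF 1. Mid AVF 9 had 218 CPM of *Pth*. Of the early *Pth* counts, 93.7% lay in 47 of 4753 cells, and in the highest cell *Pth* made up 31.5% of all UMIs. In late AVFs 96.5% lay in 58 cells. Spread of *Pth* by free RNA alone is argued against by this concentration, although every class of early cells carried some. Parathyroid tissue taken with some vessels is the likely source. Expression by vessel cells after AVF creation is the biological alternative, and it was not tested further.

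Skeletal muscle genes, which the paper does not discuss, were higher in AVFs. The median over the AVF libraries of the mean log2 CPM of 10 such genes was 5.39, against −1.39 in contralateral veins. Within time points, the genes rose and fell together across 18 AVF libraries with a mean pairwise *r* of 0.915, against at most 0.165 in 1000 shuffles. For early AVFs against contralateral veins the list had an adjusted *p* of 0.252 with camera, 0.866 with an estimated correlation, and 0.0174 with fry, 5 of 8 early AVFs lay above every contralateral vein, and splits gave a result as large in 54 of 100, so chance cannot be excluded for the excess over the other genes, which is what the splits tested. Of the 10 genes, 9 were higher in early AVFs and 8 passed the threshold, with a median fitted log2 fold change of 7.22. Late AVF 23 had 4709.7 CPM of *Acta1* and late AVF 17 3.47. Muscle around the vessel, taken in unequal amounts, is a candidate explanation. No biological explanation was tested for differences among vessels of one time point.

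Genes of proliferation, as a list outside the genes the paper discusses, were higher in early AVFs than in contralateral veins, with a mean log2 fold change of 5.22 over 10 genes. The adjusted *p* was 3.32e-05 with camera, 0.0182 with an estimated correlation, and 5.14e-11 with fry, and every early AVF lay above every contralateral vein. The median over all genes was 1.18 on this scale, and the fitted log2 fold changes of the 10 genes had a median of 2.58, so the size is smaller than the mean says. Chance can be excluded (2 of 100 splits as large). Few molecules in contralateral veins could raise the apparent change of weakly expressed genes, as 41.9% of their values at 2 to 5 CPM were 0, and stay open as a part of it. Sequencing depth is argued against, as above, with 0.559 after thinning. More dividing cells after the operation are the biological hypothesis, and dividing immune cells that arrive were not told apart from dividing vessel cells.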

How the results depend on the processing

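Chosen only after the results were seen were the fits of the 2 groups compared alone, the first naming rule, the setting with shallow clusters left unnamed, and the denominator of the paper's 9 classes. No paired analysis was possible because the groups compared share no replicate numbers.

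Of 86 log2 fold changes of named genes in the bulk data, 42 kept their direction and their side of the threshold under every alternative on all libraries or on a subset by sex or group. Over all contrasts, 615 of 687 values kept both, and 71 gained or lost the call with the direction kept. By setting, the calls were 5 gained and 2 lost with DESeq2, 4 gained with the likelihood ratio test, 1 gained with filterByExpr, 1 gained without a filter, 2 lost with a sex covariate, 35 lost in female mice, and 2 gained and 19 lost with only the 2 groups compared, and RLE size factors changed none. One direction reversed, that of *Fmod* in early AVFs against contralateral veins, from −0.83 to 0.63 in female mice. Fewer libraries enter the fits of female mice and of only 2 groups, and the cause of the other changes was not tested. *Tgfb1* in early AVFs has no value without early AVF 6 or with only the 2 groups compared, since it fell under the filter there.

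The numbers of DEGs depended on the method far more than the directions did: 23 of 64 alternative counts lay within 1.5 times the main one. The main counts were 1613 across the 4 groups, 1599, 767, and 676 in early, mid, and late AVFs against contralateral veins, 1 for mid against early, 381 for late against early, 0 for late against mid AVFs, and 13 for the difference between sexes. Counts outside that range were, with DESeq2, 2440 in early AVFs, 1418 in mid AVFs, and 1293 in late AVFs against contralateral veins, 472 for mid against early AVFs, 753 for late against early AVFs, 1 for late against mid AVFs, and 145 for the difference between sexes. With the likelihood ratio test they were 1158 in mid AVFs and 1044 in late AVFs against contralateral veins, 356 for mid against early AVFs, and 625 for late against early AVFs. At an adjusted *p* under 0.05 they were 2438 across the 4 groups, 2520 in early AVFs, 1421 in mid AVFs, and 1303 in late AVFs against contralateral veins, 482 for mid against early AVFs, and 794 for late against early AVFs, since the threshold is wider. The filter filterByExpr gave 3097 across the 4 groups, 3803 in early AVFs, 2823 in mid AVFs, and 2696 in late AVFs against contralateral veins, 0 for mid against early AVFs, and 24 for the difference between sexes. Without a filter there were 2858 across the 4 groups, 3938 in early AVFs, 2728 in mid AVFs, and 2567 in late AVFs against contralateral veins, and 208 for late against early AVFs. RLE size factors and a sex covariate each gave 0 for mid against early AVFs. In female mice there were 223 across the 4 groups, 327 in early AVFs, 192 in mid AVFs, and 173 in late AVFs against contralateral veins, 0 for mid against early AVFs, and 0 for late against early AVFs. Fits of only the 2 groups compared gave 632 in early AVFs, 339 in mid AVFs, and 223 in late AVFs against contralateral veins, 0 for mid against early AVFs, and 586 for late against early AVFs. Fewer libraries in the last 2 settings and another number of genes tested with filterByExpr and no filter are part of their construction, and the cause of the remaining shifts was not tested. For late against mid AVFs, the count of 0 holds for the edgeR quasi-likelihood test, 39 genes lay under an unadjusted *p* of 0.05, and DESeq2 gave 1.

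Leaving out 1 library at a time kept the counts within 1.5 times across the 4 groups, at 1320 (late AVF 24) to 1813 (contralateral vein 28), and against contralateral veins in early AVFs, at 1370 (early AVF 5) to 1823 (contralateral vein 28), and in mid AVFs, at 530 (mid AVF 14) to 955 (contralateral vein 633). For late AVFs against contralateral veins it gave 432 (late AVF 16) to 889 (contralateral vein 633), with a shift beyond 1.5 times without late AVFs 16 (432), 17 (435), and 24 (446). For mid against early AVFs the counts were 0 to 305, and those beyond 1.5 times came without contralateral veins 34 (0), 35 (0), 632 (0), and 633 (0), early AVFs 1 (224), 2 (177), 3 (0), 4 (236), 5 (0), 6 (0), 7 (0), and 10 (305), mid AVFs 9 (0), 12 (0), 13 (0), and 14 (0), late AVFs 16 (0), 17 (0), 19 (0), and 23 (0). Late against early AVFs gave 32 (late AVF 16) to 549 (contralateral vein 28), beyond 1.5 times without early AVFs 3 (186), 5 (156), and 6 (206), late AVFs 16 (32), 17 (34), 19 (40), 23 (151), and 24 (41). The difference between sexes gave 7 to 213, beyond 1.5 times without contralateral veins 27 (160), 28 (24), 31 (20), 35 (40), 632 (20), and 633 (213), early AVFs 1 (7), 2 (7), and 3 (7), mid AVFs 9 (7), 12 (7), 13 (8), 14 (7), and 15 (7), late AVFs 16 (7), 17 (7), 19 (8), 23 (7), and 24 (8). Fewer libraries are part of the construction of these fits, and which property of a library moved a count was not tested.

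Among log2 fold changes, leaving out 1 library changed 102 of 2149 calls or directions, in 20 of 86 contrasts of named genes. Their lowest and highest log2 fold changes, with the library left out, were as follows. Against contralateral veins these were in early AVFs *Il1b* 3.74 (contralateral vein 35) to 6.36 (contralateral vein 34), *Has2* 2.54 (contralateral vein 35) to 6.44 (contralateral vein 633), *Vcan* 2.37 (contralateral vein 31) to 2.90 (contralateral vein 632), *Mmp19* 2.37 (contralateral vein 27) to 3.34 (contralateral vein 31), and *Bgn* −0.0705 (early AVF 10) to 0.29 (early AVF 6); in mid AVFs *Eln* 1.81 (mid AVF 13) to 2.47 (contralateral vein 27) and *Loxl1* 0.97 (contralateral vein 35) to 1.38 (contralateral vein 28); in late AVFs *Il1b* 2.28 (contralateral vein 35) to 4.86 (contralateral vein 34), *Pecam1* −1.15 (contralateral vein 28) to −0.88 (contralateral vein 31), *Lmod1* −1.83 (late AVF 23) to −1.44 (late AVF 17), *Postn* 1.67 (late AVF 19) to 1.94 (late AVF 24), *Lox* 1.76 (contralateral vein 35) to 2.24 (contralateral vein 27), *Loxl1* 0.98 (contralateral vein 35) to 1.38 (contralateral vein 28), *Prelp* 1.79 (contralateral vein 35) to 2.23 (contralateral vein 28), *Comp* 4.61 (contralateral vein 35) to 5.23 (contralateral vein 34), *Timp3* 1.53 (contralateral vein 35) to 1.89 (contralateral vein 632), *Mmp19* 2.30 (contralateral vein 632) to 3.34 (contralateral vein 31), and *Bgn* 0.97 (contralateral vein 35) to 1.28 (contralateral vein 27). Between time points they were for late against early AVFs *Comp* 3.98 (early AVF 5) to 4.55 (early AVF 10), and for late against mid AVFs *Thbs4* −0.0320 (late AVF 19) to 0.36 (late AVF 17).

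*Mmp19* in early AVFs (adjusted *p* = 0.00958) lost its call in 23 of 25 such fits (0.0111 to 0.0173), all but those without contralateral vein 31 and contralateral vein 632, and *Bgn* in late AVFs (0.00675) lost it without contralateral veins 31, 34, and 35, mid AVF 13, late AVFs 16, 17, 19, 23, and 24 (0.0107 to 0.0248). Calls were gained for *Mmp19* in late AVFs (0.0331) without contralateral vein 31 (0.00554), for *Il1b* in late AVFs (0.124) without contralateral vein 34 (0.00149), and for *Comp* in late against early AVFs (0.0117) without contralateral veins 28, 31, 35, and 632, early AVF 10 (0.00589 to 0.00870). The direction of *Bgn* in early AVFs, 0.14 in all libraries, reversed without contralateral vein 35 (−0.0447) and without early AVF 10 (−0.0705). Why these libraries matter was not tested.

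Of the 5 lists on which statements of the paper bear, the endothelial and the smooth muscle lists kept their calls under camera with an estimated correlation and under fry. With the estimated correlation, the adjusted *p* moved from 0.000113 to 0.300 for the macrophage list and from 7.92e-08 to 0.0603 for the neutrophil list, both past the threshold with fry. For the fibrillar collagen and elastic fiber list (adjusted *p* = 0.838, lower than the other genes on the log2 CPM scale), fry gave the other direction at 0.206, since it tests against 0 and not against the other genes. On the fitted scale the median of the list was 0.65, against −0.00667 over all genes. Leaving out 1 library gave 0.516 (early AVF 10) to 0.993 (contralateral vein 632) for this list, with the direction reversed without contralateral vein 28 (0.968), contralateral vein 632 (0.993), and early AVF 7 (0.810). No other list changed. Apart from the construction of fry, the cause was not tested.

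In the single-cell data, of 602 alternative shares and ratios of shares, 299 stayed within the 95% interval of the main value, 296 moved beyond it with the direction kept, and 7 reversed, in 2 ratios. For log2 ratios of genes within a class these counts were 868, 705, and 71 of 1644, with reversals in 20 of 205 ratios. Intervals cover counting error only, so a move beyond them concerns the cells of one pool and not animals. The main ratios of shares were 3.63 for mono/macros, 0.121 for ECs, 1.77 for Mono/Macro-1, 27.0 for Mono/Macro-2, 0.0327 for FB-1, and 23.5 for FB-2 (early to contralateral), 1.38 for fibroblasts and 14.9 for SMCs (late to contralateral), and 5.82 for FB-3 (late to early).

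At resolution 1.0, ratios of shares moved to 0.00937 for FB-1 (early to contralateral) and 4.53 for FB-3 (late to early), and reversed to 0.278 for Mono/Macro-1 (early to contralateral). In Mono/Macro-1, log2 ratios reversed to 0.52 for *Ccl4* and 1.15 for *Ifit2* (early to contralateral), 1.58 for *Ccl4*, 1.72 for *Dnajb1*, and 0.60 for *Hmox1* (late to contralateral), and −0.15 for *Ifit2* and 0.16 for *Il1b* (late to early). With 30 principal components, ratios of shares moved to 1.15 for fibroblasts (late to contralateral), 4.32 for mono/macros, 0.00370 for FB-1, and 91.9 for FB-2 (early to contralateral), and 3.12 for FB-3 (late to early), and reversed to 0.565 for Mono/Macro-1 (early to contralateral). Log2 ratios within Mono/Macro-1 reversed to 0.74 for *Ccl4* and 0.58 for *Ifit2* (early to contralateral) and 1.59 for *Ccl4*, 1.72 for *Dnajb1*, and 0.54 for *Hmox1* (late to contralateral), and in fibroblasts −0.0218 for *Vcam1* (late to early). With marker genes kept among the variable genes, ratios of shares moved to 1.26 for fibroblasts (late to contralateral), 4.08 for mono/macros, 0.0938 for FB-1, and 116 for FB-2 (early to contralateral), and 8.12 for FB-3 (late to early), and reversed to 0.0324 for Mono/Macro-1 (early to contralateral). Reversed log2 ratios in Mono/Macro-1 were 1.98 for *Ccl4*, 0.22 for *Hspd1*, 0.77 for *Hspb1*, 1.54 for *Dnajb1*, 1.52 for *Ifit2*, 1.43 for *Oasl1*, 0.99 for *Atf3*, and 1.22 for *Hspa1a* (early to contralateral), 1.92 for *Ccl4*, 1.80 for *Dnajb1*, and 0.83 for *Hmox1* (late to contralateral), and −0.0617 for *Ccl4*, −0.53 for *Ifit2*, and −0.23 for *Irf4* (late to early), and in fibroblasts −0.0906 for *Vcam1* (late to early). Where each library was clustered on its own, ratios of shares moved to 1.14 for fibroblasts and 4.46 for SMCs (late to contralateral) and 3.33 for mono/macros and 2.94 for Mono/Macro-2 (early to contralateral), and reversed to 0.722 for FB-3 (late to early). In Mono/Macro-1, log2 ratios reversed to 0.0802 for *Ccl4* and 0.25 for *Ifit2* (early to contralateral), 1.44 for *Ccl4*, 1.03 for *Dnajb1*, and 0.14 for *Hmox1* (late to contralateral), and 0.13 for *Il1b* (late to early). The cause of these changes was not tested.

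With at most 5% mitochondrial counts, ratios of shares moved to 4.66 for mono/macros, 0.0798 for ECs, 7.67 for Mono/Macro-2, and 482 for FB-2 (early to contralateral) and 4.27 for FB-3 (late to early), and reversed to 0.0241 for Mono/Macro-1 (early to contralateral). Log2 ratios within Mono/Macro-1 reversed to 1.27 for *Ccl4*, 0.0927 for *Hspd1*, 0.50 for *Hspb1*, 1.55 for *Dnajb1*, 0.30 for *Ifit2*, 0.87 for *Oasl1*, 0.59 for *Atf3*, and 1.14 for *Hspa1a* (early to contralateral) and 1.51 for *Ccl4*, 1.74 for *Dnajb1*, and 0.60 for *Hmox1* (late to contralateral), and in fibroblasts −0.000985 for *Vcam1* (late to early). Among cells with at least 500 genes, ratios of shares moved to 1.01 for fibroblasts and 9.04 for SMCs (late to contralateral) and 0.00381 for FB-1 and 37.9 for FB-2 (early to contralateral), and reversed to 0.0503 for Mono/Macro-1 (early to contralateral). Reversed log2 ratios in Mono/Macro-1 were 1.12 for *Ccl4*, 0.31 for *Dnajb1*, 0.95 for *Ifit2*, 0.49 for *Oasl1*, 0.0941 for *Atf3*, and 0.0363 for *Hspa1a* (early to contralateral) and 1.93 for *Ccl4*, 1.80 for *Dnajb1*, and 0.78 for *Hmox1* (late to contralateral), and in FB-2 −0.24 for *Col1a1* and 1.56 for *Tgfb1* (late to contralateral). Without cells called doublets, ratios of shares moved to 1.15 for fibroblasts (late to contralateral), 73.3 for Mono/Macro-2, 0.00332 for FB-1, and 186 for FB-2 (early to contralateral), and 1.94 for FB-3 (late to early). In Mono/Macro-1, log2 ratios reversed to −1.28 for *Ifit2* (late to early), and in fibroblasts −0.00365 for *Vcam1* (late to early). Fewer cells are part of the construction of these settings, and the cause beyond that was not tested. Under the first naming rule, ratios of shares moved to 1.12 for fibroblasts (late to contralateral), 194 for Mono/Macro-2, 0.0141 for FB-1, and 651 for FB-2 (early to contralateral), and 2.99 for FB-3 (late to early), and reversed to 0.0831 for Mono/Macro-1 (early to contralateral). Log2 ratios within Mono/Macro-1 reversed to 1.32 for *Ccl4*, 1.05 for *Dnajb1*, 0.86 for *Ifit2*, 0.41 for *Oasl1*, 0.75 for *Atf3*, and 0.74 for *Hspa1a* (early to contralateral), 1.50 for *Ccl4*, 1.84 for *Dnajb1*, and 0.52 for *Hmox1* (late to contralateral), and −0.15 for *Ifit2* and −0.0134 for *Mrc1* (late to early), and in Mono/Macro-2 0.0486 for *Il1b* (late to early). With shallow clusters left unnamed, ratios of shares moved to 1.12 for fibroblasts (late to contralateral), 0.201 for FB-1 and 651 for FB-2 (early to contralateral), and 2.99 for FB-3 (late to early). As shares of the cells of the paper's 9 classes, ratios of shares moved to 1.13 for fibroblasts (late to contralateral) and 3.13 for mono/macros (early to contralateral). The last of these changes the denominator by construction, and the cause of the other changes was not tested.

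Most of the reversals lie in Mono/Macro-1, whose ratios to contralateral veins rest on 20 cells there, and in the 6 settings that reverse the ratio of its share, 45.7 to 96.0% of the contralateral mono/macros received this name, against 2.70% in the main analysis. Without thinning, the share of cells in S or G2M phase was 35.2%, 30.5%, and 23.2% in contralateral veins, early AVFs, and late AVFs, against 41.8%, 40.6%, and 38.6% with all cells thinned to 1000 UMIs, and the order of the 3 libraries was kept. Depth differs between the libraries and enters the unthinned scores by construction.

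The rise of the Mono/Macro-1 share from early to late AVFs became a fall with 30 principal components and with each library clustered on its own. This ratio of shares was not among those counted above. Some alternatives gave no value. No early cells were named FB-1 with each library clustered on its own or with at most 5% mitochondrial counts, and no contralateral cells were named FB-1 or FB-2 with each library on its own, so these ratios do not exist. Log2 ratios were not formed where a class had under 20 cells in a library, no cluster, or no count of the gene, which concerned genes in FB-1 or FB-2 under every setting and those in Mono/Macro-1 without cells called doublets. Ratios of subtypes and of genes within a class do not involve the denominator of 9 classes, which gave none. Low counts limit the bulk comparisons of weakly expressed genes, which have many zeros in contralateral veins. Depth limits single cells most in the same veins, whose median cell has 2751 UMIs.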

Differences from the paper's values

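Chosen only after values had been seen were the naming of clusters by the first rule, the naming with shallow clusters left unnamed, the denominator of the paper's 9 classes, and the fits of the 2 groups compared alone. The other alternatives named here were set before the data were examined. Where the paper tests genes between groups of single cells it took cells as replicates, whereas here each condition of the single-cell data is 1 library and was not tested. The paper's methods mention an integrated object, while cells were clustered here without integration, and no alternative with integration was run. Shares of classes and subtypes below are therefore set against the paper's from unlike clusterings.

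For differential expression among the 4 bulk groups the paper gives 4541 genes, and 1613 were found here. Of 8 alternatives, filterByExpr came within 1.5 times of the paper's value (3097) and the other 7 did not, with 223 to 3097 genes over all 8. Leaving out each library in turn gave 1320 to 1813 and did not reach it. The paper counts 20094 genes as captured, and 12673 were tested here. With filterByExpr the number tested was within 1.5 times of the paper's, and with the other 7 it was not, the range being 12537 to 37829, nor with any library left out (12595 to 12767). The paper's number of single cells is 10500, and 16893 passed the limits on genes and mitochondrial counts that the paper states. No alternative was defined for that number.

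The paper's Data Set S1 gives a log2 fold change of 13.7975 for *Npy* in early AVFs against contralateral veins, and the value here is 9.84. Of 7 alternatives, DESeq2 came within the standard error, and the other 6 did not (all 7: 9.58 to 12.92), nor did the fits without 1 library (7.83 to 10.04). The paper's Data Set S1 gives a log2 fold change of 11.6168 for *Gal* in early AVFs against contralateral veins, and the value here is 9.38. Of 7 alternatives, DESeq2 and the fit of female mice only came within the standard error, and the other 5 did not (all 7: 9.33 to 11.89), nor did the fits without 1 library (7.45 to 9.66). Of 53 log2 fold changes of named genes found in the part of Data Set S1 that could be read (1998 genes), 53 had the paper's sign, and the median absolute difference was 0.0403. The largest was 3.96, that of *Npy*. As *Npy* had 0 counts in every contralateral vein, its fitted value depends on the count that the fit adds and is no bound, and so does the gap. Of the 52 values of genes with contralateral counts, *Gal* had the largest difference, 2.23. Its fitted value also holds the count that the fit adds, so part of this gap may come from it.

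SMCs were 3.1% of contralateral cells by the paper and 0.586% here. The 7 alternatives, from 0.427 to 1.93%, stayed away from it. For neutrophils in contralateral veins the paper shows about 1.5% in Fig. 2C, read by eye, against 0.997%. Of 7 alternatives (0.870 to 1.35%) the paper's value was within 1.5 times with marker genes kept, at most 5% mitochondrial counts, and at least 500 genes, not with the other 4. As a share of the cells of the paper's 9 classes, a denominator chosen after the values were seen, it was 1.26%, within 1.5 times, and no share that matched left the paper's range. For B cells the paper shows about 4% in Fig. 2C, read by eye, against 6.01%. Of 7 alternatives (0 to 7.60%) the paper's value was within 1.5 times with 30 principal components and marker genes kept, not with the other 5.

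Mono/Macro-1 cells in contralateral veins are about 87% in Fig. 3B, read by eye, of mono/macros by the paper, and 2.70% here. Of 7 alternatives (1.88 to 96.0%) the paper's value was within 1.5 times with resolution 1.0, 30 principal components, marker genes kept, at most 5% mitochondrial counts, and at least 500 genes, not with the other 2. Mono/Macro-1 cells in early AVFs are about 49% in Fig. 3B, read by eye, of mono/macros by the paper, and 4.78% here. Of 7 alternatives (2.22 to 53.5%) the paper's value was within 1.5 times with 30 principal components and each library clustered on its own, not with the other 5. Mono/Macro-1 cells in late AVFs are about 57% in Fig. 3B, read by eye, of mono/macros by the paper, and 29.5% here. Of 7 alternatives (27.7 to 44.9%) the paper's value was within 1.5 times with each library clustered on its own, not with the other 6. Mono/Macro-2 cells in contralateral veins are about 13% in Fig. 3B, read by eye, of mono/macros by the paper, and 1.62% here. Of 7 alternatives (0.536 to 16.4%) the paper's value was within 1.5 times with each library clustered on its own, not with the other 6. Mono/Macro-2 cells in late AVFs are about 43% in Fig. 3B, read by eye, of mono/macros by the paper, and 27.0% here. Of 7 alternatives (20.2 to 32.4%) the paper's value was within 1.5 times with 30 principal components and each library clustered on its own, not with the other 5. The first naming rule, chosen after the values were seen, reached none of these 5 values and moved the early Mono/Macro-2 share from 43.7% to 26.2%.

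Of fibroblasts in early AVFs, FB-1 cells are about 39% in Fig. 5B, read by eye, in the paper and 2.84% here. The 7 alternatives, from 0 to 6.78%, stayed away from it. Of fibroblasts in late AVFs, FB-1 cells are about 50% in Fig. 5B, read by eye, in the paper and 1.43% here. Of 7 alternatives (0.505 to 41.3%) the paper's value was within 1.5 times with marker genes kept and each library clustered on its own, not with the other 5. Of fibroblasts in contralateral veins, FB-2 cells are about 5% in Fig. 5B, read by eye, in the paper and 2.70% here. The 7 alternatives, from 0 to 1.50%, stayed away from it. Of fibroblasts in late AVFs, FB-2 cells are about 25% in Fig. 5B, read by eye, in the paper and 48.0% here. Of 7 alternatives (13.6 to 63.2%) the paper's value was within 1.5 times with marker genes kept, each library clustered on its own, and cells called doublets left out, not with the other 4. Of fibroblasts in contralateral veins, FB-3 cells are about 13% in Fig. 5B, read by eye, in the paper and 7.32% here. Of 7 alternatives (6.98 to 9.55%) the paper's value was within 1.5 times with each library clustered on its own and at least 500 genes, not with the other 5. Of fibroblasts in early AVFs, FB-3 cells are about 11% in Fig. 5B, read by eye, in the paper and 6.65% here. Of 7 alternatives (3.39 to 17.6%) the paper's value was within 1.5 times with 30 principal components and at most 5% mitochondrial counts, not with the other 5. Of fibroblasts in late AVFs, FB-3 cells are about 25% in Fig. 5B, read by eye, in the paper and 38.8% here. Of 7 alternatives (12.5 to 44.3%) the paper's value was within 1.5 times with resolution 1.0, 30 principal components, marker genes kept, at least 500 genes, and cells called doublets left out, not with the other 2. The rise of the FB-2 share from contralateral veins to early AVFs is about 10-fold in Fig. 5B, read by eye, in the paper, and 23.5-fold here. The 6 alternatives, from 18.3 to 482, stayed away from it. With shallow clusters left unnamed, chosen after the values were seen, the FB-1 share of late AVFs (48.9%) and the FB-3 shares of early (11.4%) and late AVFs (34.0%) came within 1.5 times of the paper's, while the fibroblast share of early AVFs (8.71%), 1 of the shares that had matched, no longer did. The first naming rule, also chosen afterwards, gave the same FB-3 shares and the same early fibroblast share.

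Some statements of the paper differ in direction or rank from these results. The paper names T cells, with fibroblasts and mono/macros, as the largest populations across its groups. By its own values, ECs (14.5%) exceeded T cells (12.1%) in contralateral veins, so not every rank below differs from it. Here T cells ranked behind neutrophils (3.51% against 16.5%) and SMCs (4.92%) in early AVFs. In contralateral veins (10.1%) they ranked behind fibroblasts, erythrocytes (13.5%), ECs (12.8%), and mono/macros (11.7%). In late AVFs they were the third, at 9.71%. *Tagln* is higher in ECs after AVF creation in the paper, and in early AVFs it was lower, with a log2 ratio of −0.57 to contralateral veins (−0.63 to −0.45 over the alternatives). In late AVFs *Tagln* was higher (1.05), as *Acta2* was at both times (0.65 and 1.86). The paper reports no change in division scores of single cells after the operation. Over all cells, the thinned share in S or G2M phase did not rise, at 41.8%, 40.6%, and 38.6% in contralateral veins, early AVFs, and late AVFs. The share among fibroblasts rose in early AVFs, from 34.4% (32.1 to 36.8%) to 43.8% (40.2 to 47.4%), and was 30.6% in late AVFs. That of T cells and ECs was also higher in early AVFs, and that of mono/macros, SMCs, and neutrophils lower. However, the same calls put 36.1% of early and 50.0% of contralateral neutrophils in these phases. Thinned cells with a UMI of *Mki67* (0.933%, 0.688 to 1.23%, 2.43%, 1.99 to 2.93%, and 1.91%, 1.57 to 2.32%) or *Top2a* (0.777%, 0.556 to 1.06%, 1.99%, 1.60 to 2.45%, and 1.36%, 1.07 to 1.71%) were more frequent in both AVF libraries, and proliferation genes rose in the bulk data of early AVFs by a mean log2 fold change of 5.22 where the median over all genes was 1.18, and by a median fitted log2 fold change of 2.58 where that over all genes was −0.00667, with 10 of 10 genes higher and 4 of them DEGs.

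Mono/Macro-1 cells predominate in contralateral veins in the paper and decrease after the operation. Of contralateral mono/macros 2.70% received this name here, and the share rose 1.77-fold to early AVFs. It fell, to 0.278, 0.565, 0.0324, 0.0241, and 0.0503 of the contralateral share, at resolution 1.0, with 30 principal components, with marker genes kept, at most 5% mitochondrial counts, and at least 500 genes, and to 0.0831 under the first naming rule. Over all mono/macros the 14 markers of the subtype went in the paper's direction, with an early median log2 ratio to contralateral veins of −0.45 (−3.84 to 0.43) and a summed level of 16411 CPM against 21425. *Hmox1* is higher in late than in contralateral Mono/Macro-1 cells in the paper and had a log2 ratio of −0.31 here, turning positive in 6 alternatives set beforehand (0.14 with each library clustered on its own to 0.83 with marker genes kept) and under the first naming rule (0.52). *Sqstm1* and *Hspa1a* followed the paper, at 1.37 and 0.30. *Retnla* followed it too, with 0 early counts.

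Signals leaving fibroblasts stay enriched in late AVFs in the paper, and *Mif* in late fibroblasts was at the contralateral level, with a log2 ratio of 0.00, from −0.0964 to 0.00547 over the alternatives. *Ptn* (3.53) and *Mdk* (1.01) stayed higher.

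In the bulk data, some genes the paper calls changed kept the paper's direction without passing 0.01 in a single contrast against contralateral veins. The paper's Data Set S1 gives a single *p* per gene for its fold changes at all time points. The adjusted *p* values below are therefore from a different test than the paper's, and do not show that its calls fail. *Has2* in early AVFs had an adjusted *p* of 0.0696 and was called by DESeq2 (0.00569) and without contralateral vein 633 (1.69e-05). *Col1a1* and *Col3a1* had 0.0833 and 0.0745 in mid and 0.124 and 0.152 in late AVFs, called by no alternative, whereas *Eln*, *Fn1*, *Lox*, and *Loxl1* passed at both times. *Thbs1* in late AVFs had 0.156, with no alternative calling it. *Timp3* in late AVFs had 0.0111 and passed with DESeq2 (0.00220), the likelihood ratio test (0.00230), filterByExpr (0.00726), no filter (0.00560), or the threshold of 0.05, in the fit of the 2 groups alone (0.00530), and without contralateral vein 632 (0.00740) or early AVF 3 (0.00330), 5 (0.00807), or 6 (0.00436). *Pecam1*, whose decline persists in the paper, had 0.0155 in late AVFs and passed with DESeq2 (0.00510), the likelihood ratio test (0.00876), or the threshold of 0.05, and without contralateral vein 28 (0.00255). The peaks the paper places at mid or late AVFs were highest in the same groups by mean CPM for *Postn*, *Col8a1*, *Col4a1*, *Thbs1*, and *Thbs4*, but no difference between late and mid AVFs passed the threshold in any of them (adjusted *p* = 1.00 for each). By the same quasi-likelihood contrast, 39 of 12673 genes had an unadjusted *p* under 0.05, fewer than chance alone gives, so it cannot decide on these peaks.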

Other observations

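Chosen only after the results were seen were the test of dilution for the EC share, the tests of *Hbb-bs* and of the number of UMIs per cell, the examination of even counts with its tests on early AVFs 5 and 6, the splits of the number of genes without overlap, and the splits of the lists other than the 5 on which statements of the paper bear.

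The genes that differ between AVFs and contralateral veins were too many for chance. Across the 4 groups (1613 genes) and for early (1599), mid (767), and late AVFs (676) against contralateral veins, 1 of 100 splits of the same libraries, the real one, gave as many, so chance can be excluded. The number for late AVFs moved by over 1.5 times without late AVFs 16 (432), 17 (435), and 24 (446). Between late and mid AVFs the edgeR quasi-likelihood test called 0 genes and DESeq2 1, 39 of 12673 genes had an unadjusted *p* under 0.05, fewer than the 5% that chance alone gives. All 100 of 100 splits gave at least 0 genes, which decides nothing. Genes for which the groups do not overlap (128 higher and 109 lower in late AVFs) were 1.87% of those tested, against 0.794% by chance, but 10 of 100 splits gave as many, so chance cannot be excluded there. For early, mid, and late AVFs against contralateral veins, mid against early, and late against early AVFs, 1, 1, 1, 1, and 1 of 100 splits gave as many genes without overlap, so chance can be excluded for these. Few molecules in contralateral veins, where 41.9% of values at 2 to 5 CPM were 0, could lower the number called among weakly expressed genes. Lower depth of these libraries is argued against by the ratio of 0.559 after thinning. AVF creation is the biological factor of the comparison, and it stays a hypothesis here because tissue taken with the vessels is open.

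Marker lists were compared between early AVFs and contralateral veins. The median log2 fold change of all genes in these tests was 1.18, and camera judges a list against the other genes while fry judges it against 0. Mean log2 fold changes, with adjusted *p* under camera, under camera with an estimated correlation, and under fry, were −1.58 for the endothelial list (1.32e-15, 0.000569, 1.08e-10, 8 of 8 early AVFs below every contralateral vein), −2.84 for the smooth muscle list (2.14e-23, 0.000465, 2.13e-13, 8 of 8 early AVFs below every contralateral vein), 2.59 for the macrophage list (0.000113, 0.300, 3.62e-07, 8 of 8 early AVFs above every contralateral vein), 6.76 for the neutrophil list (7.92e-08, 0.0603, 2.60e-10, 8 of 8 early AVFs above every contralateral vein), and 0.56 for the fibrillar collagen and elastic fiber list (0.838, 0.910, 0.206, 5 of 8 early AVFs above every contralateral vein). Chance can be excluded for the endothelial, smooth muscle, and neutrophil lists (1, 1, and 1 of 100 splits as large), and not for the collagen list (87). For the macrophage list 13 splits were as large in the comparison with the other genes, so chance cannot be excluded for that excess; the rise itself, with all 8 early AVFs above all 7 contralateral veins, is a separation that 0.0311% of splits give by chance in either direction, so chance can be excluded for it. On the fitted scale the median of the collagen genes was 0.651, above that of all genes. On the log2 CPM scale, the direction of the collagen list against the other genes reversed without contralateral vein 28 (0.968), contralateral vein 632 (0.993), or early AVF 7 (0.810). No gene is in more than 1 of the 16 lists. The study names 2 of the endothelial, 3 of the smooth muscle, 4 of the macrophage, 2 of the neutrophil, and 8 of the collagen genes. An arrival of immune cells and a loss of ECs and SMCs are the biological hypotheses. They were not separated from a change within cells or from tissue around the vessel, which stay open. In the single cells the share of SMCs rose instead, from 0.586% in contralateral veins (37 cells) to 4.92% in early AVFs. That share rests on 1 library per condition, so it goes against a loss of SMCs without deciding it.

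Lists of other cells and tissues gave mean log2 fold changes of 2.25 for the T cell list (0.483, 0.866, 0.00206, 4 above and 0 below, 56 splits), 1.55 for the B cell list (0.838, 0.910, 0.0156, 2 above and 0 below, 89 splits), −1.12 for the plasma cell list (0.0141, 0.300, 0.211, 1 above and 1 below, 16 splits), 0.74 for the Schwann cell and nerve list (0.483, 0.866, 0.276, 3 above and 0 below, 62 splits), 4.26 for the skeletal muscle list (0.252, 0.866, 0.0174, 5 above and 0 below, 54 splits), −0.15 for the adipocyte list (0.0461, 0.528, 0.514, 3 above and 1 below, 35 splits), −0.52 for the erythrocyte list (0.0111, 0.309, 0.246, 0 above and 2 below, 16 splits), 1.58 for the thyroid list (0.838, 0.910, 0.0654, 0 above and 0 below, 89 splits), 3.20 for the cartilage and bone list (0.0907, 0.378, 2.90e-06, 7 above and 0 below, 16 splits), and 2.56 for the Y chromosome list (0.838, 0.910, 0.337, 0 above and 2 below, 88 splits), with adjusted *p* in the same order of tests, the number of 8 early AVFs above and below every contralateral vein, and the splits out of 100 with a result as large. 3 of the 6 thyroid genes entered these tests. These means are of log2 values, on which the median over all genes was 1.18. Fitted log2 fold changes of the genes that passed the count filter of the DEG test had medians, in the same order, of 1.60, 1.45, −1.11, −0.13, 7.22, −0.95, −0.70, −0.0330, 5.63, and 0.0678, the value for the thyroid list being that of 1 gene, *Tshr* (4.79 against 4.98 CPM). The splits tested the difference of a list from the other genes, and chance cannot be excluded for that difference in any of these 10; the change against 0 was not tested by splits. In early AVFs 8 of 10 skeletal muscle genes and 3 of 4 cartilage and bone genes in the DEG test passed its threshold. The proliferation list, with 2 splits, is described with the parathyroid and muscle transcripts. By camera the Schwann cell and Y chromosome lists were lower than the other genes, and by fry higher than 0. Counting only genes that passed that filter, contralateral veins express part of every list, at a mean of at least 1 CPM: 3 of 8 T cell, 3 of 8 B cell, 6 of 8 plasma cell, 7 of 8 Schwann cell and nerve, 4 of 10 skeletal muscle, 7 of 8 adipocyte, 7 of 8 erythrocyte, 1 of 6 thyroid, 2 of 8 cartilage and bone, 4 of 4 Y chromosome, and 10 of 10 proliferation genes. The study names 2 of the cartilage genes and none of the other 10 lists. The most abundant genes in early AVFs were *Acta1* of the muscle list, at 694 CPM against 5.96 in contralateral veins, *Hba-a1* of the erythrocyte list (2066 against 2920), *Adipoq* of the adipocyte list (332 against 709), and *Spp1* of the cartilage list (4962 against 23.8), a gene that mono/macros of early AVFs also carry.

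The bulk libraries split on something other than their group. Among counts of 1 to 20, the share of even numbers was 58.6 to 64.7% in 16 AVFs and 48.0 to 56.9% in contralateral veins, with 49.7 and 50.6% in early AVFs 5 and 6. These 2 also had the largest totals among AVFs (67457501 and 53097813 counts) and the fewest genes detected (19074 and 17514). The sources give no batch that would explain it. A difference in preparation or processing that this share marks is argued against as the whole cause of the genes that differ in early AVFs. Of 1133 such genes called without early AVFs 5 and 6, 97.0% went the same way in these 2, with a median log2 change of 2.86 against 2.52 in the other early AVFs (3.65 against 4.87 for the 533 higher genes and 2.50 against 1.99 for the 600 lower ones); for 69.7% both lay beyond every contralateral vein. A part of the size stays open. For mid and late AVFs, of which 0 lay in the contralateral range, it is argued against as the whole cause of the DEGs as a set: 92.3 and 90.4% of the 767 and 676 DEGs went the same way in early AVFs 5 and 6, and the other early AVFs differed from these 2 by a median log2 value of 0.0714 and 0.178 in the direction of the DEGs, against 2.53 and 2.54 between mid or late AVFs and contralateral veins. For the 141 mid and 151 late DEGs not called in early AVFs it cannot be told apart from AVF creation. There the other early AVFs differed from these 2 by 0.731 and 0.687, against 1.48 and 1.56, the largest value over the 28 pairs of early AVFs that can be set against the others, which goes with such a difference, but these genes were chosen for little change in early AVFs, and a later stage of the other early AVFs stays open too. Within early AVFs the split does not follow the design. Without early AVF 5 there were 1370 genes for early AVFs against contralateral veins, the fewest with any library left out, instead of 1599. For late against early AVFs there were 156 without early AVF 5 and 206 without early AVF 6 instead of 381, but the number moved by over 1.5 times without other libraries as well, all of them being early AVFs 3 (186), 5 (156), and 6 (206), late AVFs 16 (32), 17 (34), 19 (40), 23 (151), and 24 (41). No biological explanation was tested.

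Libraries nearest in rank correlation to the mean of another group were early AVF 1 (nearest mid AVFs, 0.952 against 0.929), early AVF 4 (nearest mid AVFs, 0.954 against 0.943), early AVF 10 (nearest mid AVFs, 0.969 against 0.919), mid AVF 13 (nearest late AVFs, 0.984 against 0.976), and late AVF 23 (nearest mid AVFs, 0.961 against 0.947). A vessel's own value was left out of the mean of its own group. No AVF was nearest to contralateral veins and no contralateral vein to AVFs. A gradual change over time is the biological alternative to exchanged samples, and neither was tested on its own.

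In single cells, *Acta2* rose in the ECs of AVFs, to 409.8 CPM in late AVFs. Free RNA from SMCs is a candidate source, since neutrophils of the same library, which should lack it, had 420.2 CPM, 1.03 times the level of ECs. However, T cells (149 CPM) and mono/macros (96.8 CPM) had less, in cells with more UMIs. A change of ECs toward contractile cells stays a hypothesis. *Dcn* in mono/macros is likewise open to free RNA: T cells of late AVFs had 388 CPM, 1.77 times the level of mono/macros (219 CPM).

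*Spp1* in SMCs after AVF creation lay in few cells: 23 of 234 early SMCs held 89.0% of its counts, and 50 of 507 late SMCs 86.3%. Free RNA as the whole cause is argued against by T cells of early AVFs, which had 0.143 times the level of SMCs. Neutrophils came closer to the SMC level in early AVFs and exceeded it in late AVFs, so this comparison depends on the class chosen. The remaining early SMCs, at 137 CPM, lay near the 151 CPM of T cells, so for them free RNA could account for the level if T cells make no *Spp1* themselves, which was not tested. Macrophages taken with the SMCs are argued against, because the early SMCs with the most *Spp1* had 86.3 CPM of *Lyz2* and the others 239, and in late AVFs 86.4 and 113. A response of a few SMCs stays open as the biological hypothesis, with 1 library per condition.

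The lower share of ECs in AVFs, 1.56% of early cells against 12.8% of contralateral ones, may be biological or arise in the isolation of cells. A difference in depth or cell quality is argued against by cells with at least 500 genes, where the early share was 0.104 of the contralateral one. Dilution by immune cells is argued against as the whole cause by shares among fibroblasts, SMCs, ECs, and Schwann cells alone. ECs made up 5.52% of these in early AVFs and 2.97% in late AVFs, against 25.6% in contralateral veins. How well ECs were released from each kind of vessel stays open, and so do differences between pools. The fall of endothelial genes in the bulk data, a mean log2 fold change of −1.58, does not depend on the release of cells.

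*Hbb-bs* was found in every class of contralateral cells. After thinning to one depth, 93.1% of contralateral T cells carried a UMI of it, against 25.5% in early and 1.07% in late AVFs, and for fibroblasts the values were 73.9, 31.3, and 0.414%. Free RNA of lysed erythrocytes is the likely source, and it goes with the contralateral library alone at this level, so ratios of hemoglobin genes to contralateral cells are not used. Depth is argued against by the thinning. No biological explanation was tested.

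Cell-cycle phases depended on depth. With no thinning, 23.2% of late cells were in S or G2M phase, and with cells thinned to 1000 UMIs 38.6%. The number of UMIs per cell therefore could produce differences between libraries. With thinned cells, a UMI of *Mki67* was found in 0.933%, 2.43%, and 1.91% of cells and of *Top2a* in 0.777%, 1.99%, and 1.36%, in contralateral veins, early AVFs, and late AVFs. More division after AVF creation stays open as a hypothesis.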
